# Dormant tumors circumvent tumor-specific adaptive immunity by establishing a Treg-dominated niche via DKK3

**DOI:** 10.1172/jci.insight.174458

**Published:** 2023-11-22

**Authors:** Timothy N. Trotter, Carina E. Dagotto, Delila Serra, Tao Wang, Xiao Yang, Chaitanya R. Acharya, Junping Wei, Gangjun Lei, H. Kim Lyerly, Zachary C. Hartman

**Keywords:** Immunology, Oncology, Breast cancer, Cancer immunotherapy

## Abstract

Approximately 30% of breast cancer survivors deemed free of disease will experience locoregional or metastatic recurrence even up to 30 years after initial diagnosis, yet how residual/dormant tumor cells escape immunity elicited by the primary tumor remains unclear. We demonstrate that intrinsically dormant tumor cells are indeed recognized and lysed by antigen-specific T cells in vitro and elicit robust immune responses in vivo. However, despite close proximity to CD8^+^ killer T cells, dormant tumor cells themselves support early accumulation of protective FoxP3^+^ T regulatory cells (Tregs), which can be targeted to reduce tumor burden. These intrinsically dormant tumor cells maintain a hybrid epithelial/mesenchymal state that is associated with immune dysfunction, and we find that the tumor-derived, stem cell/basal cell protein Dickkopf WNT signaling pathway inhibitor 3 (DKK3) is critical for Treg inhibition of CD8^+^ T cells. We also demonstrate that DKK3 promotes immune-mediated progression of proliferative tumors and is significantly associated with poor survival and immunosuppression in human breast cancers. Together, these findings reveal that latent tumors can use fundamental mechanisms of tolerance to alter the T cell microenvironment and subvert immune detection. Thus, targeting these pathways, such as DKK3, may help render dormant tumors susceptible to immunotherapies.

## Introduction

Multiple therapies now exist to treat different molecular subtypes of breast cancer (BC), leading to steady improvement in survival over the past 2 decades (1). Despite these successes, many survivors (approximately 30%) will eventually experience locoregional or metastatic recurrence, even when there was no clinical evidence of disease after initial therapy (2, 3). Among solid tumors, BC has a propensity for delayed relapse, with distinct patterns of recurrence based on subtype. Those with triple-negative BC (TNBC), defined by lack of the estrogen receptor (ER), progesterone receptor (PR), and human epidermal growth factor receptor 2 (HER2), are particularly at risk of distant recurrence, with a shorter window than other subtypes (33.9% vs. 20.4%; 2.6 vs. 5 years, respectively) (4). In contrast, ER^+^ tumors can recur up to decades after treatment of the primary tumor and have a consistent risk of recurrence over time (4, 5). Regardless, the time between remission and relapse offers a critical window to eliminate residual tumor cells before developing resistance mechanisms that make recurrent tumors exceedingly challenging to treat.

This phenomenon of delayed relapse, often described generally as tumor dormancy, is largely attributable to residual tumor cells that enter a state of quiescence or minimal proliferation until some other condition for growth is attained (6). To date, multiple mechanisms help explain how these cells enter and exit quiescence. However, relatively little is known regarding their function during the intervening period. Though they are mostly nonproliferative, dormant cancer cells actively communicate with the local stroma to alter the microenvironment and support their own survival (7, 8). Thus, understanding the intrinsic biology of residual, dormant tumor cells is necessary if attempting to eliminate them before recurrence.

The advent of immunotherapy has highlighted the role of immune cells in an evolving tumor, even during dormancy. Organ transplantation provided early evidence that the immune system prevents tumor outgrowth when occult tumors from donated organs began growing in the context of immunosuppressed recipients (9). Furthermore, direct evidence that tumor-specific T cells prevent metastatic outgrowth was also recently described in BC (10, 11), although how residual, dormant tumor cells are not eliminated remains in question. A potential explanation may be that fundamental, developmental mechanisms of tolerance, such as those present at the maternal-fetal interface or during mammary involution, are coopted to prevent complete tumor elimination (12). While unclear, if immunotherapy is to provide a lasting cure for patients, these overarching processes must be better understood.

Herein, we demonstrate that dormant tumors are recognizable by T cells, but manage to persist in the presence of activated tumor antigen–specific CD8^+^ T cells. Our studies reveal that dormancy-competent tumor cells maintain a hybrid epithelial/mesenchymal (E/M) or mammary progenitor-like state in vitro and in vivo. To survive long term, these cells induce a CD4^+^/Treg–shifted T cell profile via secreted factors and we identify the Wnt pathway antagonist, Dickkopf WNT signaling pathway inhibitor 3 (DKK3), as a crucial mediator of this effect. Together, the data presented here provide insight into protective barriers that prevent elimination of dormant tumors and lay the foundation for new targets that may be combined with current immunotherapies to provide more durable responses for patients.

## Results

### D2.1 dormancy is immune independent.

The D2 series of cells, consisting of D2A1, D2.OR, and D2.1 cell lines that arose from D2 hyperplastic alveolar nodules in female BALB/c mice, were used to investigate immunity in tumor dormancy (13, 14). Each cell line is reported to equally extravasate into the lung parenchyma, but only D2A1 rapidly proliferates, while D2.OR and D2.1 remain dormant in the metastatic setting (13, 15, 16). Tumor behavior in the presence or absence of adaptive immunity was first determined by implanting these cells in the mammary fat pad (MFP) of BALB/c (immunocompetent) or SCID-beige (deficient in T and B cells and defective NK cells) mice. Both D2A1 and D2.OR tumor growth was significantly delayed in the presence of adaptive immunity (Figure 1, A and B). In contrast, D2.1 tumors were unaffected by T, B, and NK cells (Figure 1C). However, when cultured in vitro, D2A1 and D2.1 cells proliferated at approximately the same rate until confluence, at which point D2.1 cells became contact inhibited, resulting in slowed growth (Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.174458DS1). To validate the dormant phenotype, D2.1 cells were stably transduced with eGFP by lentiviral vectors and proliferation was assessed in resultant tumors by Ki67 immunofluorescence (IF) at 4 or 12 weeks after MFP implantation in BALB/c animals. Staining revealed that eGFP^+^ D2.1 tumor cells were minimally positive for Ki67 at 4 weeks, but had significantly elevated Ki67 expression by 12 weeks (Figure 1D). Co-injection of a 1:1 mix of D2A1 and D2.1 cells also resulted in approximately equivalent tumor growth as D2A1 cells alone, suggesting dormant cells do not induce quiescence in otherwise proliferative cells (Supplemental Figure 1C). Collectively, these results demonstrate that D2.1 tumor cells exist as a separate, intrinsically dormant population, unaffected by immune status, that have the eventual capacity to develop into proliferative tumors.

### Dormant tumors are immunologically protected from infiltrating T cells.

Because D2.1 tumor persistence through the dormant phase was unaffected by adaptive immunity, variation in cell surface expression of major histocompatibility complex class I (MHC-I), programmed death-ligand 1 (PD-L1), and CD47 were investigated as potential mechanisms for dormancy-mediated immune evasion (17, 18). Notably, MHC-I (Figure 1E and Supplemental Figure 1D), PD-L1, and CD47 (Supplemental Figure 1, E and F) are expressed similarly on D2A1, D2.OR, and D2.1 cells, suggesting that these are unlikely to mediate differences in immune resistance. As all D2 lines express comparable cell surface MHC-I, loss of eGFP expression after in vivo implantation was used as a readout for antigen-specific immune selection (Figure 1F) (19). While many D2A1 tumor cells resisted eGFP-specific selection, D2.OR cells displayed the highest sensitivity, with almost complete loss of eGFP (Figure 1G). In contrast, the majority of D2.1 cells maintained eGFP after implantation in immunocompetent, non–eGFP tolerant BALB/c mice. These results are consistent with the recent finding that GFP-specific T cells (just eGFP death inducing, Jedi) are unable to eliminate quiescent subpopulations of mammary tumors despite MHC-I expression (20), and suggest that dormant tumors can be effectively shielded from antigen-specific immunity and selection by other means.

### D2.1 dormant tumor cells have a hybrid E/M phenotype and are enriched in mammary progenitor genes associated with late recurrence in humans.

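RNA-seq covered 3 replicates of cultured D2A1 cells and 3 of cultured D2.1 cells. The libraries were sequenced by Novogene on an Illumina NovaSeq, and the authors deposited the number of reads counted on each gene, without normalization, with the FPKM value computed from it. The paper's text names no aligner, counting program, genome build or annotation, and does not say whether counting used the strand. Genes are listed by Ensembl identifier, and identifiers were matched to the GENCODE M21 annotation of GRCm38, which gave the symbols and positions used here. Those without a match held 0.0969% of the counts. Between 16837260 and 24818234 reads per library were counted on genes, with a median of 19562892 in D2.1 cells and 17268890 in D2A1 cells. A floor of 3 counts corresponds to 0.121 to 0.178 CPM (counts scaled to the library total) at these depths, which covers counting error only. Counts were normalized by edgeR's TMM method, and 12489 genes passed its expression filter. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 5602 genes had an adjusted p under 0.05, of which 3023 were higher and 2579 were lower in D2.1 cells. With each library left out in turn, the number ranged from 4375 to 5908. The setting that moved it most also required a log2 fold change beyond 1 in either direction and gave 2786 genes. Single genes were also compared by a 2-sided exact permutation test of log2 CPM, in which 3 replicates against 3 cannot give a p below 0.10. Among protein-coding genes with no overlap between the lines, the largest fitted rises in D2.1 cells were those of S1pr3 (ENSMUSG00000067586), Pdlim4 (ENSMUSG00000020388) and Lama4 (ENSMUSG00000019846), which had 0 counts in every D2A1 library. Their counts give only bounds, of at least 51.6-fold, 47.8-fold and 46.8-fold higher in D2.1 cells, so that genes with counts in both lines can lie above them. Hs6st2 (ENSMUSG00000062184), Tceal8 (ENSMUSG00000051579) and Gxylt2 (ENSMUSG00000030074) had 0 counts in every D2.1 library and were at least 430-fold, 414-fold and 391-fold lower.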

Due to the striking phenotypic differences in vivo between dormancy-competent D2.1 cells and proliferative counterparts, we initially performed RNA-seq on D2A1 and D2.1 cell lines. The top significantly enriched pathways in D2.1 cells were largely associated with cellular movement and extracellular matrix (ECM) organization, with a significant downregulation of metabolic pathways involved in DNA and RNA processing (Figure 2A and Supplemental Figure 2A). 

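Changes of this kind were followed in cultured cells with 4 gene families taken from gene symbols. Their log2 CPM values were tested with limma's camera, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the families. The matrix and adhesion family (70 genes) had a median log2 fold change of 1.32, with 46 genes higher in D2.1 cells (adjusted p = 4.4e-04, camera). With its 6 genes of 3 counts or fewer in one line set at the bound of their fold change, the median was also 1.32. DNA replication genes (40) had a median of -0.32, with 37 lower in D2.1 cells (adjusted p = 4.4e-04, camera). Genes for tRNA synthetases and tRNA modification (59) had a median of -0.42, with 47 lower (adjusted p = 2.8e-04, camera). The mitochondrial ribosome family (76 genes) had a median of -0.20, with 54 lower (adjusted p = 0.034, camera). With DESeq2's size factors in place of TMM, the direction of each family was the same. The first 3 families kept an adjusted p under 0.05 with limma's fry in place of camera, whereas the mitochondrial ribosome family had 0.31. The mitochondrial ribosome family in cultured cells also fell short of the threshold without replicate 1 or 2 of D2A1 cells or replicate 2 or 3 of D2.1 cells (adjusted p between 0.0513 and 0.182, camera).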

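Transcript levels of epithelial and mammary progenitor genes were compared between the cultured lines (n = 3 each). Krt8 (ENSMUSG00000049382, chromosome 15 of GRCm38, 101996698 to 102004482) was at 2697 ± 808 CPM (SD) in D2.1 cells and 104 ± 65.2 CPM in D2A1 cells. Its log2 fold change was 4.69 (standard error 0.60, adjusted p = 3.1e-04, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between 4.25 and 5.01 with each library left out. Cdh1 (ENSMUSG00000000303, chromosome 8, 106603351 to 106670246) was at 31.1 ± 5.76 CPM in D2.1 cells and 1.39 ± 0.477 CPM in D2A1 cells, a log2 fold change of 4.49 (standard error 0.28, adjusted p = 4.9e-06, same test). The log2 fold changes of Krt14, Krt18 and Itgb4 were 3.77, 2.43 and 2.93. Keratins form a family of similar genes, and counting could have split reads among them and their pseudogenes. Epcam (ENSMUSG00000045394) had 7 to 16 counts per D2.1 library and 1 to 4 per D2A1 library and did not pass edgeR's filter. Among progenitor genes, Sox9 (ENSMUSG00000000567, chromosome 11, 112782224 to 112787760) was at 95.1 ± 4.71 CPM in D2.1 cells and 9.38 ± 2.09 CPM in D2A1 cells. A log2 fold change of 3.34 had a standard error of 0.18 (adjusted p = 2.6e-06, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Cd200 (ENSMUSG00000022661, chromosome 16, 45382135 to 45409053) was at 142 ± 28.7 CPM in D2.1 cells and 2.37 ± 0.521 CPM in D2A1 cells, with a log2 fold change of 5.90 (standard error 0.24, adjusted p = 7.7e-07, same test). Ptn (ENSMUSG00000029838) had the largest difference of this group, with 59.2 ± 11.3 CPM in D2.1 cells and 0.133 ± 0.143 CPM in D2A1 cells, and a log2 fold change of 8.76. Cd74, Id4 and Nrg1 had log2 fold changes of 3.93, 3.72 and 3.23. For each of these genes, every D2.1 library exceeded every D2A1 library (exact permutation test, p = 0.10).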

Notably, D2.1 cells expressed higher transcript levels of multiple mammary epithelial maker genes (e.g., *Krt8*, *Krt14*, *Krt18*, *Itgb4*, *Epcam*, and *Cdh1*) and genes formerly associated with mammary progenitor cells (e.g., *Sox9*, *CD74*, *Id4*, *Nrg1*, *Ptn*, and *Cd200*) (Figure 2B). 

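In the same libraries, Sparc (ENSMUSG00000018593, chromosome 11 of GRCm38, 55394500 to 55423183) had a log2 fold change of 2.12 between D2.1 and D2A1 cells (standard error 0.16, adjusted p = 1.3e-05, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Fn1 (ENSMUSG00000026193) rose from 809 ± 292 CPM (SD, n = 3) in D2A1 cells to 3568 ± 1476 CPM (n = 3) in D2.1 cells, a log2 fold change of 2.14. The smallest difference was that of Cd44 (ENSMUSG00000005087, chromosome 2, 102811141 to 102901665), at 523 ± 78.9 CPM in D2.1 cells and 272 ± 7.10 CPM in D2A1 cells. Its log2 fold change was 0.95 (standard error 0.14, adjusted p = 8.4e-04, same test), with a range of 0.82 to 1.04 over the fits that each left out a library. Itga5 and Mmp9 had log2 fold changes of 1.67 and 2.40. Of the transcriptional regulators, Notch1 (ENSMUSG00000026923, chromosome 2, 26457903 to 26516663) was at 134 ± 37.5 CPM in D2.1 cells and 3.78 ± 1.27 CPM in D2A1 cells, a log2 fold change of 5.15 (standard error 0.29, adjusted p = 3.5e-06, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Snai1 and Snai2 had log2 fold changes of 2.77 and 2.12. Twist2 (ENSMUSG00000007805) had 14 to 37 counts per D2.1 library and 1 to 3 per D2A1 library, so its level was at least 7.39-fold higher in D2.1 cells.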

Genes that regulate epithelial-mesenchymal transition (EMT) and metastasis were also upregulated, including genes associated with ECM interaction (*Itga5*, *Sparc*, *Mmp9*, *Cd44*, and *Fn1*) as well as many transcriptional regulators of EMT (*Twist2*, *Snai1*, *Snai2*, and *Notch1*) (Figure 2B). Subsequent quantitative PCR confirmed the hybrid E/M phenotype of D2.1 cells that expressed high levels of epithelial and mesenchymal genes compared with both D2A1 and D2.OR cells (Supplemental Figure 2B). The ERα gene *Esr1* and the ERα target gene *Greb1* were also expressed in D2.1 cells (Supplemental Figure 2C) — an interesting corollary, as human ER^+^ tumors generally display the highest degree of dormancy (5, 21).

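In cultured cells, Esr1 (ENSMUSG00000019768, chromosome 10 of GRCm38, 4611593 to 5005614) had 33 to 40 counts in each D2.1 library, 1.81 ± 0.320 CPM (SD, n = 3), and 0 counts in each D2A1 library. Its level was at least 10.8-fold higher in D2.1 cells (adjusted p = 2.8e-04, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Greb1 (ENSMUSG00000036523, chromosome 12, 16670615 to 16800886) had 16 to 48 counts in each D2.1 library, 1.85 ± 0.883 CPM, and 1 to 2 counts in each D2A1 library, and was at least 11.0-fold higher (adjusted p = 7.5e-04, same test). Both genes kept an adjusted p under 0.05 with any one library left out, the highest being 0.0025 for Esr1 and 0.0053 for Greb1.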

In accordance with an overall mammary progenitor–like expression profile, D2.1 cells were found to be CD44^hi^CD24^lo/–^ compared with D2.OR and D2A1 cells by flow cytometry, with D2.OR cells having the most CD24 expression (Supplemental Figure 2D) (22, 23). The presence of increased epithelial and mesenchymal genes could also reflect the described “hybrid epithelial/mesenchymal (E/M)” state associated with surface CD44 and CD104 expression (24, 25). Interestingly, surface expression of CD44 and CD104 revealed largely nonoverlapping populations between D2A1, D2.OR, and D2.1 cells (Supplemental Figure 2E). Because D2.OR tumors are immune sensitive (Figure 1G), overt tumors were often rejected in the MFP of BALB/c animals. However, small, residual nodules that reemerged after approximately 100 days phenotypically resembled D2.1 cells based on CD44/CD104 expression (Supplemental Figure 2F). Altogether, these data indicate that D2.1 cells have a hybrid E/M phenotype at baseline that has been associated with metastasis, dormancy, and immunosuppression (24–27), and may represent a particular subpopulation that can reemerge after immune rejection of the tumor at large (as from D2.OR tumors).

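Of the 22 epithelial, mesenchymal and progenitor genes that the paper shows in Figure 2B or names with it, 21 passed the expression filter in cultured cells. All 21 were higher in D2.1 cells with an adjusted p under 0.05 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). They comprise 5 epithelial, 10 mesenchymal and 6 progenitor genes, and their log2 fold changes ranged from 0.95 to 8.76 with a median of 3.23. Adjusted over the list alone, the count was also 21, which is not independent evidence because the study chose the genes on these libraries. From the joint rise of epithelial and mesenchymal genes, together with its flow cytometry, the paper reasons that D2.1 cells have a hybrid E/M phenotype, and it proposes that they may stand for a subpopulation able to reemerge once immune cells have rejected the rest of a tumor.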

### D2.1 tumor phenotype is maintained throughout progression.

Bulk RNA-seq was also performed on MFP D2A1 and D2.1 tumors from both BALB/c and SCID-beige mice to evaluate phenotypic differences and changes from the selective pressure of adaptive immunity (Supplemental Figure 3A). 

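Tumors were collected at about 500 mm3 from the MFP, and RNA-seq covered 4 D2.1 and 4 D2A1 tumors from BALB/c mice and 5 of each line from SCID-beige mice, which lack adaptive immunity. RNA came from snap-frozen tissue, so each library mixes tumor cells with cells of the host. The authors deposited unnormalized read counts per gene and FPKM values for all 18 tumors. Identifiers absent from the annotation held 0.0446% of the counts. Totals per library ranged from 13566949 to 18355153 reads on genes, with medians of 17139397 (D2.1, BALB/c), 16383566 (D2A1, BALB/c), 17174775 (D2.1, SCID-beige) and 15328699 (D2A1, SCID-beige). A floor of 3 counts corresponds to 0.163 to 0.221 CPM. The counts were normalized and tested in the same way as those of cultured cells, for 5 comparisons and the interaction of cell line and host. The smallest p of the exact permutation test was 0.029 for 4 tumors against 4 and 0.0079 for 5 against 5 or 4 against 5. Between D2.1 and D2A1 tumors in BALB/c mice, 4868 of 14953 genes had an adjusted p under 0.05 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), 2510 higher and 2358 lower in D2.1 tumors. Leaving out each tumor in turn gave 4074 to 5046 genes. The setting that moved this count most, chosen after seeing the data, added the replicate number and each library's slope of expression on GC content to the model and gave 862 genes. In SCID-beige mice, 4607 of 14355 genes passed the same threshold, 2476 higher and 2131 lower in D2.1 tumors, with 3969 to 4916 when one tumor was left out. Of 3119 genes changed in both hosts, 3115 changed in the same direction. Largest changes between lines are given for protein-coding genes with a mean of at least 5 CPM in the higher group and no overlap. The largest fitted rises in D2.1 tumors of BALB/c mice, of which the counts give only bounds, were those of Col2a1 (ENSMUSG00000022483), Bend5 (ENSMUSG00000028545) and Cryaa (ENSMUSG00000024041), at least 310-fold, 145-fold and 30.0-fold higher. The largest fitted falls were those of Dlx5 (ENSMUSG00000029755), Morc1 (ENSMUSG00000022652) and Olfr1500 (ENSMUSG00000054526), at least 61.2-fold, 108-fold and 29.2-fold lower. In SCID-beige mice, the largest fitted rises were at least 427-fold for Col2a1, 56.1-fold for Eya1 and 27.7-fold for Cacna2d2. Igf2bp1, Olfr1501 and Morc1 were at least 391-fold, 386-fold and 116-fold lower there. Olfr1500 and Olfr1501 are neighboring olfactory receptor genes, and counting could have split reads between them.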

Overall, D2A1 and D2.1 tumors were largely similar whether in BALB/c or SCID-beige mice (Supplemental Figure 3, B and C). 

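Correlations of log2 CPM between pairs of tumors had a median of 0.957 within a group (32 pairs), 0.951 between hosts for the same line (40 pairs) and 0.887 between lines in the same host (41 pairs). These correlations are across genes, which are not independent replicates. The first principal component of the 16036 genes held 49.6% of the variance and gave every D2.1 tumor a lower score than every D2A1 tumor, while the second component held 12.4%. The setting that moved the correlations most took the 500 most variable genes, for which the median was 0.846 between hosts and -0.018 between lines. Between BALB/c and SCID-beige mice, 133 of 14929 genes differed in D2.1 tumors with an adjusted p under 0.05 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and 130 of them were higher in BALB/c mice. That number ranged from 26 without replicate 1 to 314 without replicate 2 of the BALB/c tumors. D2A1 tumors differed in 170 of 14572 genes by the same test, 132 of them higher in BALB/c mice, and in 27 without replicate 4 of the BALB/c tumors, the lowest of the fits that each left out a tumor. Of the genes tested in both lines, 33 differed between hosts in each, all in the same direction. Largest changes between hosts are given for protein-coding genes with a mean of at least 5 CPM in the higher group and no overlap. Among these, the largest fitted rises in BALB/c mice were those of Cd6, Cd3e and Cd8a in D2.1 tumors, of which Cd6 (ENSMUSG00000024670) was at least 78.7-fold higher. The largest falls in D2.1 tumors were those of Nr1d1 (log2 fold change of -1.27), Asns (-1.19) and Srxn1 (-0.77). Nr1d1 and Srxn1 lost the threshold in each of the 9 fits that left out a tumor, and Asns in 8 of them, with adjusted p up to 0.17. In D2A1 tumors, Cxcl9 (ENSMUSG00000029417) rose from 4.21 ± 0.855 CPM (SD, n = 5) in SCID-beige mice to 67.6 ± 34.7 CPM (n = 4) in BALB/c mice, a log2 fold change of 4.01 (standard error 0.35, adjusted p = 0.0013, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Tgtp1 and H2-Q7 followed with log2 fold changes of 3.62 each, and both belong to families of similar genes that could share reads. D630003M21Rik (-2.07), Ibsp (-1.74) and Rerg (-1.74) fell most in D2A1 tumors. Without replicate 4 of the D2A1 tumors in BALB/c mice, the adjusted p of Tgtp1, Ibsp and Rerg rose to 0.0612, 0.0552 and 0.0615. Only 3 genes of 16036 had an adjusted p under 0.05 for the interaction of line and host, and 1355 had an unadjusted p under 0.05.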

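In tumors of BALB/c mice (n = 4 for each line), 18 epithelial, mesenchymal and progenitor genes that the study displays were tested, and 14 were higher in D2.1 tumors with an adjusted p under 0.05 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The count was 15 when adjusted over the list alone, which is not independent evidence because the study chose the genes on these tumors. The 14 comprised 3 of 6 epithelial, 6 of 7 mesenchymal and 5 of 5 progenitor genes, and the median log2 fold change of the 18 was 1.57. Krt8 was at 340 ± 54.1 CPM (SD) in D2.1 tumors and 183 ± 42.0 CPM in D2A1 tumors. Its log2 fold change was 0.90 (standard error 0.19, adjusted p = 0.0049, same test) and ranged from 0.78 to 1.03 over the fits that each left out a tumor. Cdh1 was at 23.9 ± 5.85 and 7.13 ± 1.26 CPM, a log2 fold change of 1.75 (standard error 0.24, adjusted p = 4.0e-04, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Krt14 had a log2 fold change of 5.06. Krt18 was lower in D2.1 tumors, at 31.4 ± 20.0 CPM against 354 ± 62.0 CPM, with a log2 fold change of -3.49 (standard error 0.45, adjusted p = 2.6e-04, same test). Itgb4 (log2 fold change of 0.39, adjusted p = 0.13), Epcam (1.54, adjusted p = 0.064) and Zeb1 (0.61, adjusted p = 0.22) did not reach the threshold of the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. With the replicate number as a block, Zeb1 had an adjusted p of 0.0096, where its other alternatives gave 0.0902 to 0.411. Without replicate 4 of the D2A1 tumors, Itgb4 had an adjusted p of 0.049, and without replicate 2 of the D2.1 tumors, Epcam had 0.015. Replicate 1 of the D2.1 tumors, which contains milk protein transcripts, had the highest Epcam level, and replicate 4 contains transcripts of skin keratins. Sox9 was at 139 ± 8.79 CPM in D2.1 tumors and 11.6 ± 2.14 CPM in D2A1 tumors, a log2 fold change of 3.59 that stayed between 3.47 and 3.68 with each tumor left out. Cd200 was at 89.7 ± 8.23 and 9.88 ± 0.961 CPM, with a log2 fold change of 3.19. Every D2.1 tumor exceeded every D2A1 tumor in Krt8, Cdh1, Krt14, Sox9 and Cd200 (2-sided exact permutation test, p = 0.029).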

The hybrid E/M and mammary progenitor expression pattern was maintained long-term in D2.1 tumors (Figure 2, C and D) (28). Furthermore, D2.1 tumors were enriched for a genetic profile of late recurrence that we previously developed from human BC samples (29), as well as an independent profile of late distant metastasis also generated from human data (30) (Figure 2, E and F, and Supplemental Table 1). 

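Both human profiles were matched to mouse genes by symbol and tested on the tumors of BALB/c mice with a gene set enrichment procedure like that of GSEA, on DESeq2-normalized counts of 21027 genes with 10000 gene_set permutations. Of the 51 genes of the late recurrence profile, 49 were ranked and 34 were higher in D2.1 tumors. The normalized enrichment score was 1.94 (permutation p = 6.8e-04) and stayed between 1.83 and 2.05 with each tumor left out. Permuting the tumor labels over their 70 arrangements gave 1.70 (exact permutation p = 0.029). The late distant metastasis profile comprised 144 human genes, and 100 mouse genes were ranked, of which 68 were higher in D2.1 tumors. Its normalized enrichment score was 1.75 (permutation p = 1.6e-04, the smallest these permutations can give), with a range of 1.56 to 1.95 over the fits that each left out a tumor. With permuted tumor labels, it was 1.33 (exact permutation p = 0.17). The setting that moved the late distant metastasis score most ranked genes without weights and gave 2.63. The late recurrence score moved most with permuted tumor labels, to 1.70. By camera on log2 CPM, the p was 0.0012 for late recurrence and 0.0029 for late distant metastasis, and both also had a p under 0.05 by fry.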

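A list of 12 cell cycle genes, tested by camera on log2 CPM, had a median log2 fold change of -0.56 between D2.1 and D2A1 tumors of BALB/c mice, with 11 of the 12 lower (camera p = 0.0029, which held under fry, and an exact permutation over the 35 splits of these tumors gave a median as far from 0 in 1 split, the real one). In SCID-beige mice, the median was -0.21 with 9 of 12 lower (camera p = 0.25, with a median as far from 0 in 14 of 100 permutation splits). Cultured cells had a median of -0.092 (camera p = 0.41, with 5 of the 10 exact splits as far from 0). Cdkn1b (ENSMUSG00000003031, chromosome 6 of GRCm38, 134920401 to 134925513) was at 104.0 ± 18.9 CPM (SD, n = 4) in D2.1 tumors and 72.0 ± 5.26 CPM (n = 4) in D2A1 tumors of BALB/c mice. The log2 fold change of Cdkn1b was 0.54 (standard error 0.16, adjusted p = 0.028, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment; exact permutation p = 0.057). The value ranged from 0.43 to 0.65 with each tumor left out, and the adjusted p stayed under 0.05 only without replicate 4 of the D2.1 tumors (0.0128) or replicate 1 of the D2A1 tumors (0.0494). In SCID-beige mice, it was at 84.2 ± 23.4 and 69.5 ± 6.58 CPM (n = 5 each), a log2 fold change of 0.28 (standard error 0.19, adjusted p = 0.27, same test). Of 8 proliferation genes that the study displays for BALB/c mice, 8 were lower in D2.1 tumors with an adjusted p under 0.05 by the same test, and 8 when adjusted over the list alone, on tumors from which the study chose them. Their log2 fold changes ranged from -1.52 to -0.72. Ccne1 (ENSMUSG00000002068, chromosome 7, 38097984 to 38107534) was at 6.31 ± 1.64 CPM in D2.1 tumors and 18.2 ± 3.12 CPM in D2A1 tumors, a log2 fold change of -1.52 (standard error 0.25, adjusted p = 0.0012, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Mcm2 (ENSMUSG00000002870, chromosome 6, 88883474 to 88898780) was at 87.7 ± 1.79 and 145 ± 10.5 CPM, a log2 fold change of -0.72. Ccnd2 (ENSMUSG00000000184) and Cdc45 (ENSMUSG00000000028) had log2 fold changes of -1.33 and -1.15.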

Pathway analysis also revealed that even later-stage D2.1 tumors displayed a less proliferative phenotype when compared with D2A1 tumors in both BALB/c and SCID-beige animals (Supplemental Figure 3, D and E) with upregulated *Cdkn1b* (p27, a common indicator of tumor dormancy; refs. 20, 31) and reduced expression of genes associated with proliferation (Supplemental Figure 3F). 

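Genes were called expressed in a group of tumors when their mean FPKM exceeded 1. By this measure, 11928 genes were expressed in all 4 groups, 84 in BALB/c tumors of both lines but not in SCID-beige tumors, and 532 in D2.1 tumors of BALB/c mice alone. Of the 532 genes, 221 had most of the group's FPKM in a single tumor, and 182 and 185 were highest in replicates 1 and 4. Cd3e, at 13.7 ± 5.22 FPKM (SD, n = 4) in D2.1 tumors and 1.76 ± 1.25 FPKM (n = 4) in D2A1 tumors, was among the 84 genes, as were Cd3d, Cd3g, Cd8a and Cd8b1. Foxp3 (ENSMUSG00000039521, chromosome X of GRCm38, 7573644 to 7595245) and Ctla4 (ENSMUSG00000026011, chromosome 1, 60887000 to 60915832) were among the 532, with means of 1.97 and 2.14 FPKM in D2.1 tumors and 0.317 and 0.487 FPKM in D2A1 tumors. Foxp3 had 106 to 140 counts per D2.1 tumor and 9 to 35 per D2A1 tumor of BALB/c mice, 7.39 ± 0.726 against 1.13 ± 0.598 CPM. Its log2 fold change was 2.71 (standard error 0.39, adjusted p = 5.3e-04, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), with a range of 2.47 to 3.10 when one tumor was left out. In SCID-beige mice, Foxp3 had 0 to 5 counts per D2.1 tumor and 0 to 2 per D2A1 tumor. D2A1 tumors therefore had at least 5.65-fold more Foxp3 in BALB/c than in SCID-beige mice (exact permutation p = 0.0079), although the gene did not pass edgeR's filter in that comparison. The interaction of line and host for Foxp3 was 2.49 (adjusted p = 0.52, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Ctla4 had 12 to 71 counts per D2.1 tumor and 1 to 15 per D2A1 tumor of BALB/c mice, a log2 fold change of 2.19 (standard error 0.70, adjusted p = 0.035, same test; exact permutation p = 0.086). With one tumor left out, the adjusted p of Ctla4 stayed under 0.05 only without replicate 2 of the D2.1 tumors (0.0138) or replicate 4 of the D2A1 tumors (0.0491) and reached 0.0991 without replicate 1 of the D2.1 tumors. In SCID-beige mice, Ctla4 had 0 to 1 counts per D2.1 tumor and 0 in D2A1 tumors. Cd3e (ENSMUSG00000032093, chromosome 9, 44998740 to 45009627) was at 17.1 ± 6.54 CPM in D2.1 tumors and 2.06 ± 1.41 CPM in D2A1 tumors of BALB/c mice, a log2 fold change of 3.04 (standard error 0.53, adjusted p = 0.0015, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of Cd3d, Cd3g, Cd8a and Cd8b1 between these tumors were 3.47, 3.33, 2.55 and 2.82. Between BALB/c and SCID-beige mice, Cd3e rose in D2A1 tumors with a log2 fold change of 4.37 (adjusted p = 0.038) and Cd8a with 5.08 (adjusted p = 0.017), by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. Without replicate 4 of the D2A1 tumors in BALB/c mice, their adjusted p rose to 0.164 and 0.0788, and Cd3e lost the threshold in 6 and Cd8a in 3 of the 9 fits that each left out a tumor. The plot of Foxp3 counts against Cd3 counts shows that both were higher in each D2.1 tumor than in each D2A1 tumor of BALB/c mice.

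**Figure D1:**
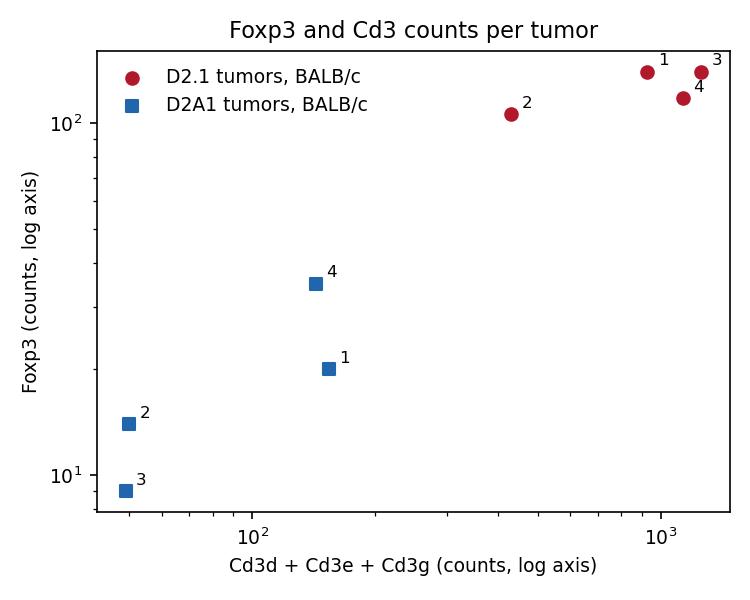
Counts of Foxp3 against the summed counts of Cd3d, Cd3e and Cd3g in each tumor of BALB/c mice, on log axes. Circles are D2.1 tumors (n = 4), squares are D2A1 tumors (n = 4), and the labels give the replicate.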

Somewhat surprisingly, Gene Ontology (GO) analysis revealed that 8 of the top 10 upregulated pathways in D2.1 tumors specifically related to immune activation (Figure 2G), and while general markers of T cells (*Cd3d*, *Cd3e*, and *Cd3g*) and cytotoxic T cells (*Cd8a* and *Cd8b1*) were associated with tumors from all BALB/c animals, Treg genes (*Ctla4* and *Foxp3*) were only associated with D2.1 tumors in immunocompetent animals (Supplemental Figure 3G). 

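Lists of marker genes for 21 cell types, written before the data were examined, were tested on log2 CPM of the tumors by camera, with Benjamini-Hochberg adjustment over 54 tests of lists in 4 comparisons. Of these tests, 38 had an adjusted p under 0.05, and 33 of them also did by fry. Between D2.1 and D2A1 tumors of BALB/c mice, the T cell list (10 genes, 3 of which the study names) had a median log2 fold change of 3.34 (adjusted p = 7.3e-06, camera) and was higher in D2.1 tumors for each gene. The Treg list (6 genes, 2 of which the study names and 1 of which cultured cells also express) had a median of 1.94 (adjusted p = 0.0033, camera). In SCID-beige mice, where Foxp3 had 0 to 5 counts, the 4 genes of the Treg list that passed the filter were higher in D2.1 tumors too, with a median of 1.07 (adjusted p = 0.127 by camera and 0.0127 by fry), so the list is not specific to Tregs. For T follicular helper cells (5 genes tested, while cultured cells express 2 of the list), the median was 2.45 (adjusted p = 0.0039, camera). The B cell list had a median of 4.13 over the 4 of its 10 genes that passed the filter (adjusted p = 0.0033, camera). Lists for CD8 and CD4 T cells held fewer than the 3 genes that the test required, so Cd8a, Cd8b1 and Cd4 are given as single genes only, and Cd4 had a log2 fold change of 4.2 in BALB/c mice and of 2.21 in SCID-beige mice (adjusted p = 0.0023, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), which lack T cells. These lists measure abundance of transcripts in the whole tumor and do not estimate proportions of cells. The macrophage list had a median of 0.06 (adjusted p = 0.65, camera) and the neutrophil list a median of 1.22 (adjusted p = 0.061 by camera and 0.0134 by fry). The plot of list medians shows the range over the genes of each list in both hosts.

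**Figure D2:**
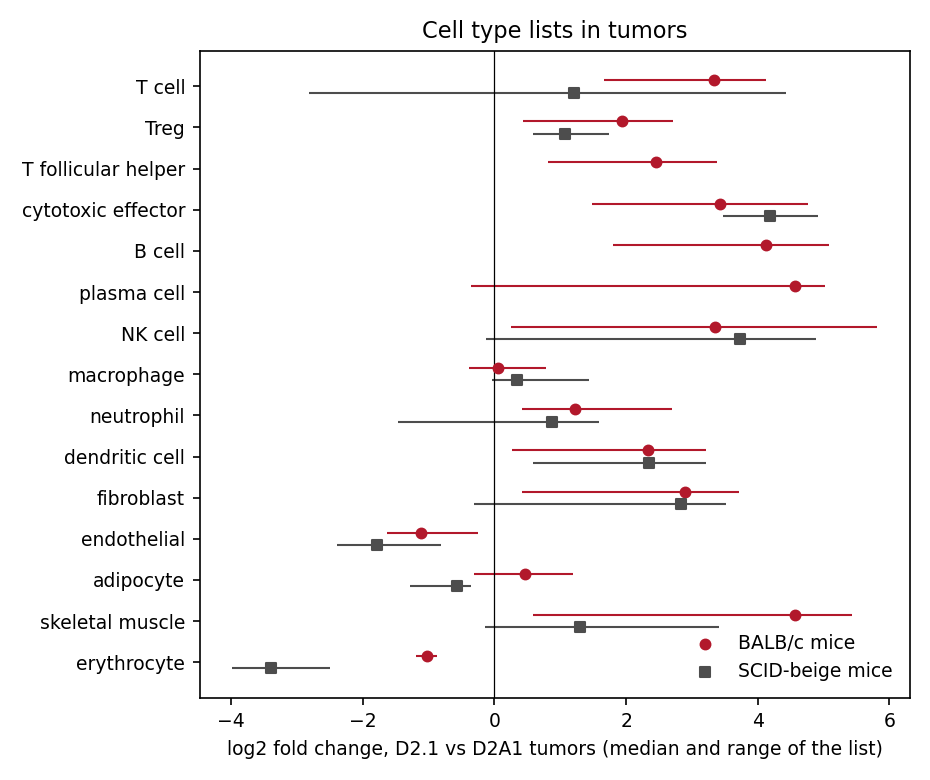
Log2 fold changes of cell type lists between D2.1 and D2A1 tumors, in BALB/c mice (circles, n = 4 for each line) and SCID-beige mice (squares, n = 5 for each line). Points are medians over the genes of a list and lines span the lowest to the highest gene.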

Subsequent CIBERSORT analysis indicated increased CD4^+^ T follicular helper cells, CD8^+^ cells, Tregs, and naive B cells in D2.1 compared with D2A1 tumors (Figure 2H), despite the possibility that these immune cells were less functional (Figure 2I).

As the *Myc* oncogene was significantly upregulated in D2A1 tumors (Figure 2, B and C, and Supplemental Figure 4A), we speculated that the dormant phenotype of D2.1 cells could be reversed by Myc-stimulated proliferation. To test this, we expressed a stabilized form of Myc (T58A) (32) in D2.1 cells (Supplemental Figure 4B). 

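Myc (ENSMUSG00000022346, chromosome 15 of GRCm38, 61985391 to 61990374) was at 70.9 ± 19.2 CPM (SD, n = 4) in D2.1 tumors and 297 ± 50.1 CPM (n = 4) in D2A1 tumors of BALB/c mice, a log2 fold change of -2.06 (standard error 0.21, adjusted p = 5.4e-05, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Every D2A1 tumor exceeded every D2.1 tumor (2-sided exact permutation test, p = 0.029), and leaving out each tumor gave -2.26 to -1.94. In SCID-beige mice, Myc was at 120 ± 55.9 and 315 ± 113 CPM (n = 5 each), a log2 fold change of -1.39 (standard error 0.29, adjusted p = 0.0026, same test). In cultured cells, it was at 94.8 ± 4.53 CPM in D2.1 and 285 ± 48.2 CPM in D2A1 (n = 3 each), a log2 fold change of -1.59 (standard error 0.15, adjusted p = 4.7e-05, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment).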

While Myc-T58A expression enhanced proliferation in vitro and in SCID-beige mice, it did not translate to enhanced tumor burden in immunocompetent BALB/c mice (Supplemental Figure 4, C and D). This suggests proproliferative signaling in tumors is insufficient to counteract strong immune editing of proliferative cells, and that a period of dormancy followed by growth is potentially a necessary stage for immune escape in these populations.

### Dormant mammary tumors have high levels of infiltrating FoxP3^+^ Treg cells.

In light of the immune-independent nature of D2.1 latency, the presence of immune-related genes in D2.1 tumors was striking. Therefore, D2.1 cells were orthotopically implanted and collected after 35 days for immune analysis, and D2A1 tumors were either collected early at the same final size as D2.1 tumors (14 days after implantation) or after the same total duration (35 days after implantation) to ensure that potential differences were not merely due to tumor burden (Figure 3, A and B). Interestingly, flow cytometry revealed that D2.1 tumors indeed contained significantly more total T cells than D2A1 tumors of the same volume or time in vivo (Figure 3C). While large D2A1 tumors had more infiltrating CD8^+^ T cells in comparison with both small D2A1 tumors and D2.1 tumors (Figure 3D), D2.1 tumors harbored more total CD4^+^ cells than D2A1 cells at either stage (Figure 3E). Critically, the Foxp3^+^CD4^+^ Treg population was significantly elevated in D2.1 tumors (Figure 3F), ultimately resulting in a decreased CD8^+^ cell/Treg ratio compared with all D2A1 tumors (Figure 3G).

To ascertain the spatial relationship of T cells with tumor cells and determine whether differences in T cell profiles were maintained through tumor progression, D2.1 tumors were also collected at a later stage (100 days after implantation) (Supplemental Figure 5B). Staining for CD4^+^ and CD8^+^ T cells revealed that both localized at the tumor/stromal interface in size-matched D2A1 tumors (Figure 3H; a feature observed in approximately 26% of TNBCs, ref. 33). However, endpoint D2.1 tumors were highly infiltrated with both CD4^+^ and CD8^+^ T cells (Figure 3I), resulting in a significantly increased interior T cell density in comparison with similarly sized D2A1 tumors (Figure 3, J and K). Furthermore, D2.1 tumors harbored a significant population of infiltrating FoxP3^+^ cells, which likely represents the same FoxP3^+^CD4^+^ Treg population observed via flow cytometry based on multicolor IHC (Figure 3L and Supplemental Figure 5C). No correlation in CD8^+^ cell density was observed collectively across D2.1 tumors of multiple time points and sizes (Figure 3M); however, Foxp3^+^ cell infiltration was significantly correlated with early, smaller tumors (Figure 3N). Thus, dormant tumors do not necessarily restrict T cell infiltration even after beginning to proliferate, indicating that changes in T cell function may be more relevant than proximity. Additionally, these data suggest that Treg induction is an early and necessary event to establish the dormant tumor niche for long-term survival.

### Tumor antigen–specific CD8^+^ cells do not prevent dormant tumor progression in vivo.

Primary mammary tumors were recently reported to induce CD8^+^ T cells (CD39^+^PD-1^+^) that systemically control metastatic dormancy in the lungs in the 4T07 model (10). Contrastingly, analysis of MFP D2A1-eGFP and D2.1-eGFP tumors (Supplemental Figure 5E) revealed that D2A1 tumors contained significantly more CD39^+^PD-1^+^CD8^+^ T cells than D2.1 tumors, with a similar trend seen systemically in the spleens of tumor-bearing animals (Figure 4A). Absent a strong, de novo tumor-specific T cell response, we next investigated whether D2.1 persistence could be overcome with potent and systemic antigen-specific T cells. To exclude the role of the tumor microenvironment, killing assays were initially performed in vitro to assess the cytotoxic effect of antigen-specific CD8^+^ T cells against D2.1 and D2A1 cells. Jedi T cells, which express a H-2K^d^–restricted T cell receptor (TCR) for GFP_200–208_ (Figure 4B) (34), were activated/expanded ex vivo and cultured with D2A1 or D2.1 eGFP cells. Both D2A1 and D2.1 cells were equivalently lysed by Jedi cells, thereby verifying that both are susceptible to direct killing by activated Jedi CD8^+^ T cells (Figure 4, C and D). Adoptive transfers were then performed to determine whether externally activated antigen-specific CD8^+^ T cells could prevent/limit eventual D2.1 tumor outgrowth. Activated Jedi cells were injected intravenously into naive C57BL/6 × BALB/c F_1_ mice, and 2 days later D2A1 or D2.1 cells expressing eGFP were implanted into the MFP (Figure 4E). While D2A1 tumor outgrowth was completely prevented by Jedi T cells compared with control T cells (Figure 4F), D2.1 tumors were unaffected by Jedi T cells in comparison to controls (Figure 4G). These results indicate that even highly activated antigen-specific CD8^+^ T cells are incapable of preventing establishment and eventual growth of dormant D2.1 tumors in vivo.

### D2.1 cells secrete factors that induce CD4^+^ and FoxP3^+^ Tregs.

Increasing evidence suggests that E/M plasticity, as observed in D2.1 cells, is associated with an overall immunosuppressive microenvironment (27). However, because CD8^+^ T cells were distinctly present in but unable to eliminate latent tumors, we investigated whether tumor cells themselves altered T cell function directly. The effect of the tumor secretome on CD8^+^ T cell activation/proliferation was initially to be tested by culturing splenocytes from transgenic Jedi mice with tumor-derived conditioned medium (CM) (35). Whole Jedi splenocytes were stained with CellTrace dye and stimulated with GFP_200–208_ peptides and anti-CD28 antibodies in the presence of D2A1 or D2.1 CM for 3 days (Figure 5A). Overall, D2.1 CM resulted in significantly more T cells than D2A1 CM (Figure 5B), including both CD8^+^ (which was stimulated via peptide) and CD4^+^ cells (Figure 5C). CellTrace staining indicated that CD8^+^ T cells indeed underwent more divisions in D2.1 CM compared with D2A1 CM (Figure 5D); however, CD4^+^ T cells displayed more significantly enhanced proliferation in D2.1 CM in comparison with D2A1 CM (Figure 5E). Further experiments revealed a significant increase in Tregs within the CD4^+^ population (Figure 5F), ultimately resulting in a decreased CD8^+^ cell/Treg ratio in D2.1 CM compared with D2A1 (Figure 5G). Thus, these data suggest that the disparity between D2A1- and D2.1-induced T cell responses in vivo are likely more attributable to dormant tumor cell promotion of CD4^+^ Treg proliferation and/or differentiation via soluble factors.

### Tregs protect D2.1 tumors.

Because CD8^+^ T cell functionality was ostensibly restricted in D2.1 tumors with an associated increase in Tregs, we estimated that Tregs were a more central determinant of immunosuppression in the dormant tumors. Given the ability of anti-CTLA4 IgG2A/B antibodies to deplete intratumoral Tregs (36, 37), we first treated mice bearing D2.1 tumors biweekly with anti-CTLA4 (clone 9D9, 200 μg/mouse) or isotype controls upon the tumors reaching approximately 150 mm^3^. This treatment significantly reduced tumor growth (Figure 5H and Supplemental Figure 6A), with a modest reduction in intratumoral Tregs (although total T cell levels were unchanged) (Supplemental Figure 6B). While these results suggested the importance of Tregs in dormant tumors, anti-CTLA4 antibodies can alter costimulation; thus, we wanted to validate these findings in a more specific Treg model. We therefore implanted D2.1 cells into FoxP3-DTR mice, in which Tregs can be ablated through diphtheria toxin (DT) administration (Supplemental Figure 6C). Tumor-bearing animals were treated with DT every 4 days beginning at an early time point (day 35) or late time point (day 70), with a total of 5 doses each (Figure 5I). Notably, both early and late DT treatment resulted in significant reduction in tumor growth (Figure 5J and Supplemental Figure 6, D and E). Late-DT-treated and control tumors were analyzed upon euthanasia, which showed an increase in infiltrated T cells (Supplemental Figure 6F), including an increase in activated CD39^+^PD-1^+^CD8^+^ T cells. Altogether, these data indicate that despite high CD8^+^ T cell infiltration, the concomitant presence of Tregs in D2.1 tumors restricts antitumor immunity and enables tumor persistence.

### DKK3 is crucial for D2.1 tumor persistence.

Knowing that tumor-derived secreted factors were sufficient to regulate the T cell landscape we further investigated potential soluble mediators of this effect. The hybrid E/M and mammary progenitor-like signature of D2.1 tumors was typified by high expression of DKK3, a Wnt signaling modulator that is preferentially expressed by CD44^+^CD24^–^ epithelial stem/progenitor cells within the human mammary gland and is generally enriched across stem cell or “immune privileged” niches, making it an attractive candidate (Figure 6A) (38, 39). 

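Dkk3 (ENSMUSG00000030772, chromosome 7 of GRCm38, 112116017 to 112159057) had 4034 to 5438 counts per D2.1 tumor of BALB/c mice, 262 ± 21.1 CPM (SD, n = 4), and 8.53 ± 2.34 CPM (n = 4) in D2A1 tumors. The difference on the log2 scale, 4.95 (standard error 0.22, adjusted p = 4.9e-07, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) stayed between 4.80 and 5.11 with each tumor left out. All D2.1 tumors lay above all D2A1 tumors (2-sided exact permutation test, p = 0.029). In SCID-beige mice, Dkk3 was at 151 ± 81.8 CPM in D2.1 tumors and 7.54 ± 3.17 CPM in D2A1 tumors (n = 5 each), a log2 fold change of 4.32 (standard error 0.44, adjusted p = 6.8e-06, same test). Cultured D2.1 cells had 25 to 75 counts, 2.57 ± 1.07 CPM (n = 3), and cultured D2A1 cells had none, so the level was at least 15.3-fold higher in D2.1 cells (adjusted p = 5.9e-04, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). In FPKM, D2.1 tumors of BALB/c mice were at 77.2 ± 7.60 and cultured D2.1 cells at 0.720 ± 0.272. From this expression in D2.1 tumors and the known distribution of DKK3 in progenitor and immune privileged niches, the paper reasons that DKK3 is a candidate mediator secreted by the tumor.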

Interestingly, DKK3 expression was even greater in D2.1 tumors in immunocompetent animals but not D2A1 (Figure 6, B and C). 

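Between BALB/c and SCID-beige mice, Dkk3 had a log2 fold change of 0.83 in D2.1 tumors (standard error 0.35, adjusted p = 0.42, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment; 2-sided exact permutation p = 0.063). The adjustment covered all genes tested, whereas the paper compared Dkk3 alone, by counts and by quantitative PCR of the same tumors. With one tumor left out, the log2 fold change ranged from 0.62 to 1.07. D2.1 tumors of SCID-beige mice spanned 985 to 3905 counts. In D2A1 tumors, the log2 fold change between hosts was 0.18 (standard error 0.32, adjusted p = 0.94, same test; exact permutation p = 0.55). It was -0.0011 without replicate 2 of the SCID-beige tumors. The interaction of line and host, which compares both differences, was 0.62 (standard error 0.50, adjusted p = 0.81, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). An exact permutation test of that interaction over 15876 arrangements of the host labels gave p = 0.26.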

Elevated DKK3 expression in D2.1 cells compared with D2A1 or D2.OR cells was confirmed via quantitative PCR (Supplemental Figure 7A) and its function was assessed after stable shRNA knockdown in D2.1 cells (Supplemental Figure 7, B and C). Upon MFP implantation, shDKK3 D2.1 tumors displayed significantly reduced growth in vivo compared with shScramble controls, with the majority being completely rejected (5/8 mice; Figure 6D and Supplemental Figure 7D). Subsequent analysis of tumor cells after expansion ex vivo confirmed that nonrejected shDKK3 tumors regained DKK3 expression — likely explaining the persistence of these tumors (Supplemental Figure 7E). To validate these results, 2 independent CRISPR DKK3-knockout (DKK3-KO) D2.1 clones were generated (Supplemental Figure 7, F and G). When implanted into immunocompetent animals DKK3-KO cells were completely rejected (Figure 6E), whereas in SCID-beige animals DKK3-KO cells yielded tumors equivalent to control cells (Figure 6F). Thus, DKK3 expression indeed appears to be a necessary component for immune escape and long-term survival during the dormant phase.

### Tumor-derived DKK3 regulates Tregs to inhibit CD8^+^ T cell function.

The mechanistic underpinnings of DKK3-mediated immune evasion were further validated ex vivo by stimulating isolated CD8^+^ Jedi T cells mixed with antigen-presenting cells (APCs) in D2.1 shScramble or shDKK3 CM. Unexpectedly, no difference in CD8^+^ T cell proliferation was detected between D2.1 shDKK3 CM and control (Figure 6G). However, additional experiments using a mix of CD8^+^ Jedi cells, CD4^+^ cells, and APCs revealed significantly increased total T cells in shDKK3 CM compared with shScramble (Figure 6H), with increased CD8^+^ T cell proliferation, suggesting an indirect effect of DKK3 on CD8^+^ T cells. Consistent with this observation, the CD4^+^ T cell fraction was significantly reduced in DKK3-silenced D2.1 CM (Figure 6I), with a decrease in FoxP3^+^CD4^+^ Tregs (Figure 6J), yielding an increased CD8^+^ cell/Treg ratio (Figure 6K). Similar results were also observed when using CM from DKK3-KO cells (Supplemental Figure 8, A–C). As a proxy for immune activation, we also assessed the level of IFN-γ in media by ELISA and found that DKK3 knockdown resulted in increased IFN-γ compared with control D2.1 CM and was comparable to culturing in D2A1 CM (Figure 6L). Altogether, these experiments support the previous data and implicate CD4^+^ T cells, particularly Tregs, as a target of D2.1 regulation via secretion of DKK3, with secondary effects on CD8^+^ cells.

### DKK3 is associated with poor survival and immune evasion in human BC.

Given the experimental evidence of DKK3-modulated immune function, DKK3 was assessed in BC data sets obtained from clinical samples to determine the relevance of this pathway in humans. In BC, we found that high *Dkk3* expression was significantly correlated with poor survival in Basal and Luminal B tumors in both the Kaplan-Meier Plotter and TCGA data sets (Figure 7, A and B). Interestingly, *Dkk3* was inversely correlated with genes indicative of an antitumor immune response (e.g., *Cd4*, *Cd8a*, *Gzma*, *Gzmb*, and *Ifng*) in Basal BC across data sets, a pattern not observed with family member *Dkk1* or *Dkk2* (Figure 7C and Supplemental Table 2). Furthermore, *Dkk3* was positively correlated with the ectonucleotidases *Nt5e* (CD73) and *Entpd1* (CD39), which are highly expressed by Tregs and critically mediate peripheral tolerance (40), and negatively correlated with the proliferation marker *Mki67* (Figure 7C). Expression of *Dkk3* was also higher in primary tumors of BC patients who presented with metastasis, even in ER^+^ tumors that have higher *Dkk3* at baseline (Figure 7D and Supplemental Figure 9A). Single-cell RNA-seq analysis of human BCs revealed that *Dkk3* is expressed by multiple cells within the breast microenvironment, including both normal and cancer epithelial cells such as TNBC cells (Supplemental Figure 9, B and C). Thus, in human BC both the stroma and tumor cells themselves likely contribute DKK3 to the microenvironment (41).

### DKK3 promotes immune evasion in rapidly progressing models of BC.

To directly assess the role of DKK3 in suppressing antitumor immunity, we utilized lentiviral vectors to stably overexpress DKK3 in D2.OR cells, which we found to be highly sensitive to adaptive immune responses (Supplemental Figure 10A and Figure 1G). While DKK3 expression yielded no significant difference in cellular proliferation in vitro, it did elicit a CD44/CD104 profile similar to D2.1 cells or residual D2.OR tumors (Supplemental Figure 10, B and C). Upon MFP implantation in immunocompetent hosts, DKK3 expression provided a robust engraftment and survival advantage compared with control empty vector D2.OR tumors, which were rejected after stable integration of the puromycin xenoantigen (Supplemental Figure 10D). Prior reports suggest that DKK3 enables MHC-I–mismatched transplantation of embryoid bodies (42); therefore, to test the possibility that DKK3 protected against foreign antigen–specific immunity, a vector containing eGFP in addition to DKK3 was lentivirally transduced into D2.OR cells, which were subsequently transplanted into the MFP of BALB/c mice. As with puromycin-expressing D2.OR cells, we found that D2.OR cells expressing eGFP alone were completely rejected, while parental D2.OR cells formed tumors (Figure 7E). However, D2.OR cells expressing both eGFP and DKK3 successfully engrafted, although at a diminished rate compared with parental cells (Figure 7E). Moreover, examination of infiltrating T cells revealed an increase in Tregs compared with parental tumors (Figure 7F) and a systemic decrease in effector CD8^+^ cells in the spleen (Figure 7G). Together, these data suggest that DKK3 enables antigen-specific protection in otherwise immune-sensitive tumors and supports a role for DKK3 in Treg generation.

Congruent results were observed when expressing DKK3 in highly proliferative D2A1 cells (Supplemental Figure 10F). We found that DKK3-expressing D2A1 cells grew equivalently whether implanted into the MFP of BALB/c or SCID-beige mice, whereas control tumors were substantially delayed in BALB/c animals (Supplemental Figure 10G), and ELISA of serum at time of euthanasia confirmed that DKK3 expression was maintained (Supplemental Figure 10H). By the end of the experiment, effector CD8^+^ T cells were significantly reduced in the tumor (Supplemental Figure 10I) and large changes in splenic T cells were detected (Supplemental Figure 10J), with T cells that were shifted toward a naive (CD44^–^CD62L^+^) phenotype. Fewer anti-eGFP antibodies were also present in the serum of mice bearing DKK3-expressing D2A1 tumors when accounting for tumor volume (Supplemental Figure 10K). In sum, these in vivo data reveal that DKK3 can restrict adaptive antitumor immunity during multiple stages of tumor progression.

## Discussion

Tumor dormancy and reemergence depend on both tumor-intrinsic and -extrinsic mechanisms that are slowly being uncovered. Our study does not address how tumors enter and exit dormancy (although others have recently shed light on dormancy in D2 cells, ref. 7); however, we describe an avenue by which intrinsically dormant and tumor populations evade adaptive immunity to eventually form progressive disease. This is achieved via early initiation of a CD4^+^/Treg–skewed T cell response, and we provide evidence that the tumor-derived Wnt modulator DKK3 is critical to this process. We also demonstrate that DKK3 is essential for tumor survival during the latent phase and generally protects tumors from antigen-specific CD8^+^ T cell immunity. Finally, our analysis suggests that DKK3 is a relevant target in BC, particularly in TNBC and Luminal B tumors.

An important determinant of recurrence is the duration that CD8^+^ T cells maintain in their cytotoxic dominance against proliferative tumor cells (43, 44). Evidence suggests that CD39^+^PD-1^+^CD8^+^ T cells represent a locally induced, tumor-reactive population that can also prevent metastatic outgrowth in BC and others (10, 45). However, our studies revealed that dormant tumor cells prevent generation of this CD8^+^ T cell population compared with more proliferative tumors. Critically, we demonstrate that activated tumor antigen-specific CD8^+^ T cells were unable to eliminate these latent tumors, but that targeting Tregs specifically allowed the generation of more effective antitumor responses, suggesting a primacy of Tregs in protecting dormant cancer cells. The degree to which dormant tumors are targetable by CD8^+^ T cells in general also remains elusive. It is commonly understood that MHC-I downregulation in dormant/disseminated tumor cells can promote immune escape (17, 46, 47), although our data suggest the importance of microenvironmental avenues of immune evasion as opposed to being “invisible” to adaptive immunity. A growing body of literature indicates that MHC-I/antigen presentation is highly dynamic (43, 48), supportive of other studies that have found no differences in antigen presentation pathway genes or MHC-I expression in dormant BC cells (20). Collectively, these studies suggest that, although they are in fact detectable by CD8^+^ T cells, many dormant BC tumor cells rely on other means to escape elimination.

While Tregs are generally important for tumor immune evasion (49), a definitive role in protecting dormant tumor cells remains elusive (50). Clinical studies suggest that Tregs are specifically associated with late relapse (>5 years) and poor metastatic survival in BC (51, 52). We found direct evidence that tumor-derived DKK3 was able to induce Treg differentiation in vitro, which ultimately resulted in decreased CD8^+^ T cell function. While others have reported direct effects of DKK3 on CD8^+^ cells (42, 53, 54), we found the effect was most prominent on CD4^+^ T cells/Tregs. Recently, DKK3 was described to regulate downstream Wnt/β-catenin genes *Tcf7,* which encodes T cell factor-1 (TCF-1), and *Lef1* (encoding lymphoid enhancer binding factor 1), in CD4^+^ cells to coordinate IFN-γ secretion by a yet to be determined receptor (55). Canonical Wnt signaling also inhibits Treg activity (56); therefore, suppression of Wnt by tumor-derived DKK3 may mediate CD4^+^ cell differentiation toward Tregs. Additionally, other studies support a role for DKK3 in concert with other factors in the extracellular milieu, such as TGF-β (57–60). 

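In cultured cells, Tgfb1 (ENSMUSG00000002603, chromosome 7 of GRCm38, 25687002 to 25705077) was at 138 ± 1.74 CPM (SD, n = 3) in D2.1 and 68.1 ± 1.12 CPM (n = 3) in D2A1. The log2 fold change was 1.02 (standard error 0.10, adjusted p = 7.9e-05, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between 1.01 and 1.03 with each library left out. The lines did not overlap (2-sided exact permutation test, p = 0.10, the smallest that 3 against 3 allow).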

The TGF-β pathway is especially relevant for Treg function (61), and because D2.1 cells also expressed more *Tgfb1* we speculate that this may be an important connection to delineate the contextual function of DKK3 on T cells in addition to Wnt.

Currently, the role of DKK3 in cancer is poorly understood, with both inhibitory and beneficial functions being reported in tumors (41, 62–68). In our hands, DKK3 did not directly affect tumor cell proliferation, but instead showed tumor-promoting effects when in contact with the immune system. This is consistent with recent studies in pancreatic tumors that demonstrated increased T cell accumulation in DKK3-KO mice and others showing greater tumor rejection with enhanced CD8^+^ T cell infiltration into tumors when mesenchymal stem cells were DKK3 deficient (54, 69). More generally, DKK3 was identified as necessary for generating antigen-specific, tolerant CD8^+^ T cells in vivo and could suppress T cell proliferation in vitro (53). In an autoimmune context, DKK3 produced locally by stromal cells in the skin was found to reduce self-antigen–induced experimental autoimmune encephalomyelitis symptoms in a CD4^+^ T cell–dependent fashion (42, 70). As such, our results further elucidate an ability of DKK3 to restrain adaptive immunity in normal and pathological conditions through the induction of Tregs, although the exact molecular drivers of this process will need further clarification.

Along with other secreted factors, other cell types in specific niches may play a critical role in DKK3 expression and function. Our results were obtained in an orthotopic site (i.e., the MFP) with tumor-derived cytokines. As mentioned previously, within the human mammary gland *Dkk3* is one of the most upregulated genes in CD44^+^CD24^–^ (stem) versus CD44^–^CD24^+^ (differentiated) cells (38), which mimics the phenotype of D2.1 versus D2A1/D2.OR cells. However, other cells within the local tumor microenvironment and certain disseminated niches may also be important contributors of DKK3. Interestingly, DKK3 is commonly expressed by stromal cells in “immune privileged” and stem cell niches in the brain, eye, pancreas, liver, and bone marrow (39, 71–76). The trophectoderm, which induces immune tolerance at the maternal-fetal interface, in part by recruiting and/or inducing Tregs, is also enriched for DKK3 expression (77–79). Thus, DKK3 may be a component of larger mechanisms that maintain stem cell niches and prevent aberrant immune activation against these critical populations, which we speculate is driven by the plastic E/M phenotype (12), and the fact that DKK3 can prevent MHC-I–mismatched embryonic body rejection (42) supports this notion. Currently, immune checkpoint blockade (ICB) remains largely unsuccessful in hormone receptor–positive BCs (which are most likely to go dormant) due to low T cell infiltration and an immunosuppressive stroma (80). Although pancreatic cancer is similarly resistant to ICB, combined anti-CTLA4 and anti-DKK3 antibodies showed synergistic antitumor responses in a pancreatic cancer model (54). Although ICB has been approved for certain TNBCs, great interest also remains in combinatorial therapies that target alternative pathways to boost ICB response (81). Therefore, targeting DKK3 alongside other immunotherapeutic strategies may help break alternative suppressive barriers to eliminate dormant, residual tumor cells and more aggressive cells alike.

## Methods

### Mice

SCID-beige (C.B-*Igh*-1b/GbmsTac-*Prkdc^scid^*-*Lyst^bg^* N7; model CBSCBG) and BALB/c (BALB/cAnNTac; model BALB) were purchased from Taconic Biosciences. Jedi mice (*Ptprc^a^ Tcrb^Ln1Bdb^ Tcra^Ln1Bdb^ H2d*/J; strain 028062) were purchased from The Jackson Laboratory and subsequently crossed with *Rag1^–/–^* (B6.129S7-*Rag1^tm1Mom^*/J; strain 002216) from The Jackson Laboratory. FoxP3-DTR mice (B6.129(Cg)-*Foxp3^tm3(DTR/GFP)Ayr^*/J; strain 016958) were purchased from The Jackson Laboratory and female FoxP3-DTR mice were crossed with male BALB/c to generate F_1_ animals for implantation. Genotyping and genetic monitoring for all strains were routinely performed by Transnetyx. Female mice between 8 and 12 weeks of age were used for tumor studies.

### Cell lines

D2A1, D2.OR, and D2.1 cells were provided by Ann Chambers (London Health Sciences Centre, London, Ontario, Canada). Cell lines were confirmed mycoplasma negative via MycoStrip (InvivoGen) and were maintained in low-glucose DMEM (Gibco) containing 10% FBS and penicillin (10 U/mL)/streptomycin (10 μg/mL) at 37°C and 5% CO_2_. For a summary of D2 cell phenotypes see Supplemental Table 3.

### Plasmids

The LeGO-G lentiviral plasmid (Addgene, 27347) was used to generate eGFP^+^ D2A1, D2.OR, and D2.1 cells. shRNA lentiviral vectors (pLKO.1) targeting *Dkk3* were obtained from Sigma-Aldrich (TRCN0000071752; target sequence TCTGTGACAACCAGAGGGATT). Gene targeting of *Dkk3* by CRISPR/Cas9 was accomplished via pLentiCRISPRv2 (Addgene, 52961) and sgRNA sequences for *Dkk3* were obtained from the GeCKO v2 CRISPR library provided by Feng Zhang (Addgene, 1000000052) (82). Inducible *Dkk3* vectors were modified from previously published vectors (83). Cloning details are available upon request.

### Lentiviral production and infection

All lentiviral vectors were produced in 293T cells using second-generation packaging plasmids and previously described techniques and viral stocks were concentrated by ultracentrifugation. Viral stocks were added to medium containing 8 μg/mL polybrene and cells were incubated for 48 hours before subculturing. Transduced cells were selected via puromycin (shRNA knockdown, CRISPR knockout) or sorting for eGFP^+^ cells. Single-cell clones were generated by limited dilution in 96-well plates and subsequent culture of wells containing a single colony.

### Orthotopic implantation

Tumor cells in sterile PBS were implanted into the fourth inguinal MFPs under general anesthesia. Tumors were monitored by caliper and volume was calculated using the formula, volume = (length × width^2^) ÷ 2.

### Antibody/DT treatment

Antibodies against CTLA4 (BioXCell, clone 9D9) were administered intraperitoneally (i.p.) biweekly at 200 μg/mouse. DT (Cayman Chemical) was given i.p. at 25 ng/g every 4 days, with a total of 5 doses.

### T cell activation and adoptive transfer

Six-well plates were precoated overnight with 0.5 μg/mL anti-CD3ε (BioXCell, clone 145-2C11) and 5 μg/mL anti-CD28 (BioXCell, clone 37.51) in PBS (5 mL/well) at 4°C. Jedi spleens were crushed through a 70-μm filter, red blood cells were lysed with ACK buffer, and cells were plated at 5 × 10^6^ cells/mL and 5 mL/well in RPMI 1640 medium containing 10% FBS, L-glutamine (2 mM), penicillin (10 U/mL)/streptomycin (10 μg/mL), 2-mercaptoethanol (50 μM), and 1× Insulin-Transferrin-Selenium (ITS -G; Gibco) and cultured overnight at 37°C and 5% CO_2_. The following day, recombinant mouse IL-2 (30 U/mL; BioLegend) and IL-7 (0.5 ng/mL; BioLegend) were added to the culture medium and cells were incubated at 37°C for 24 hours. Cells were subsequently subcultured at 1 × 10^6^ cells/mL in fresh medium containing IL-2 and IL-7 and incubated an additional 24 hours. Expanded T cells were washed twice, resuspended in sterile PBS at 1 × 10^6^ cells/50 μL, and injected i.v. into mice under general anesthesia (1 × 10^6^ cells/mouse).

### Killing assays

D2A1 or D2.1 target cells expressing eGFP-Luc were plated at 2,000 cells/well in a 96-well plate and allowed to attach overnight at 37°C. The following day, serial dilutions of effector Jedi T cells (activated as for adoptive transfer) were added to each well in quadruplicate and plates were incubated overnight at 37°C. Cells were lysed with a Triton X-100–containing buffer and luciferase activity was measured using a Veritas microplate luminometer (Turner Biosystems). The fraction of remaining cells in each well was normalized to the average signal of control wells that did not receive Jedi cells.

### CM harvest

Tumor cells were seeded in complete medium at 5 × 10^3^ cells/mm^2^ in a 10-cm dish and allowed to attach before changing medium to low-glucose DMEM containing 1% FBS. Cells were cultured for 48 hours, at which point CM was collected, centrifuged to remove debris, passed through a 0.45-μm filter, and stored at 4°C until use.

### T cell activation/proliferation assays

#### CD4^+^/CD8^+^ T cell isolation.

Splenocytes were resuspended in EasySep buffer (STEMCELL Technologies) at 1 × 10^6^ cells/mL and CD4^+^ cells were isolated with an EasySep Mouse CD4^+^ T Cell Isolation Kit (STEMCELL Technologies) or CD8^+^ cells were isolated using the EasySep Mouse CD8^+^ T Cell Isolation Kit (STEMCELL Technologies) according to the manufacturer’s protocol.

#### CellTrace staining.

Single cells (whole splenocytes or CD8^+^ cells only) were resuspended in PBS at 1 × 10^6^ cells/mL. Cells were stained with 1 μL/mL (after reconstitution in 20 μL DMSO) CellTrace Far Red (Invitrogen) for 20 minutes at 37°C with gentle mixing every 5 minutes. The cell suspension was diluted 5-fold with complete medium and incubated at room temperature for 5 minutes and washed once with medium.

#### CM culture.

For experiments with whole splenocytes, CellTrace-stained Jedi splenocytes were plated in a 1:1 mixture of D2 CM/fresh medium containing anti-CD28 antibodies (2 μg/mL), eGFP_200–208_ peptide (1 μg/mL), and 2-mercaptoethanol (50 μM) at 7.2 × 10^5^ cells/well in a 24-well plate. Cells were cultured at 37°C for 72 hours and floating/weakly attached cells were stained for Live/Dead, CD45, CD4, CD8β, and FoxP3. For experiments with CD8^+^ cells alone, 4.1 × 10^5^ CellTrace-stained Jedi *Rag1^–/–^* CD8^+^ cells/well and 4.1 × 10^5^ splenocytes from SCID-beige mice (serving as APCs expressing H-2K^d^) were plated with eGFP peptides as before. For experiments with CD8^+^ cells, CD4^+^ cells, and APCs, 2.4 × 10^5^ CD4^+^ cells (from BALB/c), 2.4 × 10^5^ CellTrace-stained Jedi *Rag1^–/–^* CD8^+^ cells, and 2.4 × 10^5^ SCID-beige splenocytes were plated per well with eGFP peptides as before.

### IHC/IF

Formalin-fixed, paraffin-embedded tissue sections were deparaffinized with xylene and rehydrated through graded concentrations of ethanol and distilled water. Epitope retrieval was performed in a Retriever 2100 (Aptum Biologics) with R-Buffer A (Electron Microscopy Sciences).

#### IHC.

Endogenous peroxidases/phosphatases were quenched with BLOXALL blocking solution (Vector) and tissues were blocked with Animal-Free Blocker R.T.U. (Vector). Sections were probed with primary antibodies (for a complete list see Supplemental Table 4) overnight at 4°C, washed with PBS, and incubated with the appropriate ImmPRESS polymer detection reagent (Vector) for 30 minutes at room temperature. Visualization was performed by incubation with 3,3′-diaminobenzidine (DAB) (Vector), ImmPACT Vector Red (Vector), or a Green HRP staining kit (Novus), For triple IHC, a second round of retrieval was performed with R-Buffer A after developing the first round of HRP and AP stains. Tissues were counterstained with Gill No.3 Hematoxylin (Sigma-Aldrich), coverslipped, and imaged on an Olympus IX73 inverted microscope with a 40× objective. Infiltrated T cells were enumerated on 5 random fields of view per sample using ImageJ software (NIH).

#### IF.

Tissues were blocked with Animal-Free Blocker R.T.U. and incubated in primary antibodies overnight at 4°C. Tissues were washed with PBS, and secondary staining was performed for 1 hour in the dark at room temperature with the appropriate fluorophore-conjugated antibody. Tissues were counterstained with DAPI and coverslipped with VECTASHIELD Vibrance (Vector) mounting media. Whole-slide images were acquired using a Zeiss LSM 880 confocal microscope. Ki67 staining analysis was performed using CellProfiler software (https://cellprofiler.org/). Single nuclei were segmented using the DAPI channel and the eGFP channel was used to create a binary mask to delineate between tumor and stroma. The number of Ki67^+^ nuclei within the eGFP mask was quantified and is represented as a percentage of the total nuclei within the eGFP mask.

### Tumor cell proliferation assays

Cells were plated at 4 × 10^3^ cells/well in a 96-well plate and cultured at 37°C. Cells were incubated in medium containing 0.5 mg/mL 3-[4,5-dimethylthiazol-2-yl]-2,5-diphenyltetrazolium bromide (MTT) for 4 hours at 37°C, gently washed, and crystalline formazan was dissolved in DMSO. Plates were read at 550 nm with a Bio-Rad 680 microplate reader.

### Quantitative real-time PCR

RNA was isolated using Qiagen RNeasy kits and reverse transcribed using an iScript cDNA Synthesis Kit (Bio-Rad) before performing quantitative PCR using Sso Advanced Universal SYBR Green Supermix (Bio-Rad). Values were determined using the ΔΔCT method with actin as internal control. Primer pairs can be found in the supplemental material.

### Flow cytometry

Tumors were digested in serum-free medium using collagenase (1 mg/mL), DNase (20 U/mL), and hyaluronidase (100 μg/mL) for 90 minutes at 37°C. Spleens were mechanically dissociated as before. Samples were washed with serum-containing medium, red blood cells were lysed with ACK buffer, and passed through a 40-μm cell strainer to generate single-cell suspensions. For each condition, 2 × 10^6^ cells were stained at 4°C with Fc Block (CD16/32 clone 93; BioLegend), Live/Dead Fixable Dye (Invitrogen), and a combination of directly conjugated antibodies (for a complete list see Supplemental Table 4). Cells were fixed in 1% paraformaldehyde and analyzed on a BD LSR or Cytek Northern Lights flow cytometer. Compensation was performed using single-color-stained splenocytes or BD CompBeads in FlowJo software (v10), which was also used for downstream analysis. After live gating, T cells were identified as CD45^+^CD11b^–^CD4^+^/CD8^+^, CD4^+^ cells were identified as CD45^+^CD11b^–^CD4^+^ and divided into Tregs (CD45^+^CD11b^–^CD4^+^CD8^–^FoxP3^+^) or T helper (CD45^+^CD11b^–^CD4^+^CD8^–^FoxP3^–^), and CD8^+^ cells were identified as CD45^+^CD11b^–^CD8^+^ (Supplemental Figure 5A).

### Quantitative ELISA

Mouse IFN-γ in T cell cultures was detected using the ELISA MAX Set from BioLegend according to the manufacturer’s protocol. Anti-mouse DKK3 ELISA kits were purchased from RayBiotech and serum DKK3 was detected according to the standard protocol.

### RNA-seq

Individual tumors were snap frozen and stored in RNAlater-ICE (Invitrogen) until RNA extraction. Total RNA was extracted using PureLink RNA mini Kits (Invitrogen) and DNA was removed via DNA-free DNA Removal kit (Invitrogen). RNA quality and concentration were determined using an Agilent 2100 Bioanalyzer. Whole transcriptome sequencing of cell lines and tumors was performed by Novogene on an Illumina NovaSeq 6000. Read alignment, quality control, differential expression analysis, and pathway analysis was performed by Novogene using the standard pipeline or GENAVi (84). CIBERSORT analysis was performed by TIMER2.0 using the immune estimation function (http://timer.cistrome.org/). Gene set enrichment analysis (GSEA; v4.2.3) was performed on DESeq2-normalized counts using the gene_set permutation type with Mammary stem/progenitor signatures (28) accessed via the MsigDB and previously published late recurrence or late distant metastasis signatures (30).

### Clinical analysis

Survival and expression correlation analysis of select genes was performed using the Kaplan-Meier Plotter tool (breast cancer, mRNA gene chip; https://kmplot.com/). Expression levels of *Dkk3* (Affymetrix ID 214247_s_at) were split by upper and lower quartiles to compare relapse-free survival (RFS) by PAM50 subtype. Overall survival (OS) data, PAM50 classification, and RNA-seq log_2_-normalized counts for the TCGA-BRCA data set were accessed via the UCSC Xena Browser (https://xenabrowser.net/) and stratified based on upper and lower *Dkk3* quartiles for survival. METABRIC and the Metastatic Breast Cancer Project (MBCProject) mRNA expression data and clinical characteristics were accessed via cBioPortal (https://www.cbioportal.org/).

### Statistics

No statistical methods were used to predetermine animal numbers and when appropriate animals were randomly assigned to treatment groups using the RANDBETWEEN function in Microsoft Excel. Data were visualized and analyzed using GraphPad Prism v9, with each point representing a single mouse for in vivo experiments or technical replicates for in vitro experiments. In vitro experiments were performed at least twice with similar results and in vivo experiments were repeated with similar results or validated with complementary experiments. Details of statistical analyses can be found in the figure legends and *P* values are displayed within the figures. *P* values of 0.05 or less were considered significant.

### Study approval

All animal studies were performed in accordance with Duke IACUC approval (protocol A043-23-02) and supervised/housed by the Division of Laboratory Animal Resources (DLAR).

### Data availability

The tumor and cell line bulk RNA-seq data have been submitted to the NCBI Gene Expression Omnibus (GEO) database (GSE240021). Individual data values for the main figures and supplement can be found in the Supporting Data Values file.

## Author contributions

TNT, HKL, and ZCH conceptualized and acquired funding for the project. TNT and ZCH designed experiments and wrote the manuscript. TNT performed experiments with assistance from CED and DS and analyzed/interpreted the data. TW provided technical support for flow cytometry and XY provided support for tissue processing and sectioning. CRA provided bioinformatics advice. ZCH generated lentiviral vectors with assistance from JW and GL.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
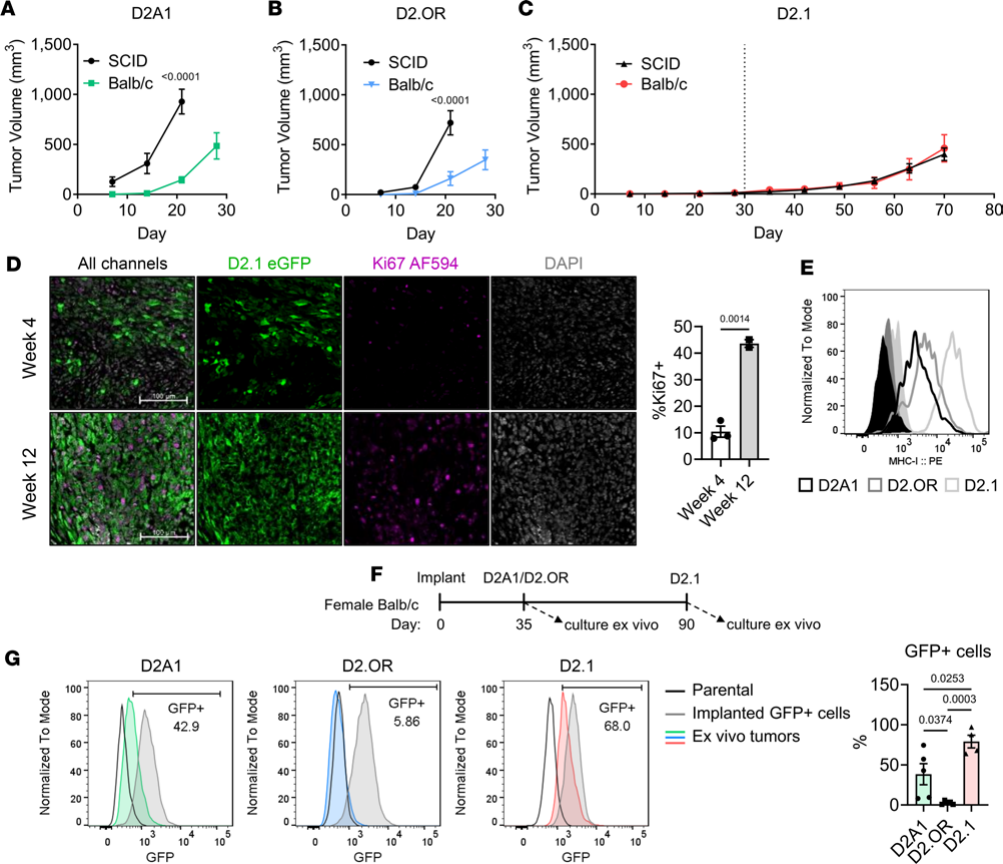
The adaptive immune system does not impact tumor dormancy or long-term persistence in mammary D2.1 tumors. (**A**) Tumor growth in the mammary fat pad (MFP) of 1 × 10^6^ parental D2A1 cells in BALB/c or SCID-beige mice (*n* = 5/group). (**B**) D2.OR tumor growth of 1 × 10^6^ parental cells in BALB/c or SCID-beige mice (*n* = 5/group). Comparisons shown are at time of first euthanasia and were performed by Šídák’s 2-way ANOVA (**A** and **B**). (**C**) Growth of parental D2.1 cells (1 × 10^6^) implanted into the MFP of BALB/c (*n* = 5) or SCID-beige (*n* = 8) mice. (**D**) Representative images (left) or quantification (right) of Ki67^+^eGFP^+^ tumor cells after MFP implantation of 1 × 10^6^ D2.1-eGFP cells in BALB/c mice and collection after 4 or 12 weeks. Tumor sections were stained for nuclei (DAPI, pseudocolor gray), eGFP (green), or Ki67 (purple). Scale bars: 100 μm. Statistical comparison was by 2-tailed *t* test. (**E**) Flow cytometric analysis of MHC-I surface expression on cultured D2A1, D2.OR, and D2.1 cells. (**F**) D2A1-eGFP, D2.OR-eGFP, or D2.1-eGFP single-cell clones (*n* = 5/group) were implanted (1 × 10^6^ cells/mouse) into the MFP of female BALB/c mice. Tumors were resected at the indicated time point, digested, and cultured ex vivo for a pure tumor cell population. (**G**) Left: Representative flow plots for eGFP expression of ex vivo D2A1, D2.OR, or D2.1 tumors compared to parental (no eGFP) cells or respective single-cell clones on the day of injection. Right: Quantification of the percentage of cultured tumor cells that maintained eGFP expression after in vivo selection. Statistical comparisons were performed by 1-way ANOVA with Tukey’s post hoc correction. Data are presented as mean ± SEM.

**Figure 2:**
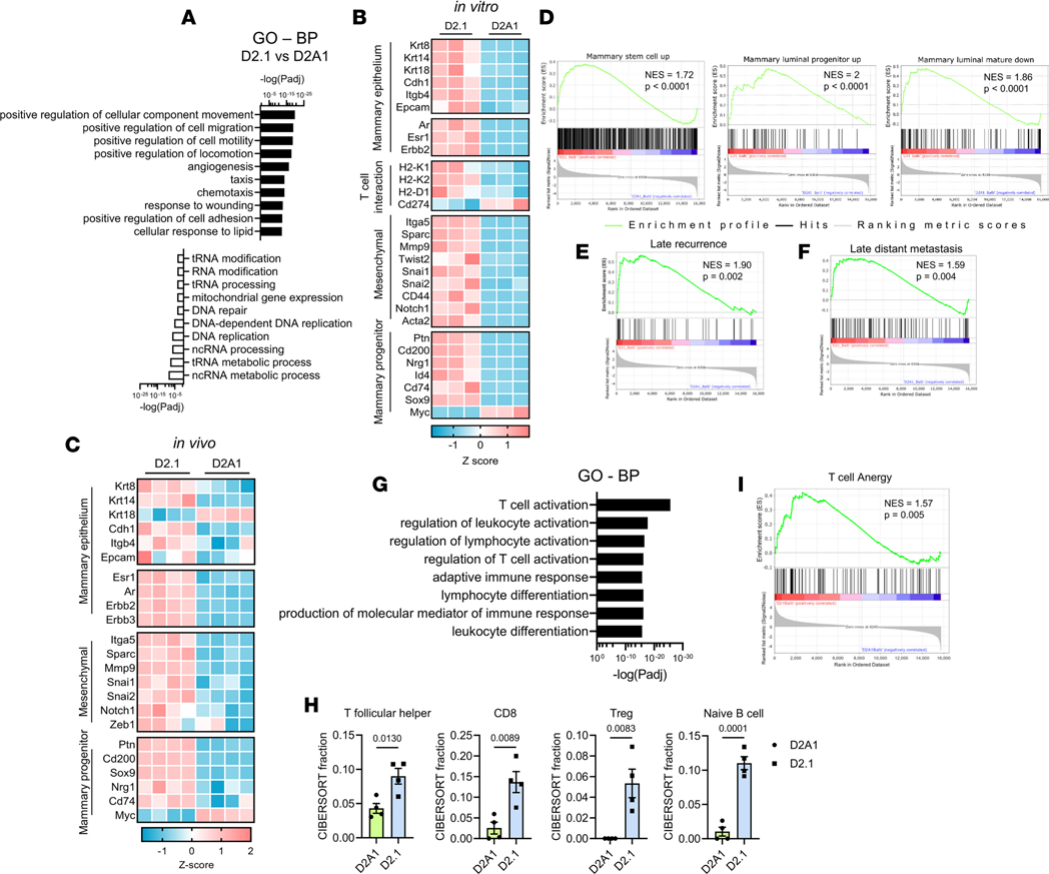
D2.1 tumor cells are enriched in mammary progenitor genes and maintain a hybrid E/M profile in vivo associated with immune dysfunction. (**A**) RNA-seq was performed on D2A1 and D2.1 cells cultured in vitro. Shown are the top 10 upregulated (black fill) and downregulated (white fill) Gene Ontology (GO) Biological Process (BP) pathways in D2.1 compared to D2A1. (**B**) Heatmap of selected significantly differentially expressed genes related to markers of mammary epithelium, antigen presentation via MHC-I, a mesenchymal phenotype, and mammary epithelial cell differentiation is shown. (**C**) D2A1 and D2.1 tumors were implanted into the mammary fad pad (1 × 10^6^/mouse) and collected at approximately 500 mm^3^ for RNA-seq (*n* = 4/group). Shown are selected differentially expressed genes as in **B**. (**D**) GSEA of upregulated gene signatures in D2.1 tumors associated with mammary stem cells, luminal progenitor cells, and luminal mature cells compared to D2A1. (**E** and **F**) GSEA of upregulated gene sets in D2.1 tumors associated with late recurrence (**E**) or late distant metastasis (**F**) in human BC. (**G**) GO BP pathway analysis of D2.1 vs. D2A1 tumors in BALB/c mice. Eight of the top 10 differentially expressed pathways were directly related to immune function. (**H**) CIBERSORT analysis of D2.1 and D2A1 BALB/c tumors. Statistical comparisons were performed by 2-tailed *t* test and data are presented as mean ± SEM. (**I**) GSEA of T cell anergy in D2.1 vs. D2A1 BALB/c tumors.

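Among the genes for antigen presentation, H2-K1 (ENSMUSG00000061232, chromosome 17 of GRCm38, 33996017 to 34000347) was at 22.4 ± 6.21 CPM (SD, n = 3) in cultured D2.1 cells and 10.9 ± 2.51 CPM (n = 3) in D2A1 cells, a log2 fold change of 1.04 (standard error 0.26, adjusted p = 0.011, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Its adjusted p rose to 0.0521 without replicate 2 of the D2.1 cells. H2-D1 (ENSMUSG00000073411, chromosome 17, 35262730 to 35267499) was at 160 ± 54.4 and 71.1 ± 28.8 CPM, a log2 fold change of 1.17 (adjusted p = 0.023, same test), with an adjusted p of 0.0884 without replicate 1 and 0.0647 without replicate 2 of the D2.1 cells. H2-K2 (ENSMUSG00000067203, chromosome 17, 33974659 to 33978827), annotated as a transcribed pseudogene, had 10 to 14 counts per D2.1 library and 0 to 1 per D2A1 library. It did not pass edgeR's filter and was at least 3.60-fold higher in D2.1 cells. These genes are close in sequence, and counting could have split reads among them. Cd274 (ENSMUSG00000016496, chromosome 19, 29367455 to 29388095) was lower in D2.1 cells, at 2.52 ± 1.00 CPM against 5.75 ± 1.30 CPM, a log2 fold change of -1.19 (standard error 0.34, adjusted p = 0.021, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Its adjusted p was 0.0608 without replicate 2 of the D2.1 cells and 0.0532 without replicate 3 of the D2A1 cells.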

**Figure 3:**
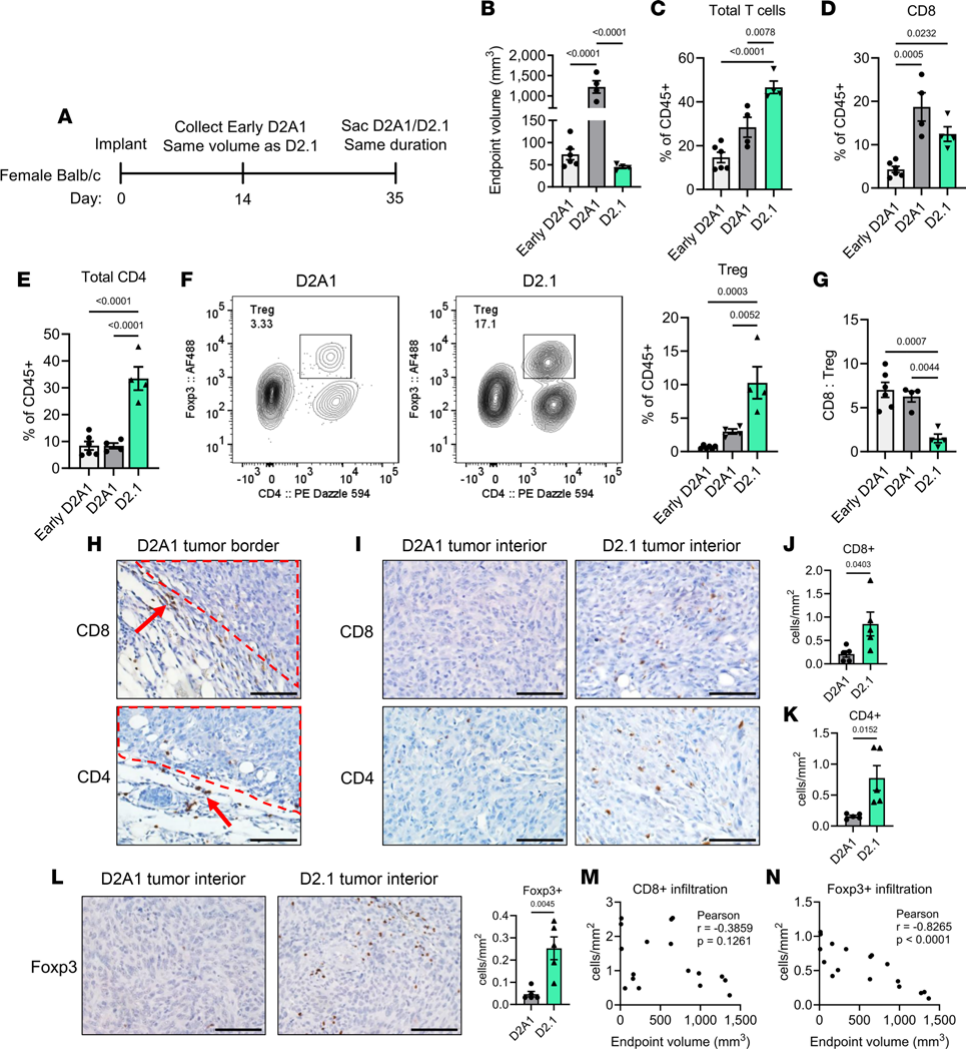
Dormant tumors are highly infiltrated by T cells but induce a Treg-rich microenvironment. (**A**) D2A1 or D2.1 cells were implanted into the mammary fat pad of BALB/c mice (1 × 10^6^/mouse). Small, volume-matched D2A1 tumors (“Early D2A1”; *n* = 6), large, duration-matched D2A1 (“D2A1”; *n* = 4) tumors, or small D2.1 (*n* = 4) tumors were collected as indicated. (**B**) Final volume of tumors in **A**. (**C**) Flow cytometric analysis of total T cells (CD45^+^CD11b^–^CD4^+^ or CD45^+^CD11b^–^CD8β^+^) among total immune cells (CD45^+^) in tumors at time of euthanasia. (**D**) Percentage of CD8^+^ cells among total CD45^+^ cells. (**E**) Percentage of CD4^+^ cells among total CD45^+^ cells. (**F**) Left: Flow plots of FoxP3^+^CD4^+^ cells in D2A1 and D2.1 tumors obtained on day 35 (shown gated on CD45^+^ cells). Right: Quantification of Tregs in tumors from **A**. (**G**) The CD8^+^ cell to Treg (FoxP3^+^CD4^+^) ratio in total T cells by flow cytometry. One-way ANOVA with Tukey’s post hoc analysis was used to compare 3 groups for **B**–**G**. (**H**) Representative IHC image of tumor border from endpoint D2A1 tumors. Dashed lines indicate stromal/tumor interface and arrows indicate positively stained CD8^+^ (top) or CD4^+^ (bottom) cells. (**I**) Representative images of sized-matched D2A1 or D2.1 tumor interiors stained for CD8 (top) or CD4 (bottom). (**J** and **K**) Quantification of CD8^+^ (**J**) or CD4^+^ (**K**) cells/mm^2^ in D2A1 and D2.1 tumor interiors (*n* = 5 each). (**L**) Representative images (left) and quantification (right) of FoxP3^+^ cells in tumors from **H**–**K**. Scale bars: 50 μm (**H**, **I**, and **L**). Density analysis was performed on 5 random fields/tumor using ImageJ software and comparisons were performed via 2-tailed *t* test (**J**–**L**). (**M** and **N**) Correlation of endpoint volume and CD8^+^ density (**M**) or FoxP3^+^ density (**N**) in D2.1 tumors of different sizes (*n* = 17). Pearson’s correlation is displayed in each plot. Data are presented as mean ± SEM.

**Figure 4:**
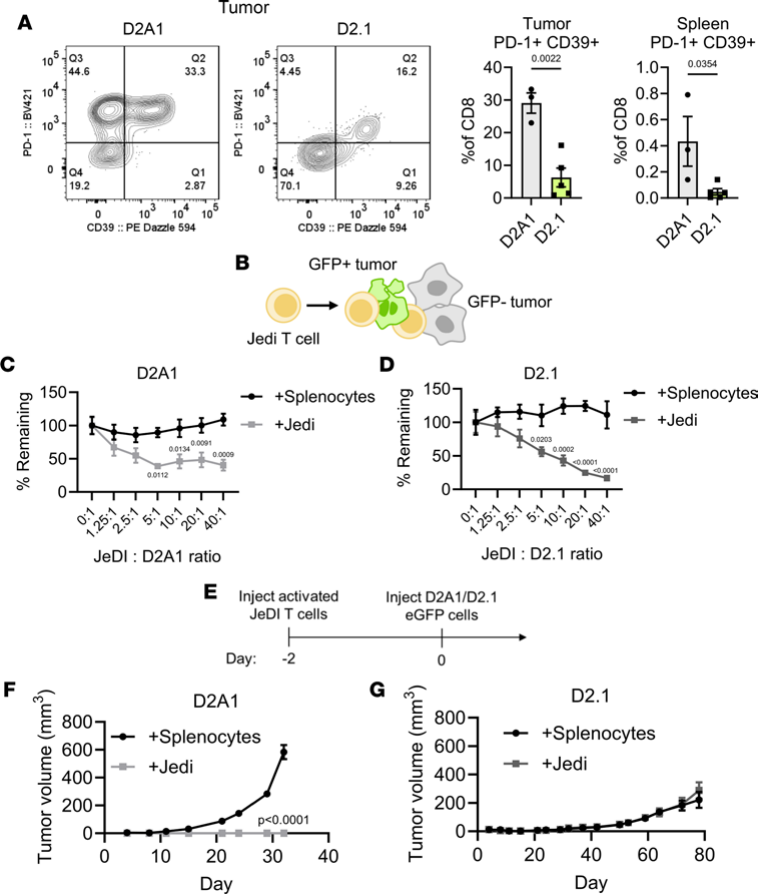
Dormant D2.1 tumors evade antigen-specific killing by activated, tumor-specific CD8^+^ cells. (**A**) Representative flow plots (left) of PD-1 and CD39 expression on CD8^+^ cells from endpoint D2A1 or D2.1 tumors and quantification (right) of PD-1^+^CD39^+^ cells among total CD8^+^ T cells in tumors or spleens of tumor-bearing BALB/c animals. Statistical comparisons were performed by 2-tailed *t* test. (**B**) Jedi T cells express a TCR specific for eGFP_200–208_ that enables antigen-specific targeting of eGFP^+^ tumor cells. (**C**) In vitro killing of D2A1 cells plated with activated Jedi T cells at the indicated ratios. (**D**) In vitro killing of D2.1 cells plated with activated Jedi T cells. Values were normalized to a 0:1 E:T ratio for each condition and were compared by Šídák’s 2-way ANOVA. (**E**) Ex vivo–expanded Jedi T cells or naive splenocytes were transferred to naive mice and 1 × 10^6^ D2A1 or D2.1 eGFP-expressing cells were implanted into the mammary fat pad after 2 days (*n* = 5/group). (**F** and **G**) Growth plots of D2A1 (**F**) or D2.1 tumors (**G**). *P* values calculated by Šídák’s 2-way ANOVA at end of experiment. Data are presented as mean ± SEM.

**Figure 5:**
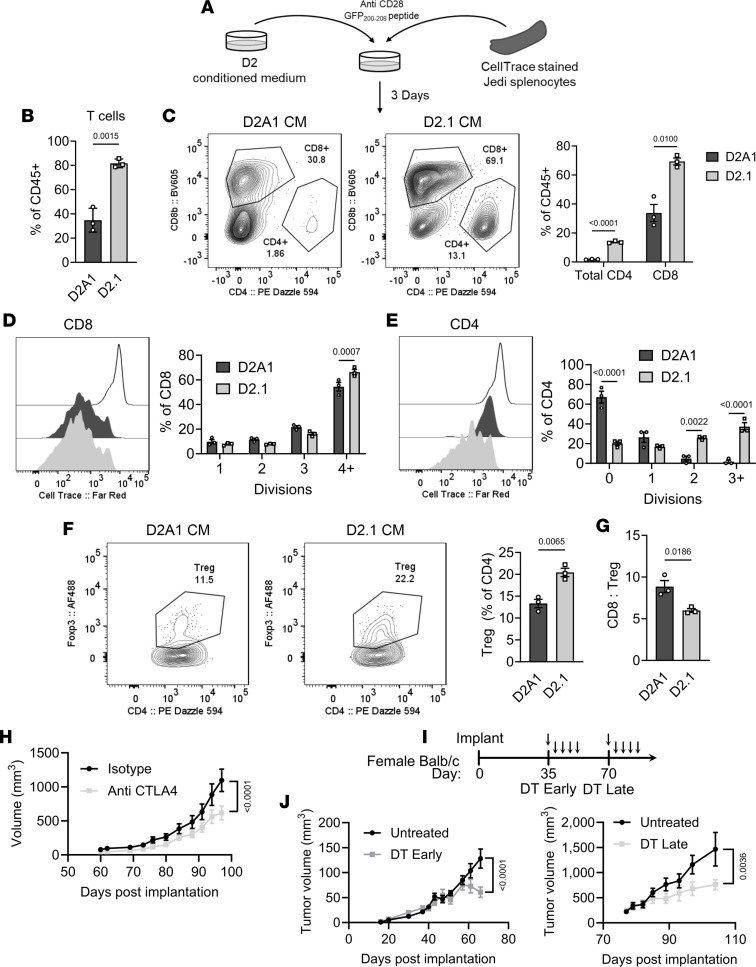
D2.1 cells directly induce CD4^+^ Tregs that can target in vivo. (**A**) Whole Jedi splenocytes were stained with CellTrace and stimulated with anti-CD28 antibodies and GFP_200–208_ peptides in conditioned medium (CM) from D2A1 cells or D2.1 cells for 3 days followed by flow cytometric analysis. (**B**) Total T cells (CD45^+^CD11b^–^CD4^+^ or CD45^+^CD11b^–^CD8β^+^) among immune cells (CD45^+^) at the end of culture. (**C**) Representative flow plots of CD4^+^ and CD8^+^ T cells among CD45^+^ cells and proportion of total CD4^+^ and CD8^+^ cells among CD45^+^ cells. (**D** and **E**) Representative flow plots (left) and quantification of divisions (right) of CellTrace-stained CD8^+^ cells (**D**) or CD4^+^ cells (**E**) in D2A1 or D2.1 CM. (**F**) Representative plots (left) and quantification (right) of FoxP3^+^ Tregs in D2A1 and D2.1 CM after 3 days in culture. (**G**) CD8^+^/Treg ratio in T cells in D2A1 or D2.1 CM. All conditions were performed in triplicate. Statistical comparisons were performed by 2-tailed *t* test (**B**, **C**, **F**, and **G**) or Šídák’s 2-way ANOVA (**D** and **E**). (**H**) Growth of D2.1 tumors (1 × 10^6^ cells/mammary fat pad) treated with anti-CTLA4 antibodies (*n* = 10) or isotype control (*n* = 9) upon reaching 150 mm^3^. (**I**) D2.1 (1 × 10^6^ cells/mammary fat pad) were implanted into female FoxP3-DTR mice and received 0 ng/g DT (Untreated) or 5 doses of 25 ng/g every 4 days (arrows) beginning on day 35 (DT Early) or day 70 (DT late). (**J**) D2.1 tumor volume comparing all Untreated (*n* = 14) mice to DT Early (*n* = 9) at time of DT Early euthanasia (left) or comparing remaining Untreated mice to DT Late (*n* = 8 each) at end of experiment (right). Statistical comparisons for **H** and **J** were performed by Šidák’s 2-way ANOVA and *P* values shown are at the final time point. Data are presented as mean ± SEM.

**Figure 6:**
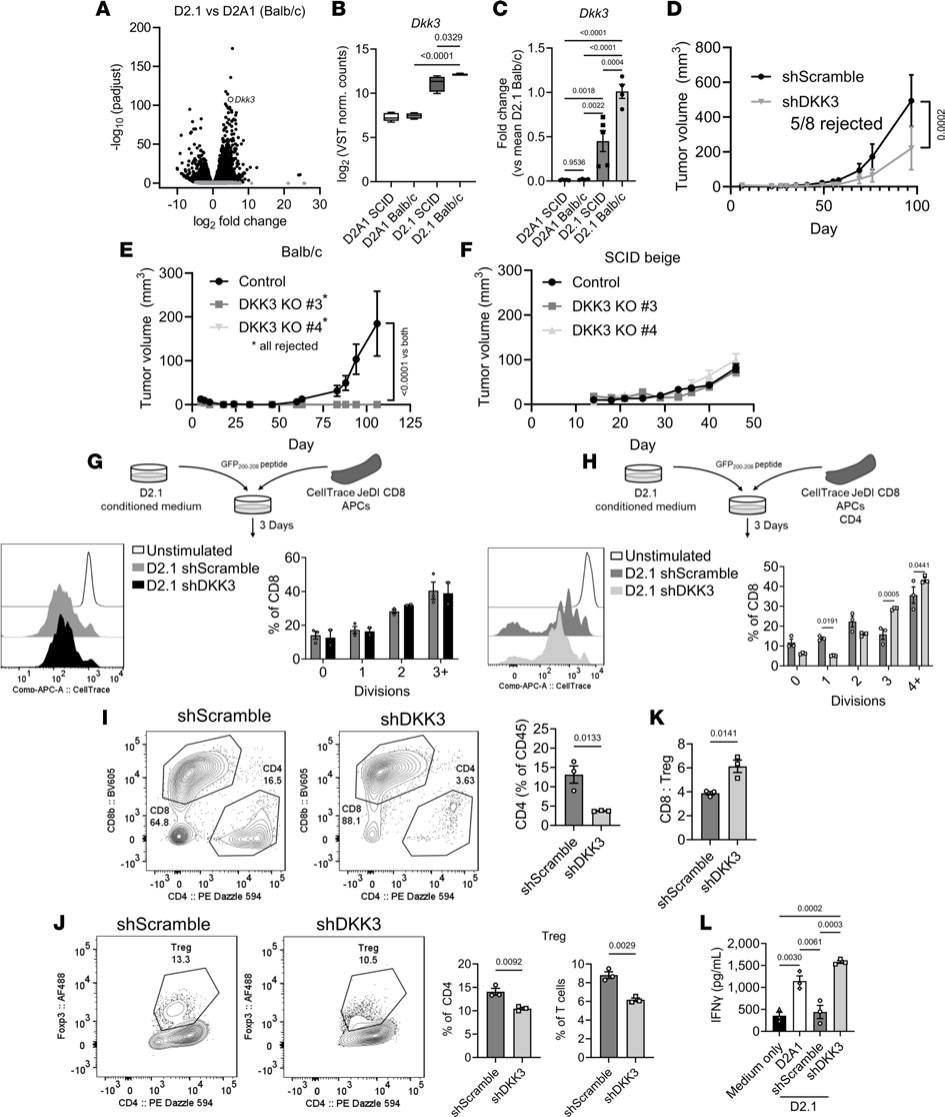
D2.1-derived DKK3 is essential for tumor persistence and mediates T cell fate/function. (**A**) Differential expression analysis of D2.1 vs. D2A1 tumors in BALB/c animals from Figure 2. *Dkk3* is highlighted with an empty circle (log_2_[fold change] = 4.97; *P*_adj_ = 3.14 × 10^–108^). (**B**) Normalized counts of *Dkk3* from bulk RNA-seq of D2.1 or D2A1 tumors implanted into BALB/c or SCID-beige animals. Counts were compared by 1-way ANOVA with Holm-Šídák multiple-comparison test. (**C**) Quantitative PCR of *Dkk3* transcripts in samples from **B**. *P* values by 1-way ANOVA with Holm-Šídák multiple-comparison test. (**D**) Growth of 1 × 10^6^ D2.1 cells expressing shScramble (*n* = 6) or shDKK3 (*n* = 8) vectors in the mammary fat pad (MFP) of BALB/c mice. (**E**) Growth of 1 × 10^6^ D2.1 control (*n* = 10) or 2 independent DKK3-KO lines (*n* = 5 each) in the MFP of BALB/c mice. Statistical comparisons were by 2-way ANOVA at end of experiment (**D** and **E**). (**F**) Growth of D2.1 control or DKK3-KO cells (*n* = 5 each) in the MFP of SCID-beige mice. (**G**) Bead-isolated Jedi CD8^+^ cells were cultured in D2.1 shScramble or shDKK3 CM with antigen-presenting cells (APCs) and eGFP_200–208_ peptide. Representative flow plot (left) and quantification (right) of CD8^+^ cell divisions in D2.1 CM are shown. (**H**) Jedi CD8^+^ cells cultured as in **G** with the addition of equal numbers of bead-isolated CD4^+^ cells. (**I**) Representative plots of CD4^+^ and CD8^+^ cells (gated on CD45^+^; left) and quantification (right) of CD4^+^ cells among CD45^+^ cells in D2.1 CM. (**J**) Representative plots (left) and quantification of Tregs in D2.1 CM. (**K**) CD8^+^ cell/Treg ratio after culture in D2.1 CM. (**L**) IFN-γ ELISA after T cell culture in D2.1 CM. Statistical comparisons were performed by 2-tailed *t* test (**I**–**K**), 1-way ANOVA with Tukey’s correction (**L**), or Šídák’s 2-way ANOVA (**G** and **H**). Data are presented as mean ± SEM.

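With DESeq2 in place of edgeR, the log2 fold change of Dkk3 between D2.1 and D2A1 tumors of BALB/c mice was 4.97 (adjusted p = 2.9e-108, DESeq2 Wald test with Benjamini-Hochberg adjustment), and 5884 genes had an adjusted p under 0.05. After DESeq2's variance-stabilizing transformation, the level of Dkk3 on the log2 scale was 12.10 ± 0.13 (SD, n = 4) in D2.1 tumors of BALB/c mice and 11.10 ± 0.87 (n = 5) in those of SCID-beige mice. In D2A1 tumors it was 7.62 ± 0.28 (n = 4) and 7.49 ± 0.42 (n = 5).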

**Figure 7:**
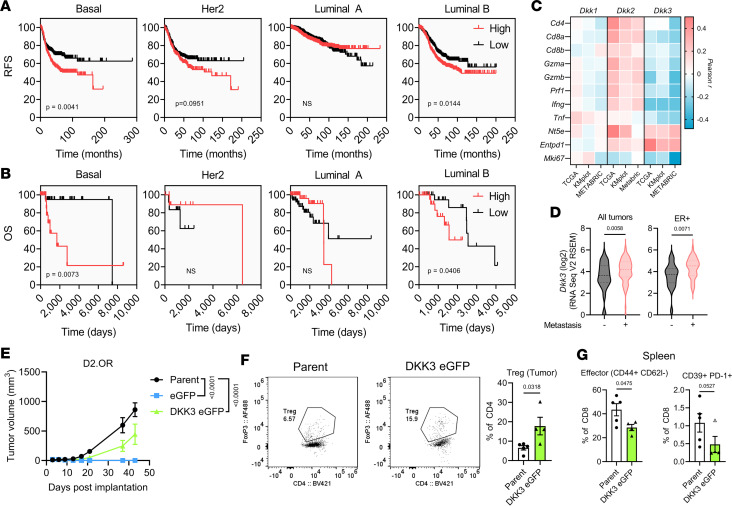
DKK3 is associated with poor survival, decreased effector function, and metastasis in human BC and promotes tumor growth in an immunocompetent setting. (**A**) Survival plots of human BC stratified by high and low *Dkk3* expression in the Kaplan-Meier Plotter cohort (Basal = 477, Her2 = 348, Luminal A = 903, Luminal B = 676). (**B**) Survival plots of TCGA human BCs based on *Dkk3* expression. (**C**) Correlation analysis of *Dkk1*, *Dkk2*, and *Dkk3* with immune-related genes in TCGA, Kaplan-Meier Plotter, and METABRIC data sets. Individual *P* values are provided in Supplemental Table 2. (**D**) *Dkk3* expression in MBCProject samples with or without metastases present at time of sample collection. Statistical comparisons were performed by 2-tailed *t* test. (**E**) Growth of parental, eGFP-expressing only, or DKK3 eGFP D2.OR mammary fat pad tumors (1 × 10^6^ cells; *n* = 5 each) in female BALB/c mice. Comparisons shown are by Tukey’s 2-way ANOVA at end of experiment. (**F**) Representative flow plots (left) and quantification (right) of Tregs in total CD4^+^ cells in tumors from **E**. (**G**) Effector phenotype (CD44^+^CD62L^–^) of CD8^+^ T cells in spleens of mice from **E**. Statistical analysis of **F** and **G** was performed by 2-tailed *t* test. An outlier was identified for **G** (right; empty triangle) using the outlier analysis function in GraphPad Prism (ROUT method, *q* = 1%) and the *P* value displayed excludes the outlier (*P* = 0.1309 included). Data are presented as mean ± SEM.

# Supplementary material for: Dormant tumors circumvent tumor-specific adaptive immunity by establishing a Treg-dominated niche via DKK3
**Source:** JCI Insight. 2023 Nov 22;8(22):e174458. doi: 10.1172/jci.insight.174458
**Supplement:** Supplemental data

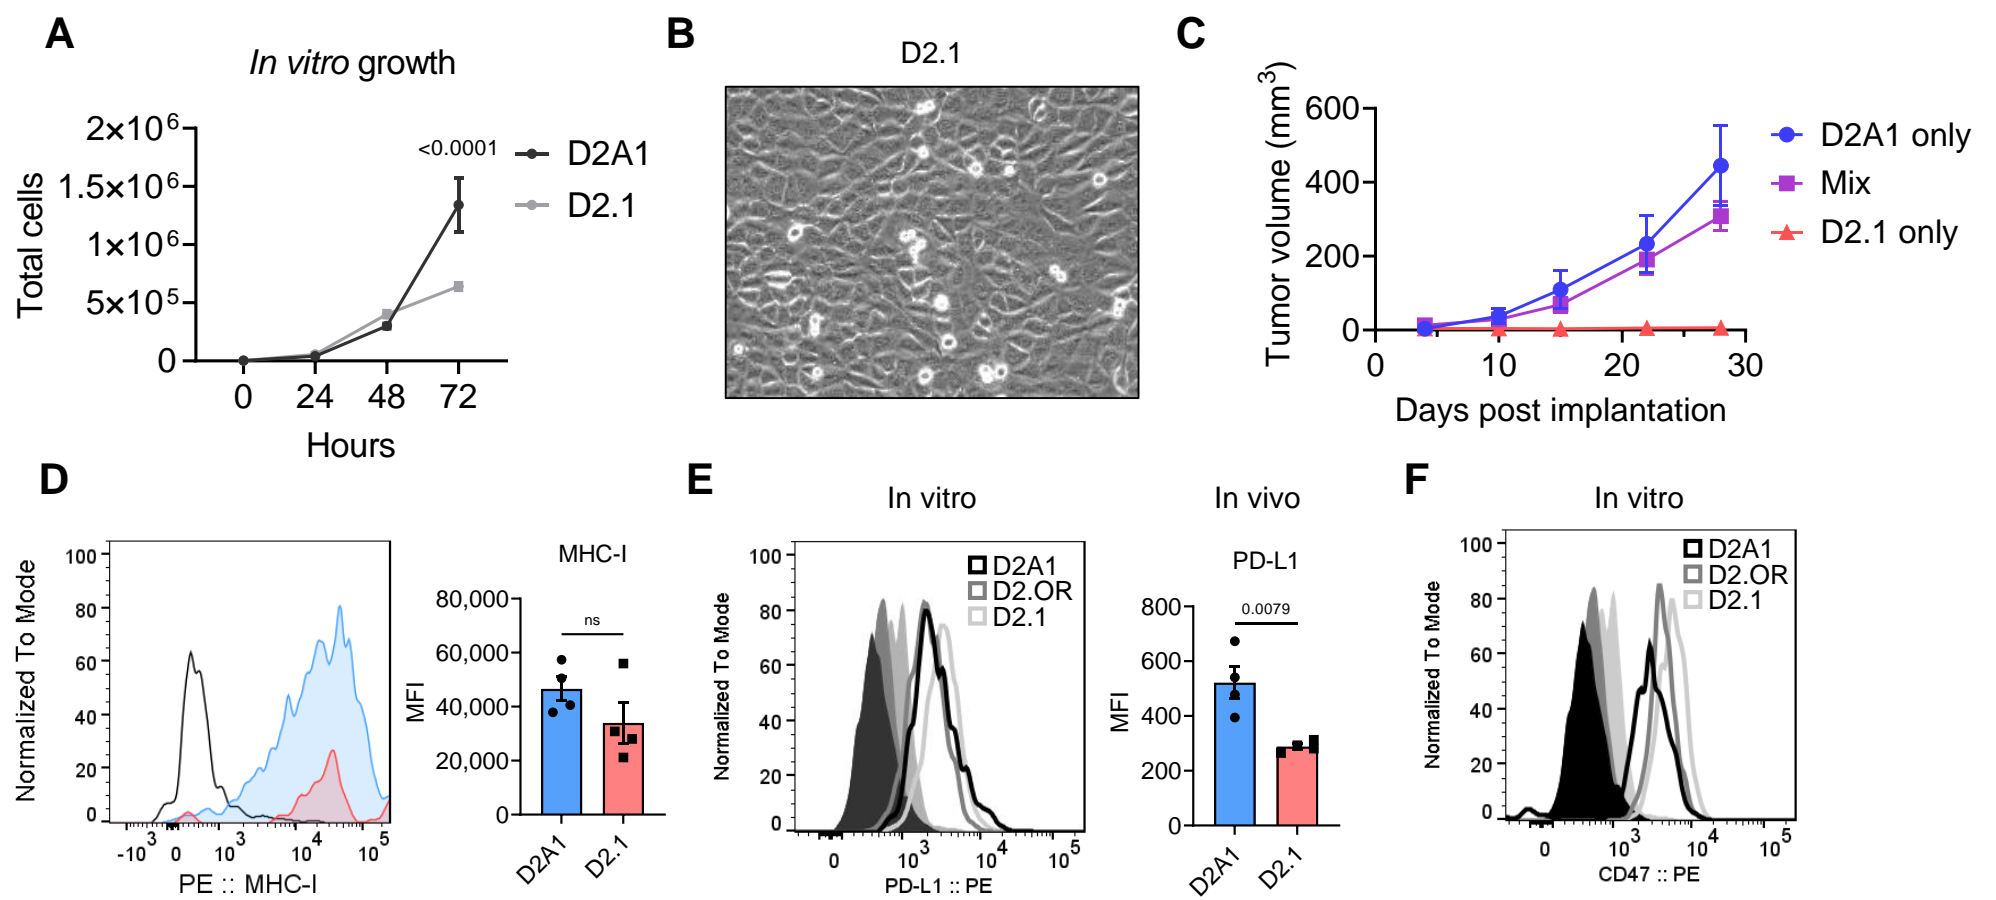

### Supplementary figure 1:

**A** In vitro growth of D2A1 and D2.1 cells. Statistical comparison by two way ANOVA. **B** Phase contrast image of D2.1 cells at confluence. **C** Growth of 10<sup>6</sup> D2A1 (n=3), 10<sup>6</sup> D2.1 (n=3), or a mix of 5×10<sup>5</sup> D2A1 and 5×10<sup>5</sup> D2.1 cells (n=3) implanted into the mammary fat pad of female Balb/c mice. **D** Representative flow plot and MFI of D2A1 (n=4) or D2.1 (n=4) tumors after 35 days in mice. **E** PD-L1 surface expression on D2A1, D2.OR, and D2.1 cells in vitro (left) or D2A1 or D2.1 tumors from D. **F** CD47 expression of D2A1, D2.OR, and D2.1 cells in vitro. Comparisons were performed by two-tailed ttest (D,E). Error bars represent mean ± SEM.

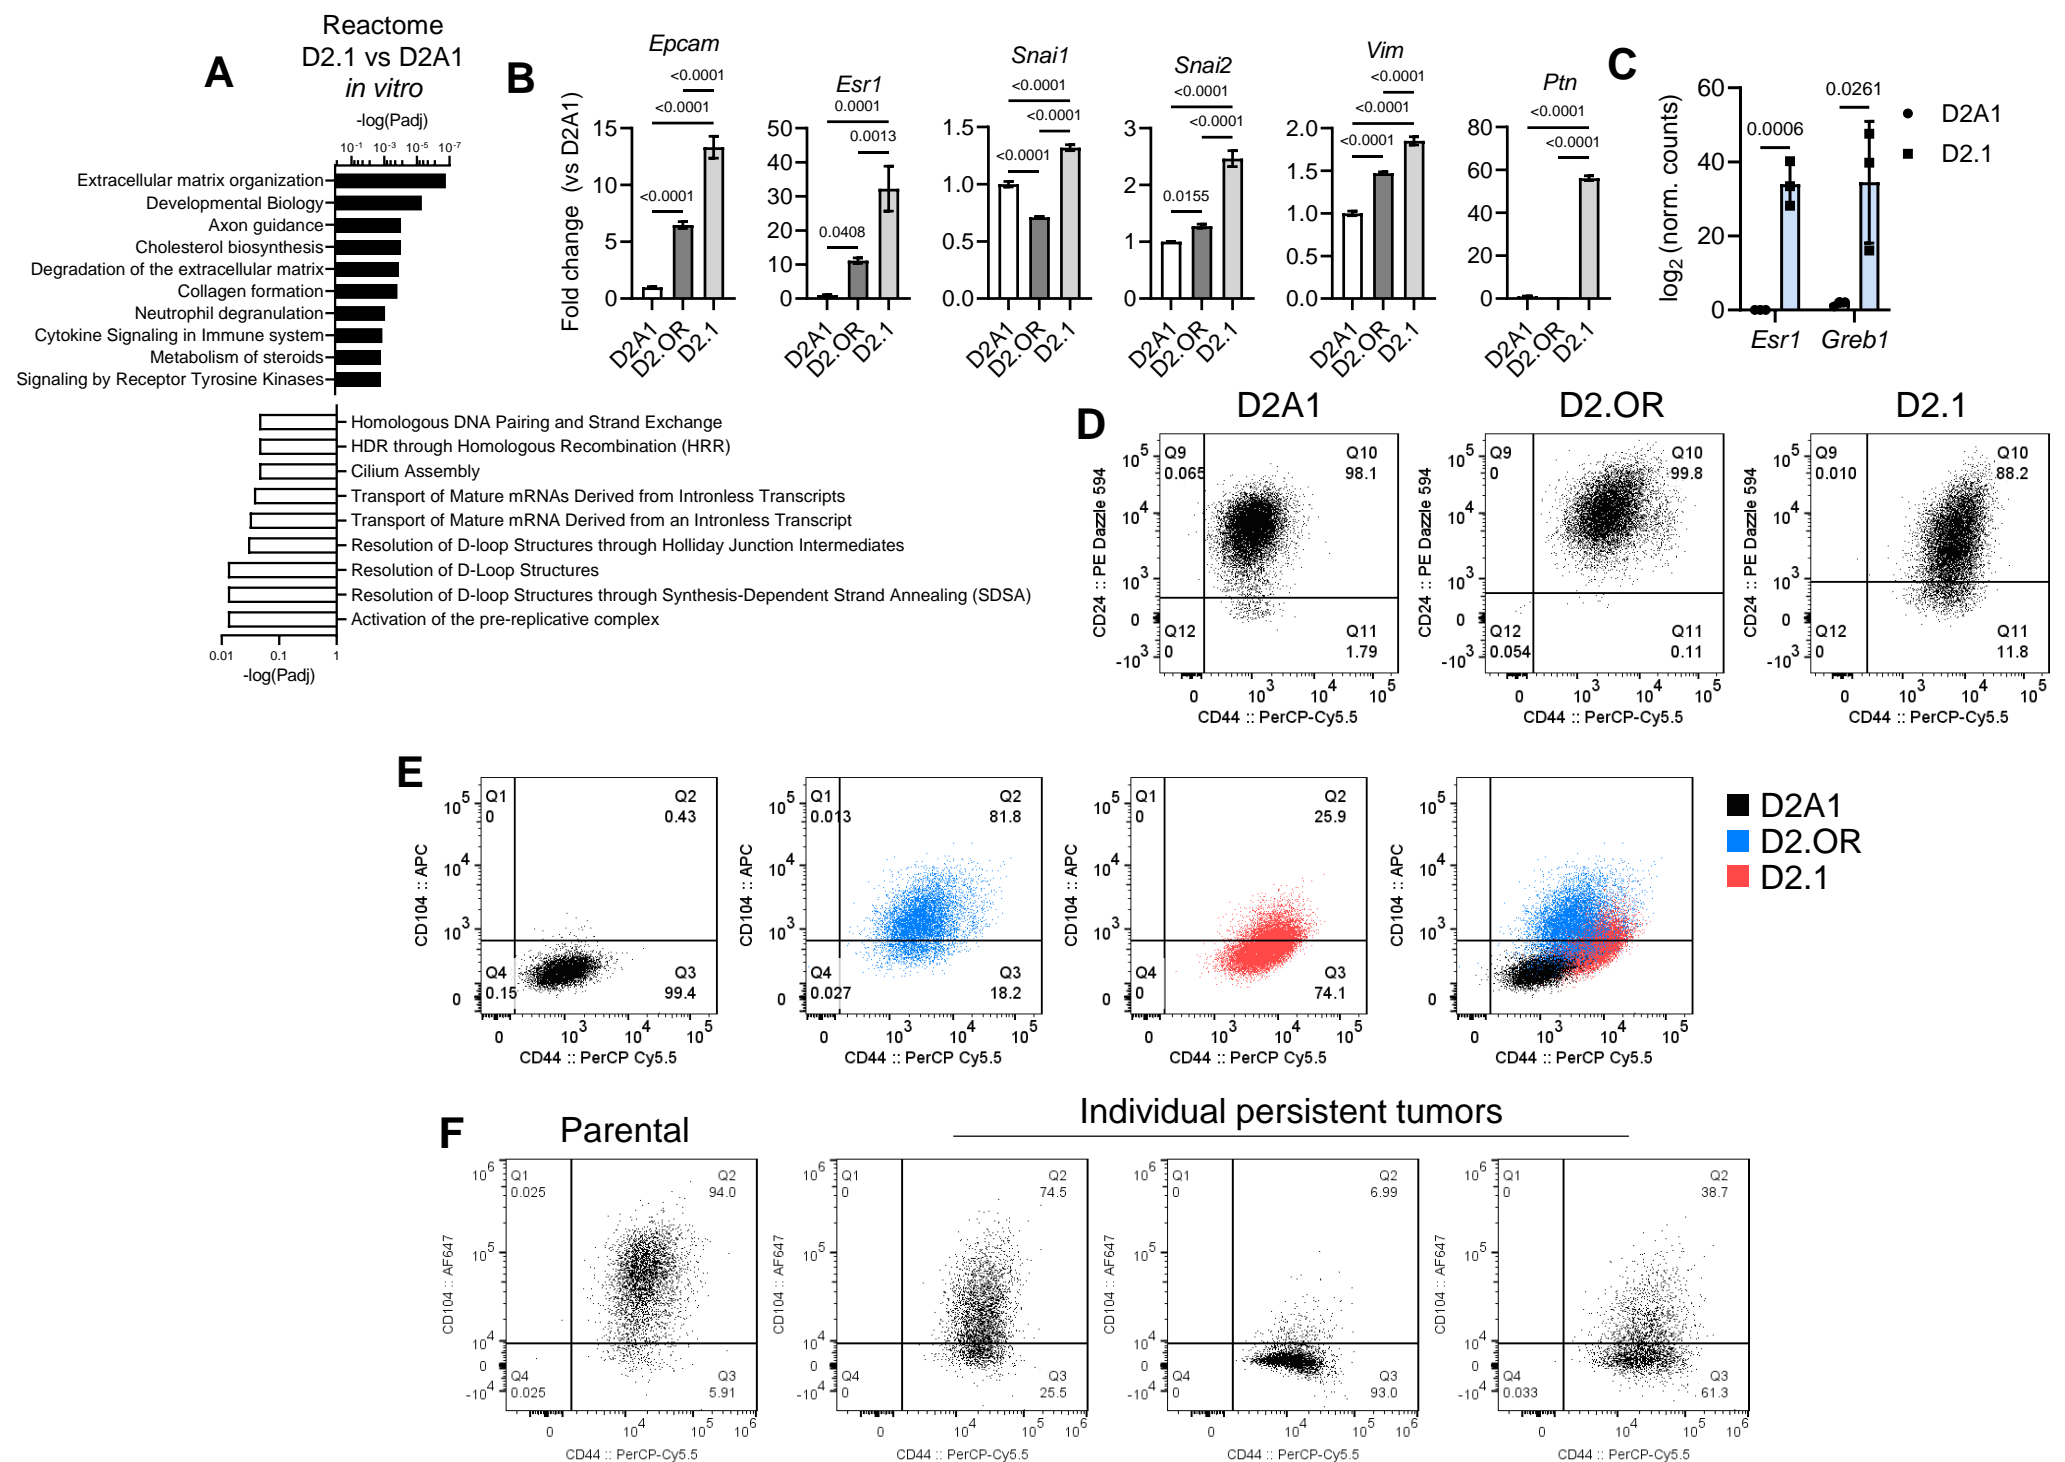

**Supplementary figure 2:**

**A** Reactome analysis of D2.1 or D2A1 cells related to Figure 5A. Displayed are the top ten upregulated (black fill) and downregulated (white fill) pathways. **B** Quantitative PCR in parental D2A1, D2.OR, and D2.1 cells of select genes associated with Figure 2B. Error bars represent mean  $\pm$  SD. P values were determined by one-way ANOVA with Tukey's post-hoc correction. **C** *Esr1* and *Greb1* gene expression from RNAseq of D2.1 or D2A1 cells. Error bars represent mean  $\pm$  SD. P values between D2.1 and D2A1 were determined by two-tailed ttest. **D** Representative flow plots of surface staining for CD24 and CD44 in cultured D2A1, D2.OR, and D2.1 cells. **E** Staining of CD104 and CD44 in cultured D2 cells. **F** Surface staining for CD104 and CD44 of D2.OR parental cells (left) or independent populations of surviving, residual D2.OR nodules recovered over 100 days after implantation into the MFP of Balb/c mice (right).

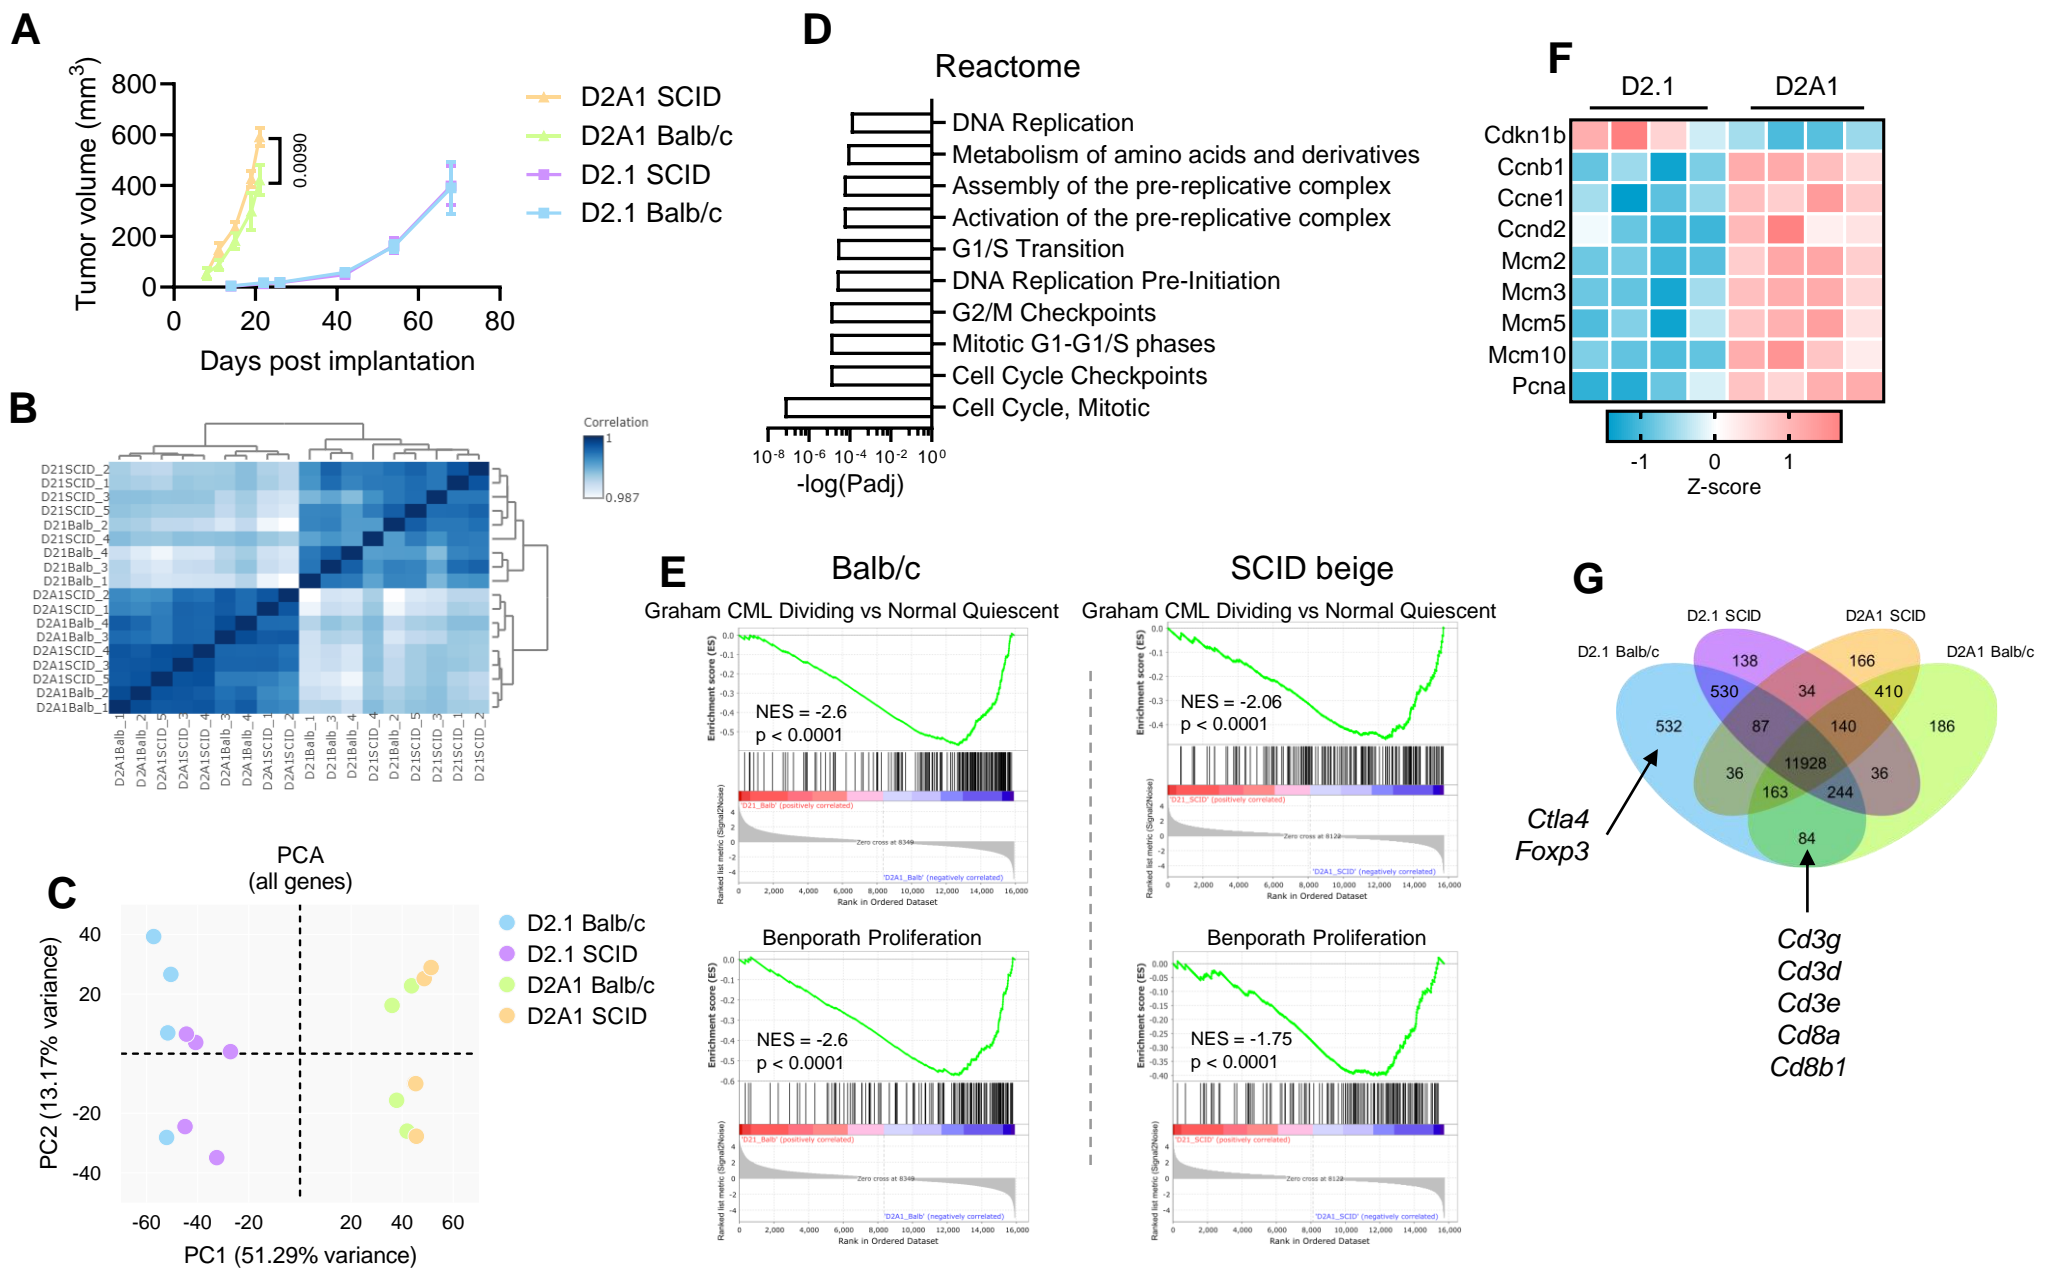

**Supplementary figure 3:**

**A** Growth of  $10^6$  D2A1 or D2.1 cells implanted into the MFP of female Balb/c or SCID beige mice related to Figure 2. Comparison shown is by two way ANOVA at time of collection for sequencing. **B** Correlation of RNA-seq data of D2.1 and D2A1 tumors from A. **C** Principal component analysis (PCA) of RNA-seq from tumors in A. **D** Ten most downregulated Reactome pathways in Balb/c D2.1 tumors compared to Balb/c D2A1. **E** Proliferation related GSEA enrichment plots in D2.1 vs D2A1 tumors in Balb/c (left) or SCID beige (right) mice. **F** Heatmap of differentially expressed dormancy-related genes in Balb/c D2.1 tumors compared to D2A1. **G** Venn diagram of tumors from A with annotated genes.

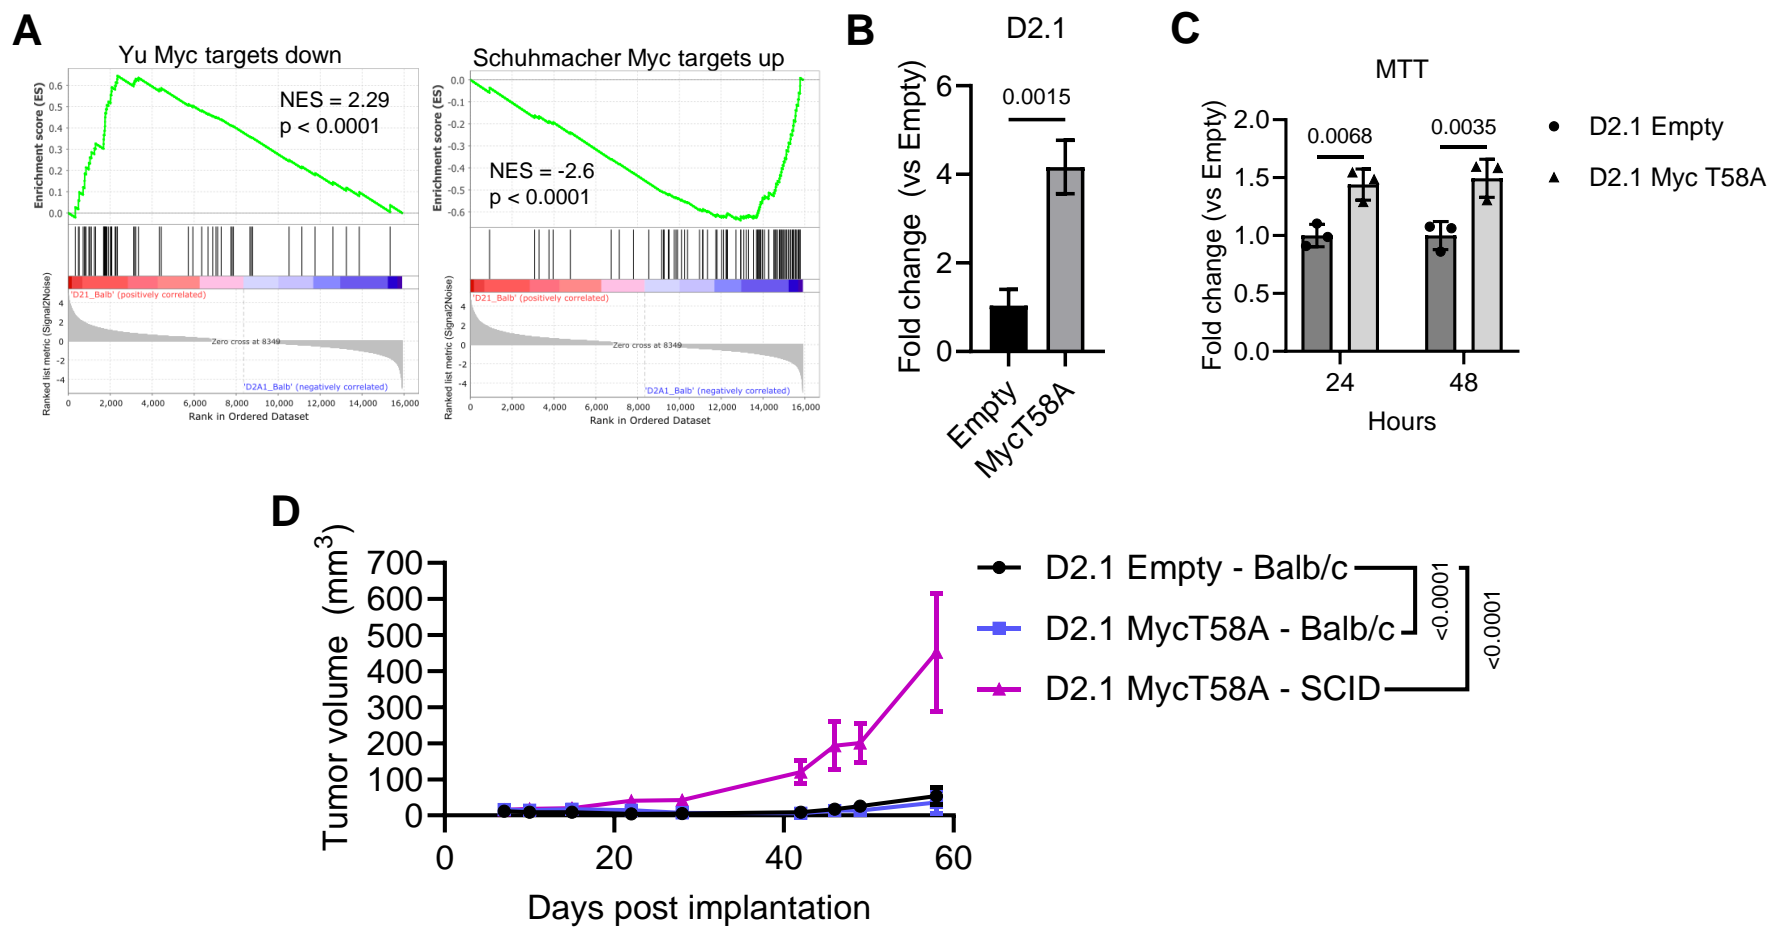

#### Supplementary figure 4:

**A** GSEA of Balb/c D2.1 vs D2A1 tumors related to Myc signaling. **B** Quantitative PCR analysis of Empty vector control or D2.1 cells engineered to overexpress MycT58A. Groups were compared by two-tailed ttest and error bars represent mean  $\pm$  SD. **C** In vitro growth of cells from A. Error bars represent mean  $\pm$  SEM and comparisons were performed by Šídák two-way ANOVA. **D** Growth of  $10^6$  D2.1 cells overexpressing MycT58A or Empty vector control cells in the MFP of female Balb/c of SCID beige mice. Comparisons shown are by two way ANOVA with Tukey's post hoc correction and error bars represent mean  $\pm$  SEM.

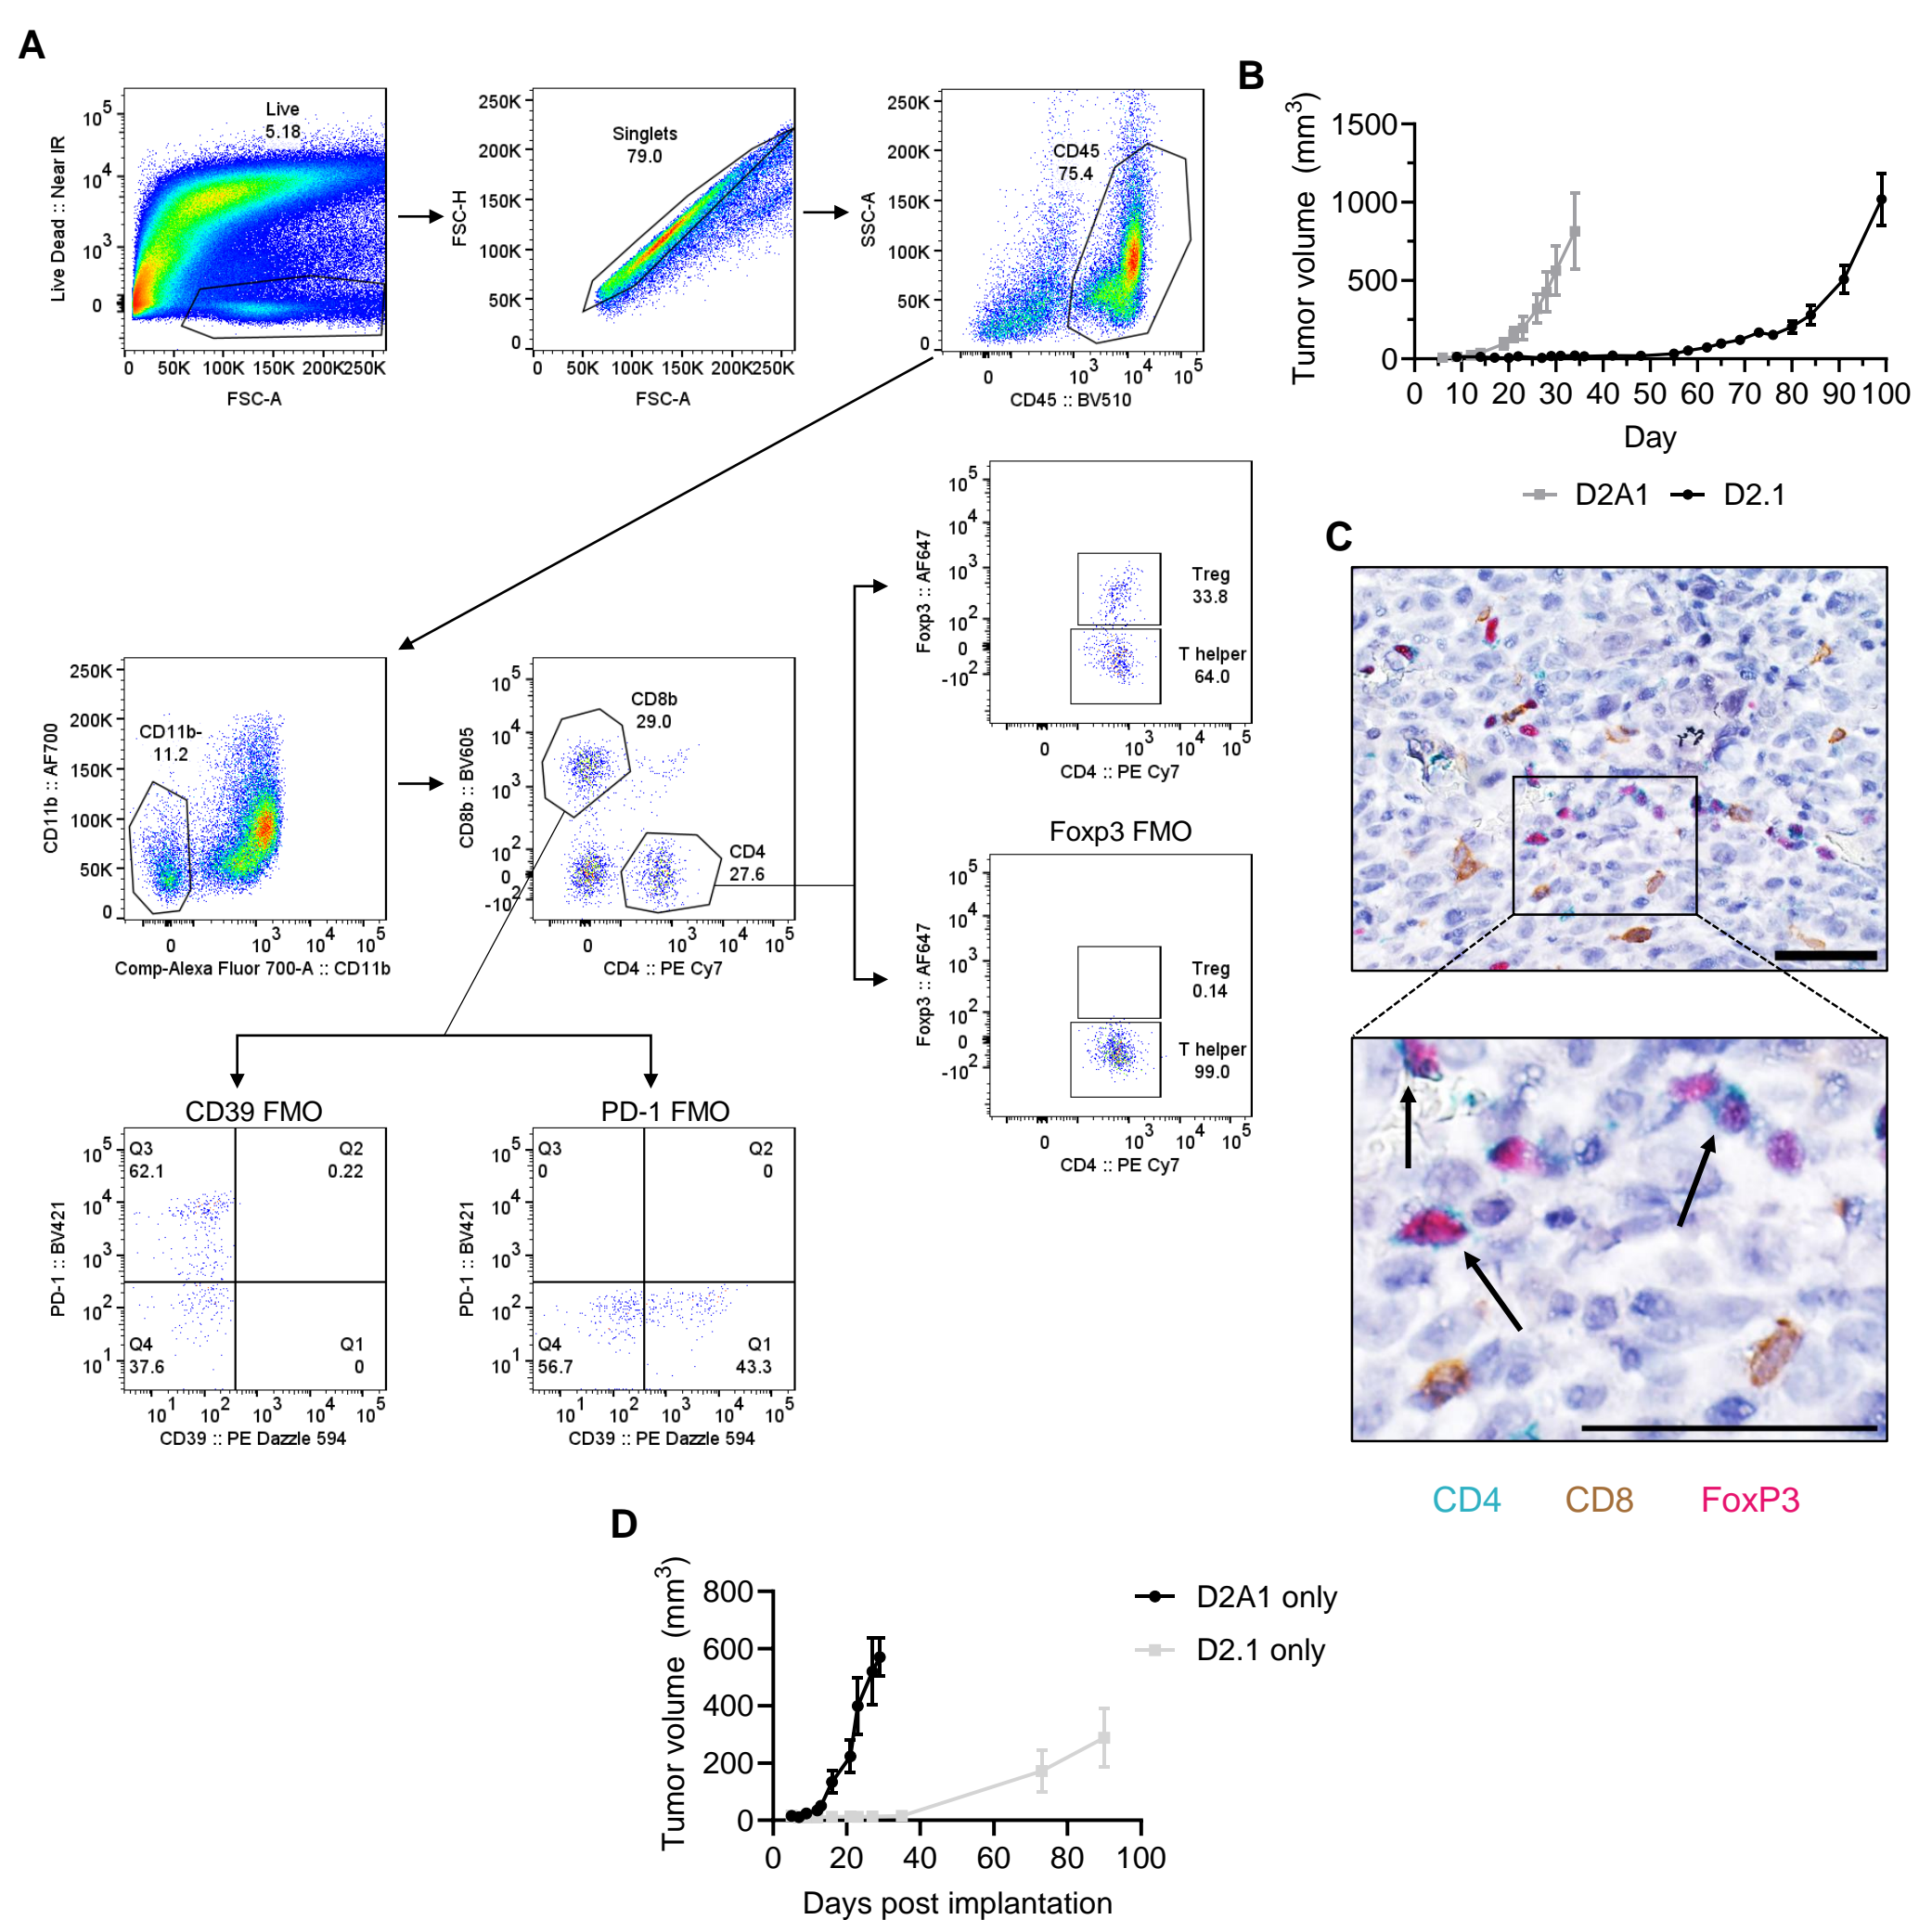

**Supplementary figure 5:**

**A** Representative gating strategy (from tumor) used to identify T cell populations. The same gating strategy was used for tumors and spleens in vivo as well as subsequent in vitro experiments. **B** Tumor growth plot associated with Figure 3H-L. **C** Triple IHC for CD4, CD8, and FoxP3 in D2.1 tumor. Arrows indicate double labeled CD4+FoxP3+ cells and scale bars represent 25  $\mu$ m. **D** Overall tumor growth plots of tumors from 4A. Error bars represent mean  $\pm$  SEM.

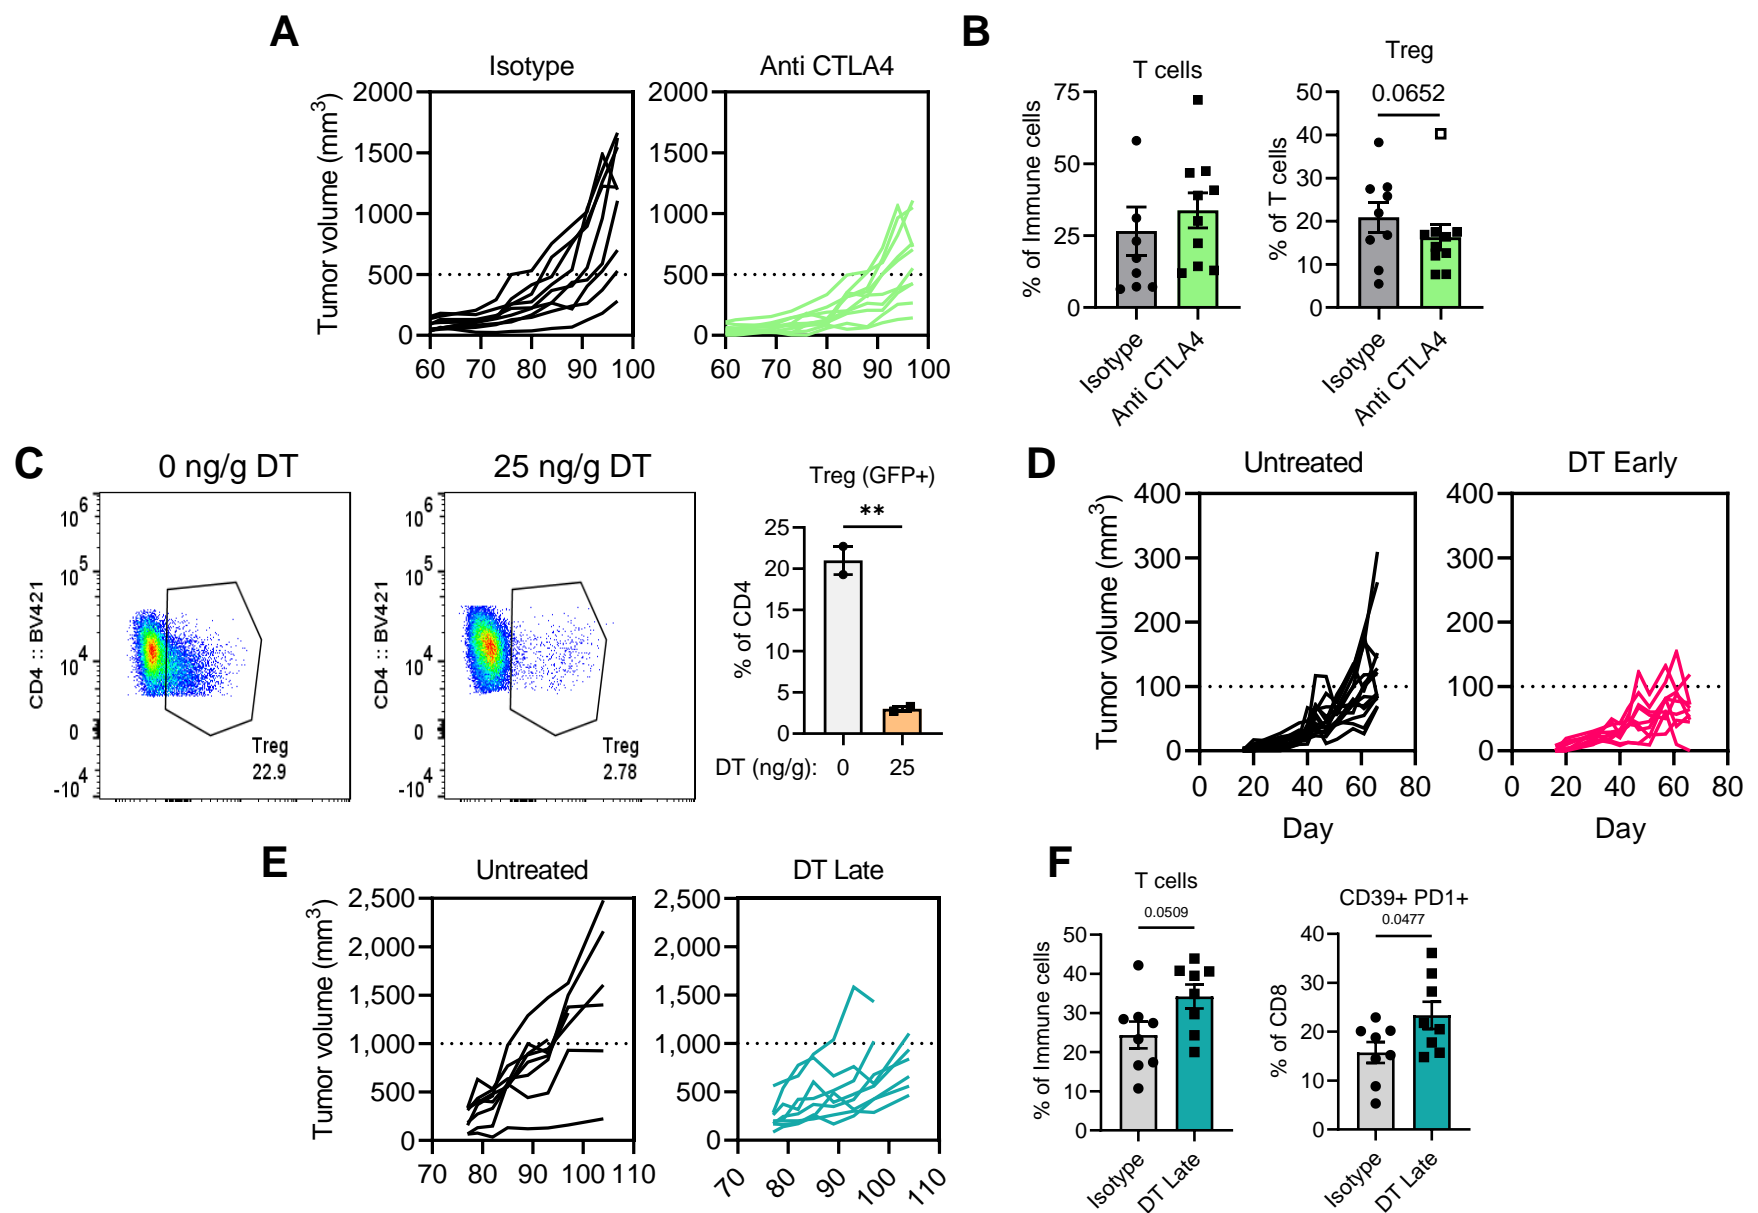

### Supplementary figure 6:

**A** Individual growth of tumors from Figure 5H. **B** T cell profiles of tumors from A. An outlier was identified (right; empty square) using the outlier analysis function in GraphPad Prism (ROUT method,  $q = 1\%$ ) and the P value displayed excludes the outlier ( $p = 0.3173$  included). **C** Representative flow plot (left) and individual values (right) of Tregs in spleens 2 days post final DT (25 ng/g) treatment in naïve animals. **D, E** Growth of individual tumors from Figure 5J. **F** CD8 CD39+ PD-1+ cells in Untreated or DT late tumors from E. Statistical comparisons of two groups were performed by two-tailed ttest and error bars represent mean  $\pm$  SEM.

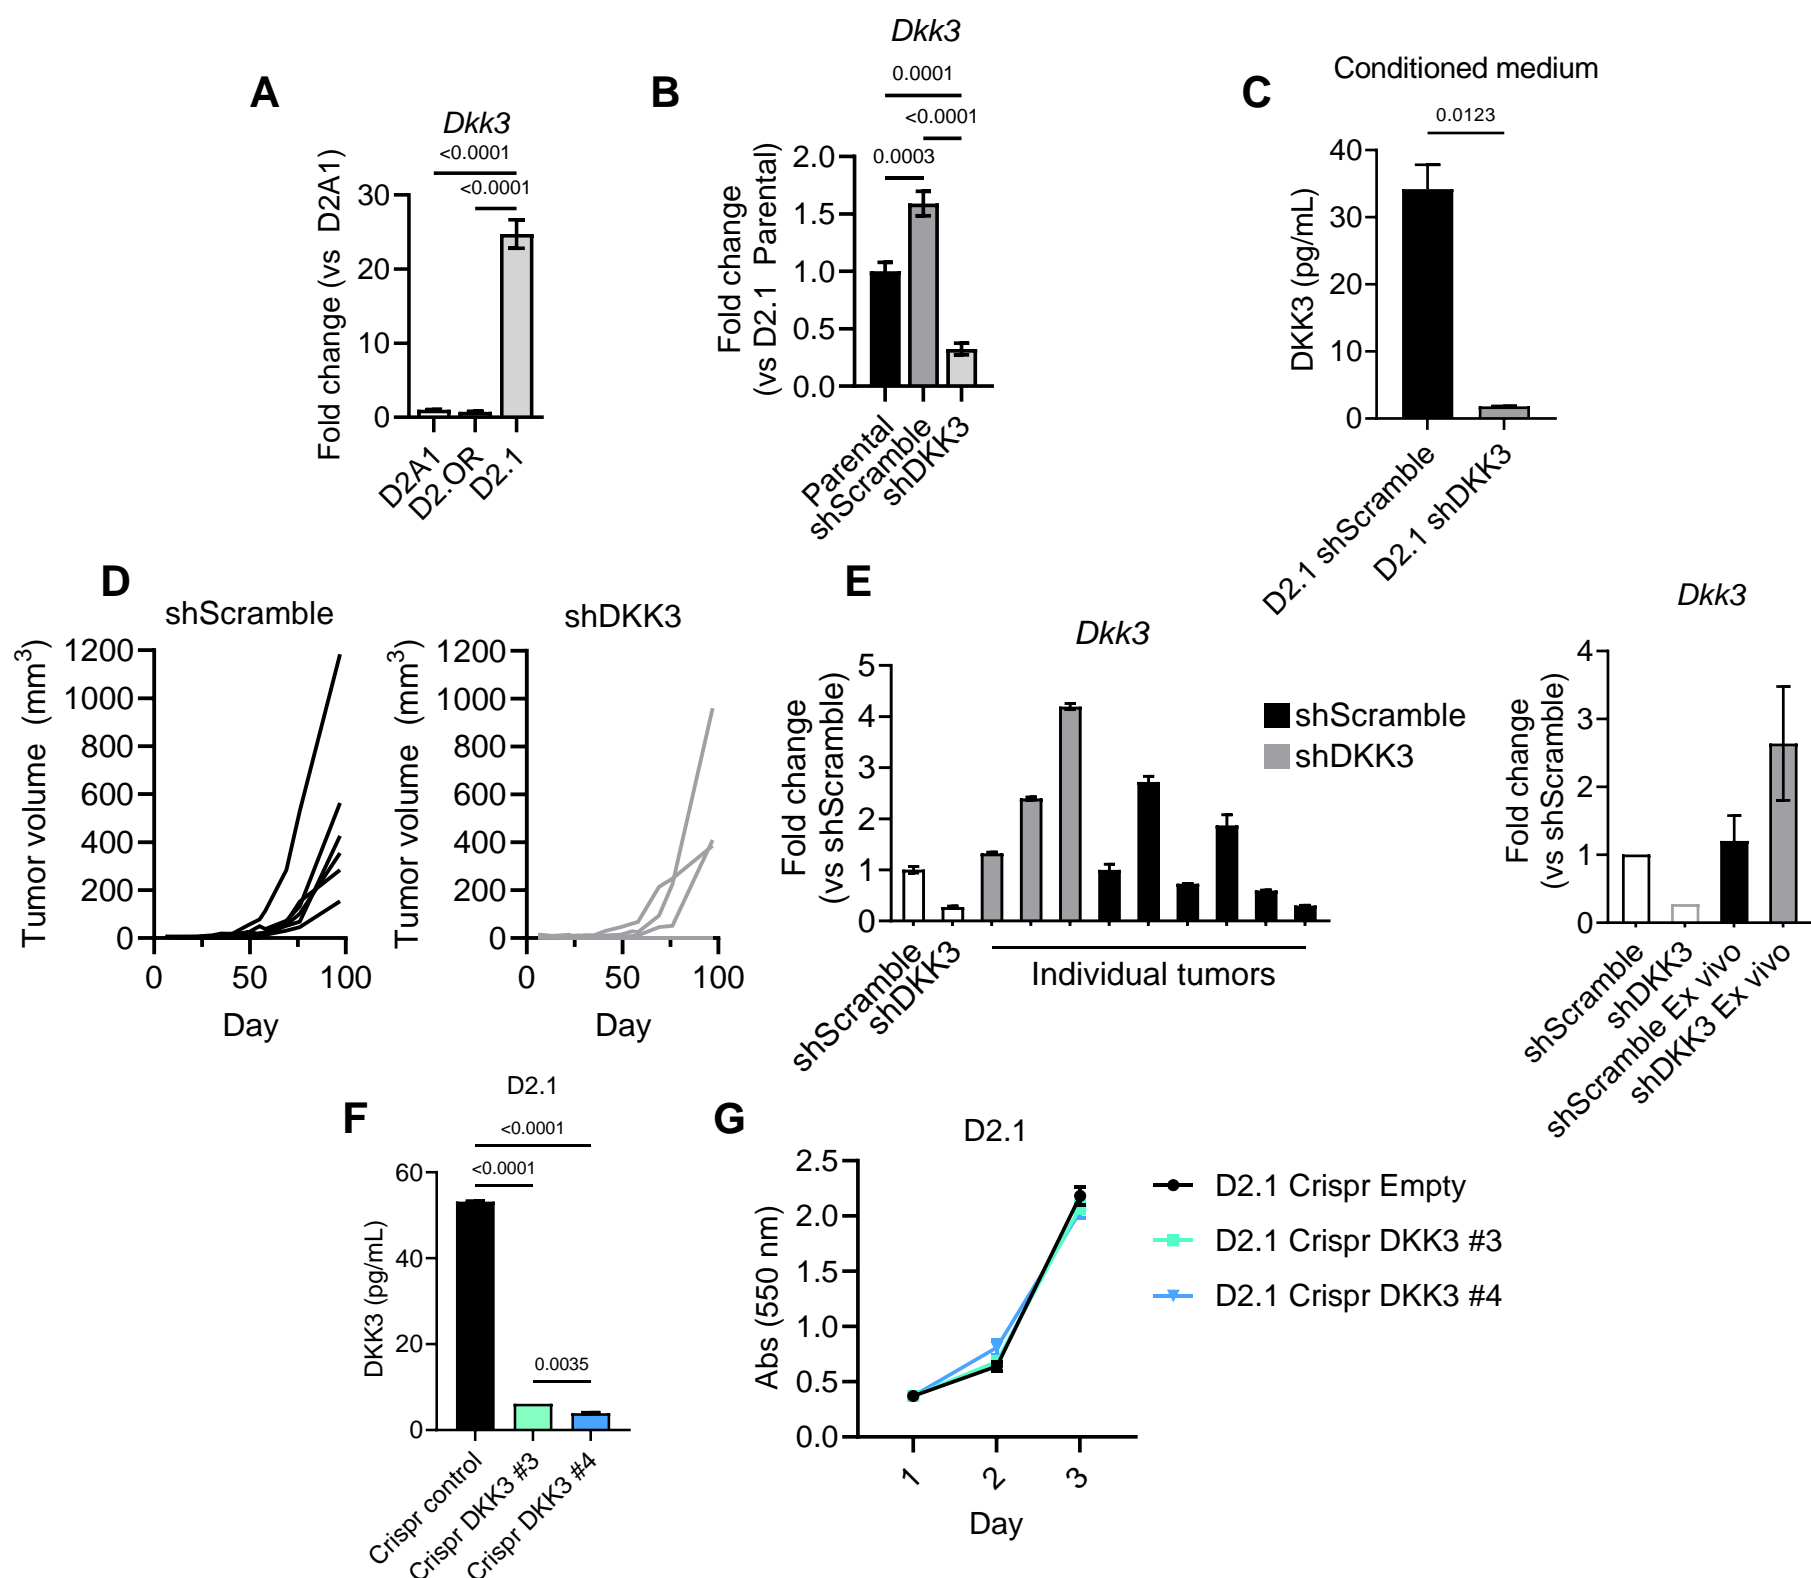

**Supplementary figure 7:**

**A** Quantitative PCR analysis of *Dkk3* mRNA expression in parental D2A1, D2.OR, and D2.1 cells. **B** Analysis of *Dkk3* mRNA in parental, shScramble control, or shDKK3 D2.1 cells by quantitative PCR. **C** ELISA for DKK3 protein on CM from D2.1 shScramble or shDKK3 cells. **D** Individual D2.1 tumor growth related to Figure 6C. **E** Quantitative PCR analysis of *Dkk3* mRNA expression after tumors from D were digested and plated to generate pure tumor populations ex vivo. Left panel is individual tumors and right panel shows the mean of each group. **F** ELISA for DKK3 protein in CM from D2.1 non-targeting Crispr control cells or two independent guide RNAs directed towards *Dkk3*. **G** Growth of D2.1 cells from F. Comparisons of two groups were performed by two-tailed ttest (C) and three groups were performed by one-way ANOVA with Tukey's post-hoc analysis (A, B, F). Error bars represent mean  $\pm$  SEM.

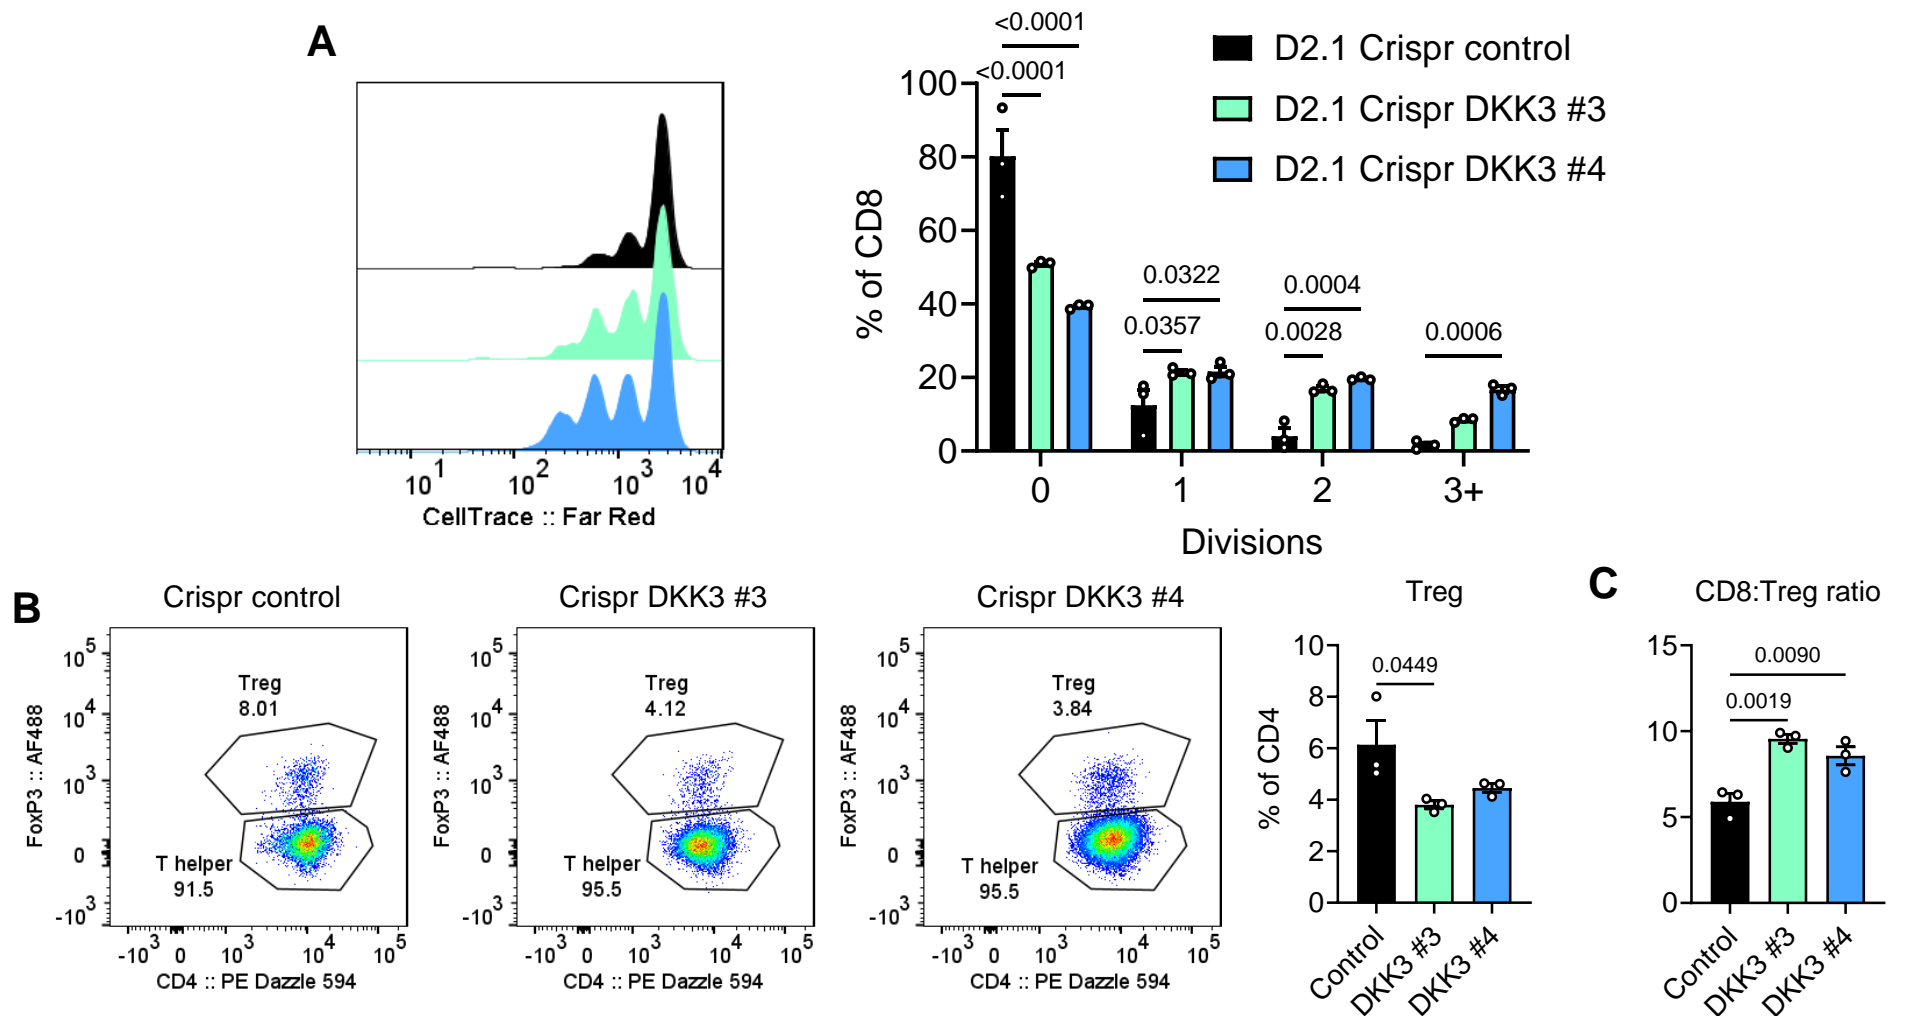

**Supplementary figure 8:**

**A** Representative flow plot (left) and quantification of CD8 cell divisions after 3 days when whole Jedi splenocytes were cultured in D2.1 Crispr control or Crispr DKK3 CM with anti-CD28 antibodies and eGFP<sub>200-208</sub> peptide. Statistical comparisons were performed using two-way ANOVA with Dunnett's multiple comparisons test. **B** Quantification of Tregs in CD4 cells from A. **C** Ratio of CD8 cells to Tregs in cultures from A. Comparisons for B, C were performed by one-way ANOVA with Tukey's post-hoc analysis. Error bars represent mean  $\pm$  SEM.

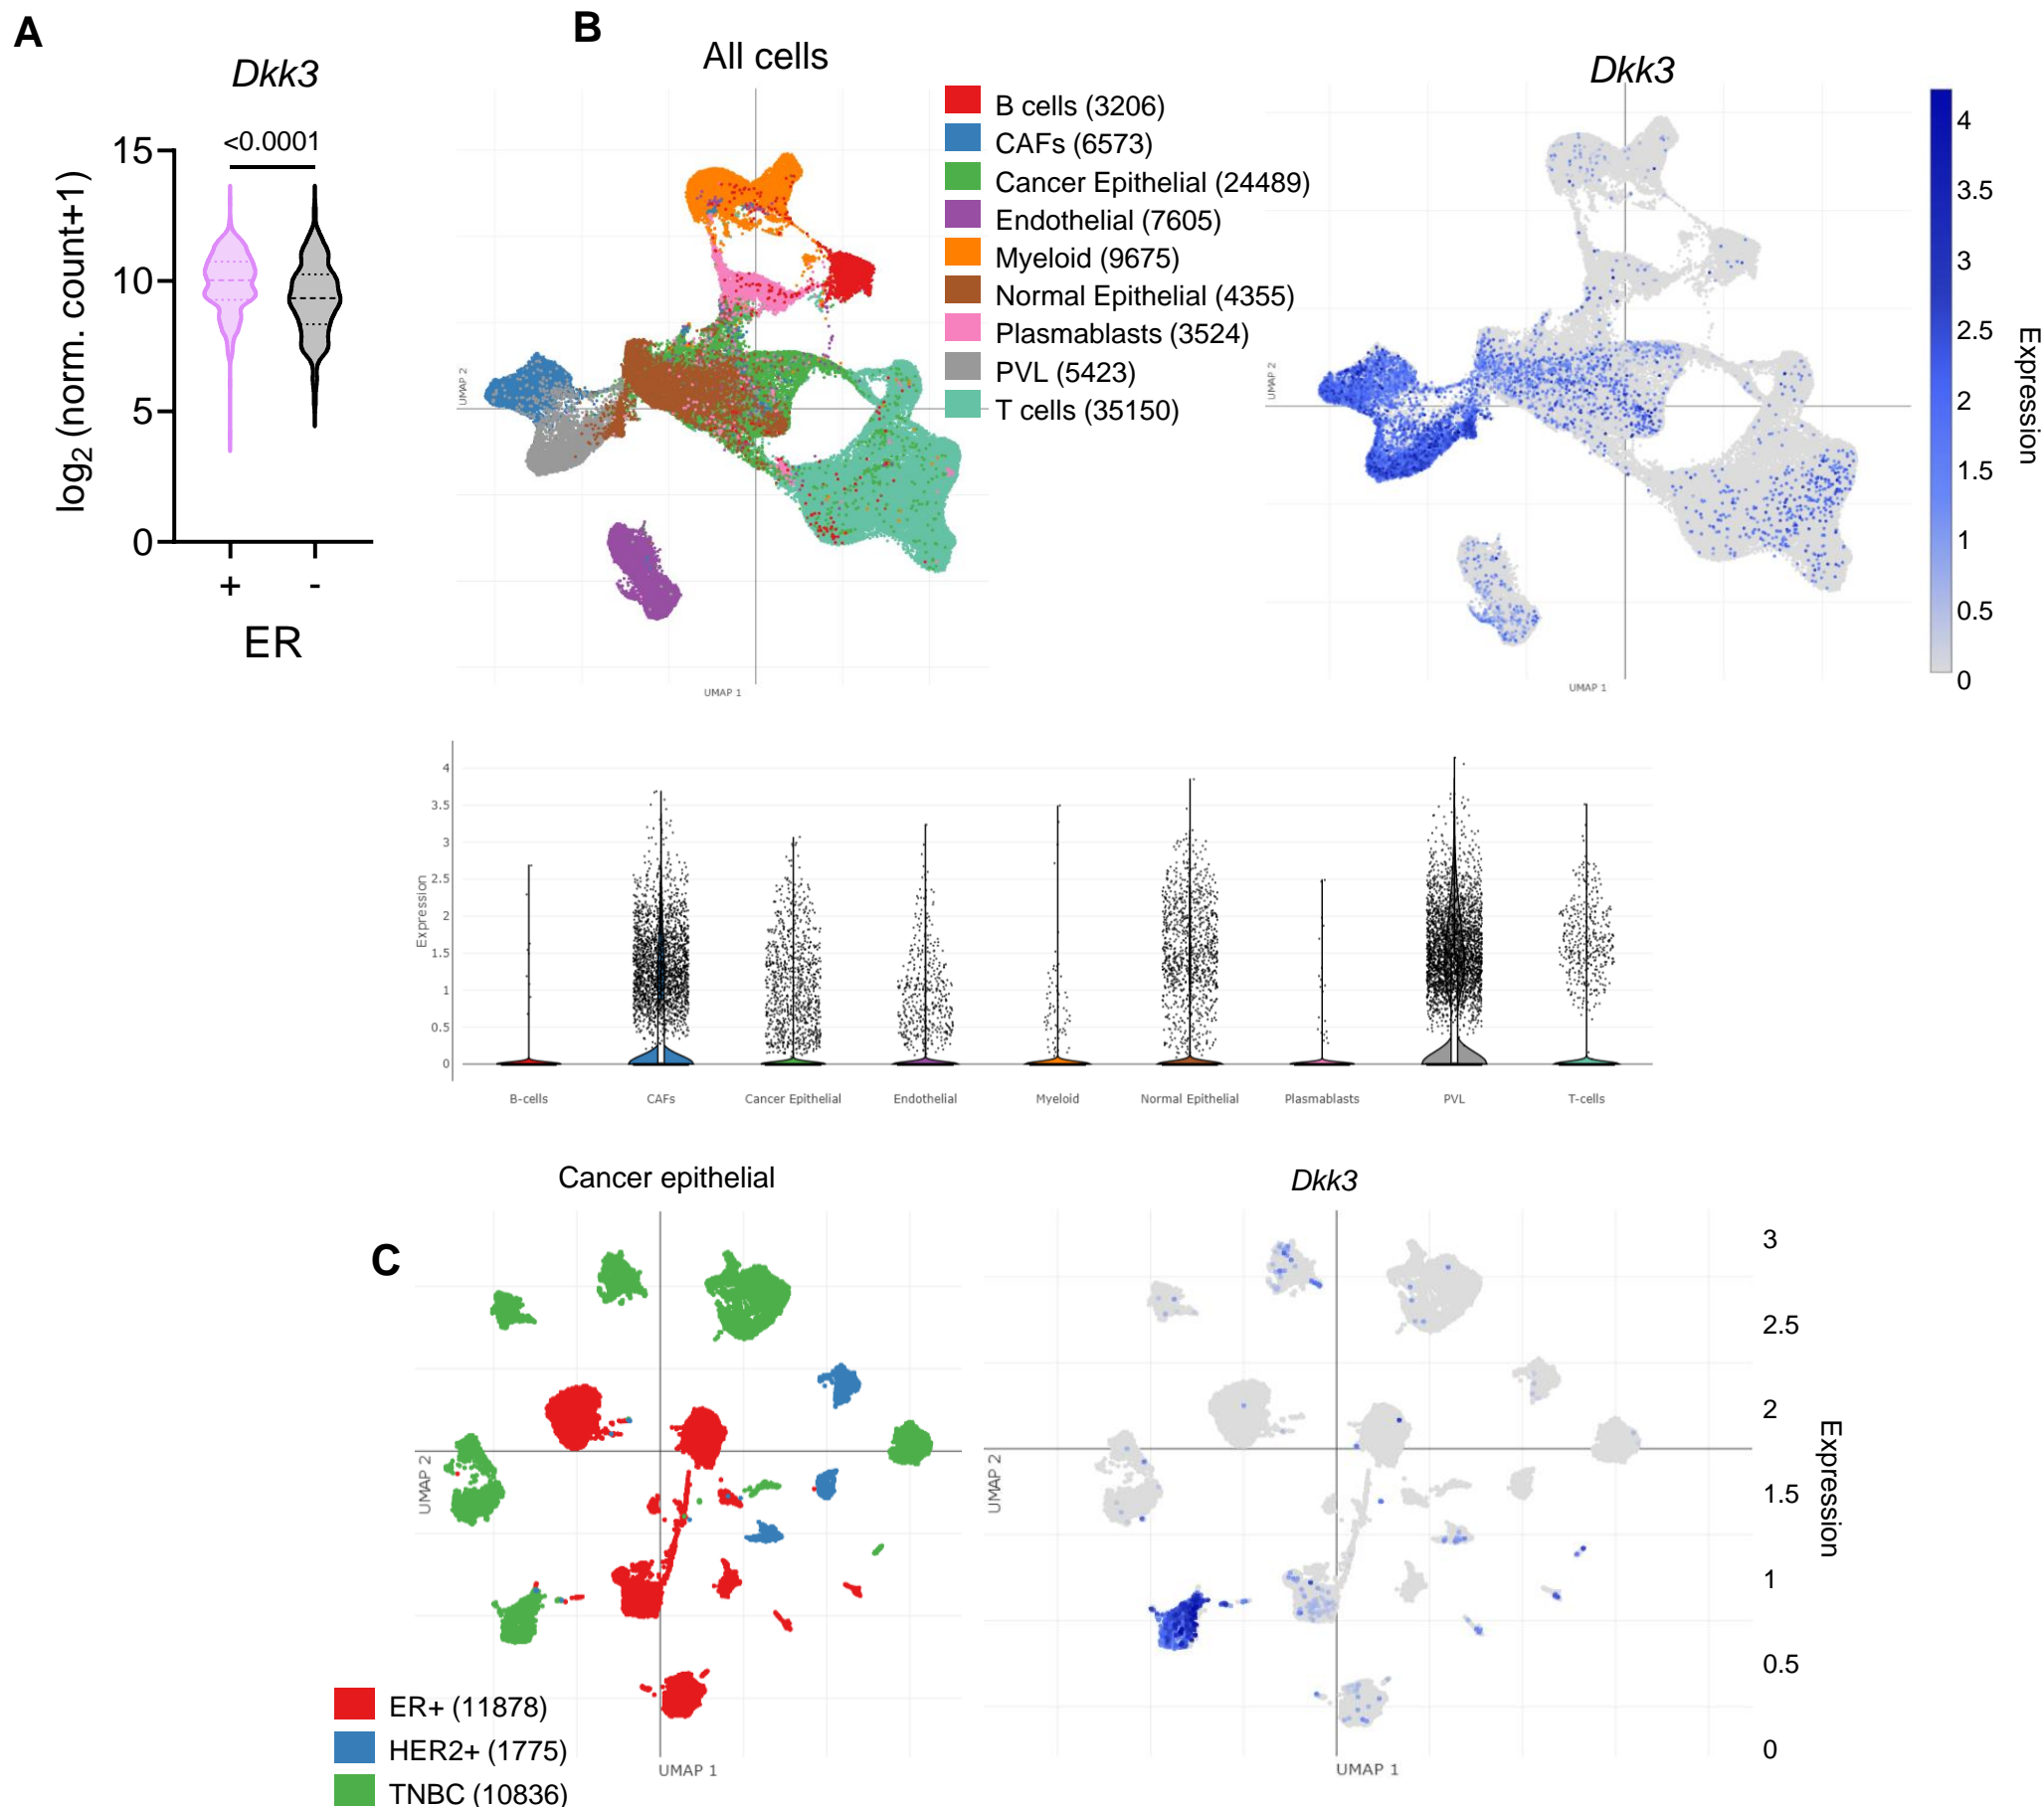

**Supplementary figure 9:**

**A** *Dkk3* expression by ER positivity in TCGA BC samples. Comparisons were performed by or by ttest. **B** Single-cell RNA-sequencing of 26 human breast tumor samples accessed via the Broad Institute single-cell portal (<https://singlecell.broadinstitute.org>). *Dkk3* expression is shown both overlaid on UMAP plot and as individual expression values grouped by annotated cell type. **C** *Dkk3* expression overlaid on UMAP plot of cancer epithelial cells of ER+, HER2+, or TNBC after sub-clustering. Plots can be accessed via [https://singlecell.broadinstitute.org/single\\_cell/study/SCP1039/a-single-cell-and-spatially-resolved-atlas-of-human-breast-cancers?genes=DKK3&cluster=Epithelial%20cells&spatialGroups=--&annotation=subtype--group--study&subsample=all&tab=scatter&scatterColor=Blues&distributionPlot=violin&distributionPoints=all#study-visualize](https://singlecell.broadinstitute.org/single_cell/study/SCP1039/a-single-cell-and-spatially-resolved-atlas-of-human-breast-cancers?genes=DKK3&cluster=Epithelial%20cells&spatialGroups=--&annotation=subtype--group--study&subsample=all&tab=scatter&scatterColor=Blues&distributionPlot=violin&distributionPoints=all#study-visualize)

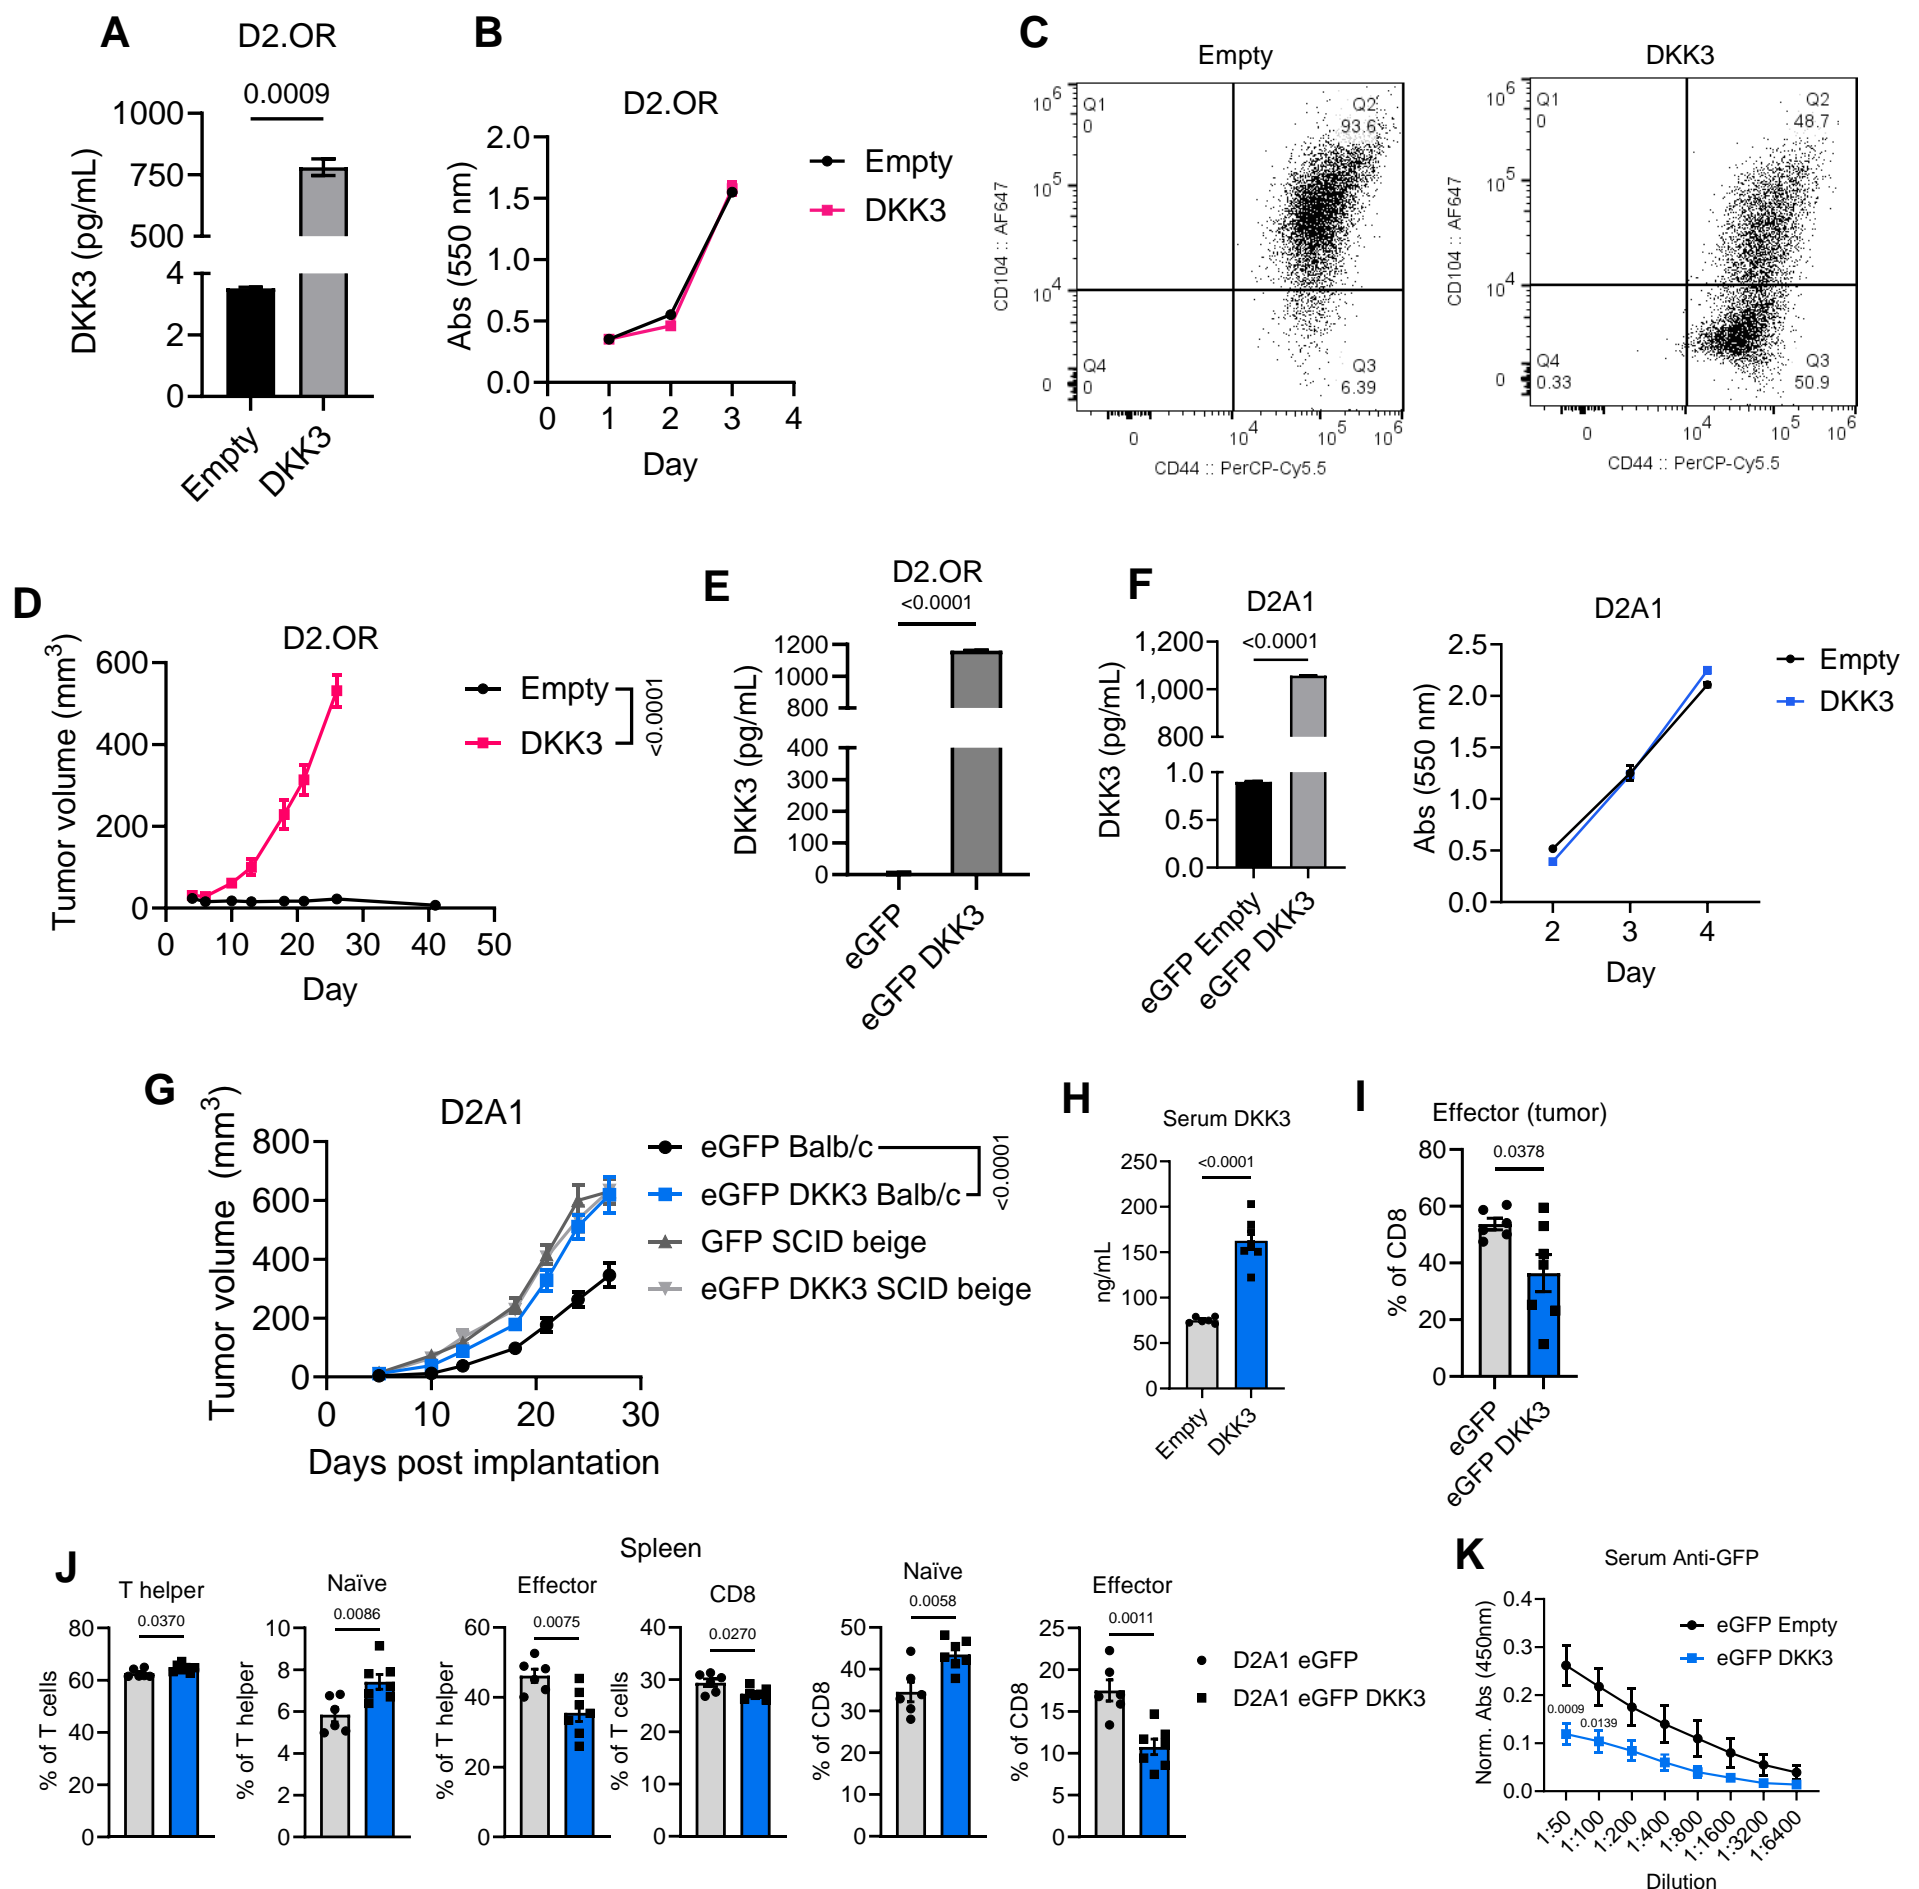

**Supplementary figure 10:**

**A** ELISA for DKK3 in CM from D2.OR cells engineered to express DKK3 or Empty control. **B** Growth of cells in culture from A. **C** Surface expression of CD44 and CD104 in D2.OR cells from A expressing DKK3 or Empty control. **D** Growth of  $10^6$  D2.OR DKK3 or Empty control cells in the MFP of female Balb/c mice with p value at time of D2.OR DKK3 euthanasia by two way ANOVA shown. **E** ELISA on CM from D2.OR eGFP only or D2.OR eGFP DKK3 cells. **F** ELISA for DKK3 protein on CM (left) and growth in vitro (right) of D2A1 eGFP Empty control or eGFP DKK3 expressing cells. **G** Growth of control or D2A1 eGFP DKK3 tumors ( $10^6$  cells) in the MFP of female Balb/c or SCID beige mice with comparison by Šídák's two-way ANOVA at end of experiment shown. **H** Serum DKK3 levels by ELISA at time of euthanasia from G. **I** Effector CD8 T cells in tumors of mice from G. **J** T cell phenotyping in spleens of Balb/c mice from G. Effector cells were defined as CD44<sup>+</sup> CD62I<sup>-</sup> and Naïve cells were defined as CD44<sup>-</sup> CD62I<sup>+</sup>. **K** Anti-eGFP antibodies in serum of Balb/c mice from G normalized by tumor volume and compared by two-way ANOVA. Statistical analysis of two groups (A, E, F, H, I, J) was performed by two-tailed ttest. Error bars represent mean  $\pm$  SEM.

| Cheng_Late recurrence |         | Mittempergher_Late distant metastasis |           |           |           |           |          |  |  |
|-----------------------|---------|---------------------------------------|-----------|-----------|-----------|-----------|----------|--|--|
| SKAP2                 | FAM65A  | CXCL13                                | IBSP      | DPT       | CCR6      | IGHA1     | ZNF224   |  |  |
| LIMS1                 | COL6A3  | CREG2                                 | TFF1      | ESR1      | CD36      | BACH1     | LOC51152 |  |  |
| PLXDC1                | THY1    | LOC348174                             | STAC      | CDC14A    | IGHA1     | IGHV1-69  | NRG1     |  |  |
| MAFB                  | PKD2    | IRF4                                  | LOC155006 | SPINK4    | GRAP2     | TUB       | CEACAM1  |  |  |
| SHOX2                 | NID2    | SYT13                                 | WFDC2     | BRUNOL6   | ARMC4     | COLEC11   | HIST1H1D |  |  |
| LOH3CR2A              | VCAN    | IGJ                                   | ADD3      | BAMBI     | LOC131873 | CDC42EP3  | GNG2     |  |  |
| NNMT                  | TGFB11  | IGHM                                  | PKIA      | WBSCR28   | IGHA1     | AIM2      | IGLV6-57 |  |  |
| TNC                   | CALM1   | IGF1                                  | LOC652791 | RFPL1S    | FLJ39660  | CEACAM5   | TMED6    |  |  |
| MRC2                  | CXCR7   | CBLN2                                 | WISP2     | LPHN3     | MAP9      | ADAMTS19  | CCDC65   |  |  |
| LAMA4                 | IL13RA1 | LMO4                                  | SLC39A6   | TFAP2B    | HS6ST2    | CCL19     | ITM2A    |  |  |
| DYRK2                 | COL1A2  | DIO3                                  | KLRC1     | IL7       | C7        | CTNND2    |          |  |  |
| SEMA5A                | THY1    | SLC16A7                               | SFTPA1    | LOC439949 | FREM1     | CFHR1     |          |  |  |
| SHOX2                 | PDE8A   | CH25H                                 | OMD       | KLF5      | SLC40A1   | CXCL9     |          |  |  |
| SNAI2                 | ATP2B1  | SELE                                  | OGN       | PTGER4    | GJB6      | KIAA1822L |          |  |  |
| SEC23A                | ITGA5   | PITX2                                 | LOC644488 | CPB1      | XCL1      | LOC652159 |          |  |  |
| GNS                   | RABGGTA | BAAT                                  | TFF1      | C8ORFK32  | WNT10A    | TMEM119   |          |  |  |
| HTRA1                 | LRRC32  | TNFSF15                               | C21orf34  | KLRB1     | PPP2R2C   | VGLL3     |          |  |  |
| DDEF1IT1              | CDKN1A  | BHLHB5                                | NOPE      | MGAT5B    | DSCR6     | POU2AF1   |          |  |  |
| LAMB1                 | POSTN   | FABP4                                 | MYCBPAP   | CA14      | FLJ39370  | LAX1      |          |  |  |
| COL5A1                | TWIST1  | LUZP2                                 | CFH       | ZBTB16    | C10orf30  | SPFH2     |          |  |  |
| JAG1                  | ATP2B1  | KLK12                                 | CACNA2D2  | CD96      | CDO1      | CSMD2     |          |  |  |
| COL1A1                | M6PRBP1 | IGHA1                                 | TNN       | HP        | LOC645733 | ASPN      |          |  |  |
| EMLIN1                | ADAM9   | TNFRSF17                              | ADD3      | SLC23A1   | IGHA1     | CNTN4     |          |  |  |
| PHTF2                 | DYRK2   | CTNND2                                | LOC440361 | MFAP4     | XG        | ZBTB12    |          |  |  |
| COL5A1                | HSPG2   | SLC39A6                               | CA3       | LOC390712 | ABCA6     | IGF1      |          |  |  |
| CLEC11A               | TPP1    | WFDC2                                 | HIST1H2AL | GREM2     | TSPAN13   | WASF3     |          |  |  |
| JAG1                  | AEBP1   | GRIA2                                 | NRG2      | NBPF4     | HAVCR1    | SH2D1A    |          |  |  |
| ANGPTL2               | MRPL52  | MAP9                                  | MMP3      | ANK1      | NELL2     | KCNB1     |          |  |  |
| COL3A1                |         | GALNT3                                | RASSF8    | LOC644846 | IGKV1-5   | PVRL3     |          |  |  |

**Supplementary table 1:** Gene lists used for GSEA analysis in reference to Fig. 2.

| Dkk1                |         |         |          |         |          |        |        |
|---------------------|---------|---------|----------|---------|----------|--------|--------|
| Pearson Correlation |         |         |          | p value |          |        |        |
|                     | TCGA    | KMplot  | Metabric |         | Metabric | TCGA   | KMplot |
| Cd4                 | 0.0264  | -0.0233 | -0.1160  | Cd4     | 0.0943   | 0.7966 | 0.4717 |
| Cd8a                | -0.0136 | -0.0569 | -0.0679  | Cd8a    | 0.3288   | 0.8947 | 0.0793 |
| Cd8b                | -0.0654 | -0.0429 | 0.0875   | Cd8b    | 0.2079   | 0.5226 | 0.1858 |
| Gzma                | 0.0416  | -0.0425 | -0.0330  | Gzma    | 0.6351   | 0.6843 | 0.1900 |
| Gzmb                | 0.05114 | -0.0375 | -0.0736  | Gzmb    | 0.2897   | 0.6170 | 0.2481 |
| Prf1                | 0.0677  | -0.0565 | -0.0919  | Prf1    | 0.1855   | 0.5078 | 0.0815 |
| Ifng                | 0.0315  | -0.0389 | -0.0957  | Ifng    | 0.1680   | 0.7580 | 0.2303 |
| Tnf                 | 0.1736  | 0.0911  | 0.0347   | Tnf     | 0.6179   | 0.0873 | 0.0049 |
| Entpd1              | 0.1020  | -0.0460 | 0.0364   | Entpd1  | 0.6009   | 0.3175 | 0.1560 |
| Nt5e                | -0.0293 | -0.0541 | 0.0199   | Nt5e    | 0.7754   | 0.7745 | 0.1225 |
| Mki57               | 0.0366  | 0.1186  | -0.1370  | Mki57   | 0.0479   | 0.7203 | 0.0002 |

  

| Dkk2                |         |         |          |         |          |        |        |
|---------------------|---------|---------|----------|---------|----------|--------|--------|
| Pearson Correlation |         |         |          | p value |          |        |        |
|                     | TCGA    | KMplot  | Metabric |         | Metabric | TCGA   | KMplot |
| Cd4                 | 0.4359  | 0.2434  | 0.1640   | Cd4     | 0.0176   | 0.0000 | <1E-04 |
| Cd8a                | 0.3497  | 0.1844  | 0.1954   | Cd8a    | 0.0046   | 0.0004 | <1E-04 |
| Cd8b                | 0.1597  | 0.1516  | 0.0406   | Cd8b    | 0.5594   | 0.1162 | <1E-04 |
| Gzma                | 0.3253  | 0.1466  | 0.1696   | Gzma    | 0.0141   | 0.0011 | <1E-04 |
| Gzmb                | 0.2383  | 0.1155  | 0.1921   | Gzmb    | 0.0053   | 0.0182 | 0.0004 |
| Prf1                | 0.2595  | 0.0993  | 0.1281   | Prf1    | 0.0646   | 0.0099 | 0.0021 |
| Ifng                | 0.1952  | 0.0986  | 0.1806   | Ifng    | 0.0089   | 0.0541 | 0.0023 |
| Tnf                 | 0.0421  | 0.0413  | -0.0340  | Tnf     | 0.6253   | 0.6805 | 0.2022 |
| Entpd1              | 0.4891  | 0.2942  | -0.0080  | Entpd1  | 0.9085   | 0.0000 | <1E-04 |
| Nt5e                | 0.1788  | 0.1237  | 0.0766   | Nt5e    | 0.2704   | 0.0782 | 0.0001 |
| Mki67               | -0.1539 | -0.1074 | 0.0005   | Mki67   | 0.9944   | 0.1303 | 0.0009 |

  

| Dkk3                |         |         |          |         |          |        |        |
|---------------------|---------|---------|----------|---------|----------|--------|--------|
| Pearson Correlation |         |         |          | p value |          |        |        |
|                     | TCGA    | KMplot  | Metabric |         | Metabric | TCGA   | KMplot |
| Cd4                 | -0.0082 | 0.0017  | -0.2566  | Cd4     | 0.0002   | 0.9359 | 0.9581 |
| Cd8a                | -0.1066 | -0.1632 | -0.2247  | Cd8a    | 0.0011   | 0.2961 | <1E-04 |
| Cd8b                | -0.0662 | -0.0433 | -0.1396  | Cd8b    | 0.0438   | 0.5174 | 0.1817 |
| Gzma                | -0.1059 | -0.0570 | -0.2086  | Gzma    | 0.0024   | 0.2992 | 0.0784 |
| Gzmb                | -0.2505 | -0.0585 | -0.3222  | Gzmb    | <0.0001  | 0.0129 | 0.0711 |
| Prf1                | -0.1250 | -0.1009 | -0.3026  | Prf1    | <0.0001  | 0.2203 | 0.0018 |
| Ifng                | -0.2758 | -0.2795 | -0.2937  | Ifng    | <0.0001  | 0.0060 | <1E-04 |
| Tnf                 | -0.0804 | -0.1813 | -0.2160  | Tnf     | 0.0017   | 0.4313 | <1E-04 |
| Entpd1              | 0.1883  | 0.1701  | 0.2799   | Entpd1  | <0.0001  | 0.0634 | <1E-04 |
| Nt5e                | 0.5004  | 0.2883  | 0.3305   | Nt5e    | <0.0001  | 0.0000 | <1E-04 |
| Mki67               | -0.1998 | -0.1454 | -0.4799  | Mki67   | <0.0001  | 0.0486 | <1E-04 |

**Supplementary table 2:** Individual Pearson Correlation (2 tailed) and p values in reference to Fig. 7c.

| Cell line | Derived from                                                | Strain | Syngeneic | Dormant?                                | Immune sensitive? | EMT status  | ER+ |
|-----------|-------------------------------------------------------------|--------|-----------|-----------------------------------------|-------------------|-------------|-----|
| D2A1      | D2HAN (D2-type hyperplastic alveolar nodules) <sup>14</sup> | Balb/c | Yes       | No                                      | Medium            | Mesenchymal | No  |
| D2.OR     |                                                             | Balb/c | Yes       | Yes (lungs <sup>16</sup> )              | High              | Hybrid      | Yes |
| D2.1      |                                                             | Balb/c | Yes       | Yes (fat pad, lungs <sup>15, 16</sup> ) | Low               | Hybrid      | Yes |

**Supplementary table 3:** Overall phenotype of D2 cells as described herein and by others.

| Target          | Conjugate     | Clone      | Catalog #     | Vendor            | Use            |
|-----------------|---------------|------------|---------------|-------------------|----------------|
| CD104           | APC           | 346-11A    | 123611        | BioLegend         | Flow cytometry |
| CD104           | AF647         | 346-11A    | 123607        | BioLegend         | Flow cytometry |
| CD11b           | PerCP Cy5.5   | M1/70      | 101227        | BioLegend         | Flow cytometry |
| CD11b           | AF700         | M1/70      | 101222        | BioLegend         | Flow cytometry |
| CD24            | PE Dazzle 594 | M1/69      | 101837        | BioLegend         | Flow cytometry |
| CD39            | PE Dazzle 594 | Duha59     | 143811        | BioLegend         | Flow cytometry |
| CD4             | Unconjugated  | D7D2Z      | 25229         | Cell Signaling    | IHC            |
| CD4             | PE Dazzle 594 | RM4-5      | 100566        | BioLegend         | Flow cytometry |
| CD4             | BV421         | RM4-5      | 100543        | BioLegend         | Flow cytometry |
| CD44            | PerCP Cy5.5   | IM7        | 103032        | BioLegend         | Flow cytometry |
| CD45            | BV605         | 30-F11     | 103140        | BioLegend         | Flow cytometry |
| CD47            | PE            | miap301    | 127507        | BioLegend         | Flow cytometry |
| CD62L           | PE            | MEL-14     | 104407        | BioLegend         | Flow cytometry |
| CD8b            | APC Cy7       | YTS156.7.7 | 126620        | BioLegend         | Flow cytometry |
| CD8b            | PE Cy7        | YTS156.7.7 | 126616        | BioLegend         | Flow cytometry |
| CD8b            | BV605         | H35-17.2   | 740387        | BD Biosciences    | Flow cytometry |
| CD8 $\alpha$    | Unconjugated  | D4W2Z      | 98941         | Cell Signaling    | IHC            |
| GFP             | Unconjugated  | Polyclonal | GFP-1020      | Aves Labs         | IF             |
| FoxP3           | Unconjugated  | D6O8R      | 12653S        | Cell Signaling    | IHC            |
| FoxP3           | AF488         | MF-14      | 126406        | BioLegend         | Flow cytometry |
| FoxP3           | Unconjugated  | FJK-16s    | 14-5773-82    | Invitrogen        | IHC            |
| Ki-67           | Unconjugated  | Polyclonal | NB110-89717SS | Novus Biologicals | IF             |
| MHC I H2Kd/H2Dd | PE            | 34-1-2S    | 114713        | BioLegend         | Flow cytometry |
| PD-1 (CD279)    | BV421         | 29F.1A12   | 135218        | BioLegend         | Flow cytometry |
| PD-L1 (CD274)   | PE            | 10F.9G2    | 124307        | BioLegend         | Flow cytometry |

**Supplementary table 4:** Antibodies used for staining.

## Supplementary Methods

### *Anti-GFP ELISA*

Immulon 4 HBX (Thermo Scientific) plates were coated with 1 µg/mL recombinant A. victoria GFP (Abcam) at 4°C. The following day plates were washed with PBS + 0.05% Tween 20 and blocked with PBS + 1% BSA (Sigma) for 1 hour at 37°C. A serial dilution (in 1% BSA/PBS) of serum was added in duplicate for 2 hours at room temperature followed by anti-mouse IgG streptavidin-HRP conjugated antibody (1:2000 in 1% BSA/PBS; Cell Signaling Technology) for 1 hour at 37°C. Plates were developed with TMB substrate (BioLegend), stopped with 0.18 M H<sub>2</sub>SO<sub>4</sub>, and read at 450 nm on a Bio-Rad 680 microplate reader.

How the deposited data were processed for this re-analysis (not part of the article)

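RNA-seq libraries of cultured cells (6) and of whole tumors (18) were analysed, from 3 replicates of each cell line in culture, 4 tumors of each line in BALB/c mice and 5 of each line in SCID-beige mice. Each library was assigned to its group by the sample labels of the deposited records, and 0 libraries could not be assigned. The authors sequenced the libraries through Novogene on an Illumina NovaSeq and processed them with Novogene's standard pipeline or GENAVi. The deposited counts are unnormalized reads per gene, and the deposited FPKM values are these counts divided by gene length and by the total of the library, which was checked on 100% of the genes. The paper's text does not name the aligner, the counting program, the build, the annotation or the strand setting. Genes were matched by Ensembl identifier to GENCODE M21, which is on GRCm38, for symbols, coordinates, lengths and GC content.

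Library totals, the counts at the floor of 3 and the share of counts on the most abundant genes were computed first. The 10 most abundant genes held 3.94% to 5.85% of the counts in cultured cells and 4.40% to 6.57% in tumors, and mitochondrial genes held 0.585% to 1.47% and 1.37% to 2.85%. All 38 pairs of replicates within groups were compared, and none were copies of each other (chi-square per degree of freedom of 5.23 to 137). Changed genes were called with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the default expression filter, robust quasi-likelihood fits and a Benjamini-Hochberg adjusted p under 0.05. Only the groups compared entered each fit, except that the interaction of line and host used all 4 groups of tumors. The 5 comparisons were of the lines in culture, of the lines in each host and of the hosts for each line. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Levels are CPM with TMM normalization, with a prior count of 2 on the log2 scale. Folds against a group with 3 counts or fewer in every library are lower bounds, computed against that floor.

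The genes named are those the paper names for these libraries, those of the lists, and for each comparison the 3 largest rises and 3 largest falls by fitted fold change among protein-coding genes past the threshold, with a mean of at least 5 CPM in the higher group and no overlap between groups. Gene lists were tested with limma 3.58.1 (camera with a preset correlation of 0.01, and fry) where at least 3 genes passed the filter. The enrichment procedure for the human profiles was written in Python 3.11.15 with numpy 2.4.6, after the description of GSEA, with signal-to-noise ranking, weight 1 and 10000 random sets. Variance-stabilized values came from DESeq2 1.42.0. Permutation tests of single values were 2-sided and covered every arrangement, except that correlations across more than 6 tumors used 1e+05 resamples. Principal components and correlations used log2 CPM of genes that passed the filter. Other splits of the same libraries were run in full up to 100 and otherwise as 100 drawn at random.

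The procedures were tested on simulated data with 200 genes changed by 2 on the log2 scale. In the 5 comparisons, edgeR recovered 98.5% to 100% of them among 12427 to 15159 genes tested, with at most 6.54% false calls. For the interaction, it recovered 90% among 15606 genes. DESeq2 recovered at least 96% in the comparisons it was tested on. Of 200 lists without a planted change, camera called 2 and fry 14. The enrichment procedure gave a planted list of 50 genes a normalized enrichment score of 3.62 among 20933 genes, and 4 of 40 random lists had p under 0.05. Simulated genes varied independently of each other. These counts therefore give no error rate for lists of genes that vary together.

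Sample labels give the same replicate numbers to each group. Whether a number marks libraries that vary together was checked by the correlation, across genes, of their deviations from the group means. For the cultured lines, it was 0.184 to 0.491 over the replicate numbers, and for the lines in BALB/c mice 0.1 to 0.491, so the numbers were taken to pair these libraries, although neither the labels nor the paper's text give a shared day or batch. Unequal numbers were not compared in this way, so the pairing is an assumption. The replicate number as a block was an alternative in these comparisons.

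The alternatives tried were DESeq2, DESeq2's size factors in edgeR, the replicate block, filters with at least 10 counts or without any filter, a log2 fold change beyond 1, one fit of all tumors, fry in place of camera, other rankings and permutations of the enrichment procedure, FPKM thresholds of 0.5 and 2, the 500 most variable genes, variance-stabilized counts and each library left out. Counts thinned to the smallest library total and the slope of expression on GC content as a covariate were added after seeing the data. Raw reads, cell fractions by CIBERSORT, the GSEA and Reactome gene sets and the GENAVi interface were not used here, since they were not at hand. Genes without a DESeq2 adjusted p were left without one.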

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

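The tests of milk protein, skin and lymph node transcripts in single tumors, of T cells left in SCID-beige mice and of reads from a gene overlapping Trp53 were chosen only after the result was seen.

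In 91 groups of 4 or 5 tumors, the highest or lowest tumor was set against its nearest neighbor and stood apart when the gap exceeded the share of the group's range that chance passes in about 1 in 20 groups of its size. This happened in 6 groups, and chance gives about 4.55. Replicate 3 of the D2A1 tumors in SCID-beige mice had the lowest library total of its group, 13566949 reads. Thinning every library of that comparison to this total left 4446 of the 4607 genes called. Replicate 1 of the D2.1 tumors in BALB/c mice had the highest Dkk3 of its group, at 8.23 on the log2 CPM scale, and replicate 5 of the D2A1 tumors in SCID-beige mice stood apart in Myc, at 8.99. Replicate 3 of the D2.1 tumors in SCID-beige mice stood apart in Ctla4, at -2.48, because it held 1 count and the other tumors 0. Replicate 4 of the D2A1 tumors in SCID-beige mice stood apart in the mean of the neutrophil list (3.80), and the lower neutrophil list of D2A1 tumors in BALB/c mice (median log2 fold change of -1.31 against SCID-beige, adjusted p = 0.035, camera) lost the threshold without it (adjusted p = 0.183, camera) and did not pass it by fry (adjusted p = 0.261). Replicate 1 of the D2A1 tumors in BALB/c mice stood apart in the skeletal muscle list (3.15). No biological explanation was tested for single tumors.

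The difference between hosts differed between the lines, by the interaction test, for D630003M21Rik (ENSMUSG00000037813, interaction 2.39), Crmp1 (ENSMUSG00000029121, 6.67) and Trac (ENSMUSG00000076928, 4.61), each with an adjusted p of 0.0173 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). D630003M21Rik was at 260 ± 26.9 CPM (SD) in D2.1 tumors of BALB/c mice, 208 ± 67.2 in those of SCID-beige mice, 6.63 ± 2.43 in D2A1 tumors of BALB/c mice and 27.8 ± 3.96 in those of SCID-beige mice. Crmp1 was at 1.98 ± 0.309 CPM in D2.1 tumors of BALB/c mice and had 0 to 1 counts in those of SCID-beige mice. Trac was at 12.6 ± 5.63, 0.419 ± 0.339, 3.68 ± 1.15 and 3.06 ± 0.654 CPM in the same order as D630003M21Rik. They stayed past the threshold in 14, 11 and 11 of the 18 fits that each left out a tumor, and all 3 lost it without replicate 4 of the D2A1 tumors in BALB/c mice (adjusted p = 0.0744). Chance stays open, since 5 of the 100 splits drawn from 15876 arrangements gave as many genes. A difference between the lines in their response to the host was not tested apart from it.

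Krt18 and Twist2 went opposite ways in culture and in tumors, for every library of each group, and the difference was not tested. Between D2.1 and D2A1, Krt18 had a log2 fold change of 2.43 in culture, -3.49 in tumors of BALB/c mice and -2.71 in those of SCID-beige mice. Twist2 was at least 7.39-fold higher in cultured D2.1 cells, and its log2 fold change in tumors was -2.56 in BALB/c mice and -1.93 in SCID-beige mice. The latter had an adjusted p of 0.0295 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), which reached 0.0753 without replicate 4 of the D2A1 tumors and passed 0.05 in 4 of the 10 fits that each left out a tumor. Reads shared with other keratins or pseudogenes and transcripts of host cells were not tested for these genes.

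Cell type lists that the paper does not report on set D2.1 apart from D2A1 tumors, against D2A1 tumors as the reference. In BALB/c mice, median log2 fold changes were 3.42 for cytotoxic effectors (adjusted p = 0.0011, camera), 4.57 for plasma cells (0.009), 3.35 for NK cells (0.0039), 2.33 for dendritic cells (0.0065), 2.89 for fibroblasts (1.2e-04), -1.11 for endothelial cells (0.0081) and 4.56 for skeletal muscle (0.015). In SCID-beige mice, they were 4.19 for cytotoxic effectors (adjusted p = 3.0e-04, camera), 3.73 for NK cells (0.0033), 2.35 for dendritic cells (0.0033), 2.84 for fibroblasts (0.0019), -1.78 for endothelial cells (1.1e-04) and -3.40 for erythrocytes (0.015). Adipocytes (0.47 in BALB/c and -0.56 in SCID-beige mice), erythrocytes in BALB/c mice (-1.02, adjusted p = 0.101, camera) and skeletal muscle in SCID-beige mice (1.30, adjusted p = 0.499, camera) did not pass the threshold. Cultured cells also express 3 of 7 genes of the fibroblast list, 2 of 5 of the NK cell list, 2 of 7 of the skeletal muscle list and 1 of 7 of the plasma cell list, so these medians hold transcripts of tumor cells too, and no gene is shared between lists. Only 1 of 100 splits, the real one, gave as many list tests past the threshold (38, and at most 33 in the others). With the same mix of host cells, a lower share of tumor cells would raise the lists of every host cell type alike. The mean of the endothelial list was instead lower in D2.1 tumors of BALB/c mice, by a log2 difference of -1.03. A lower share together with a different mix stays open. In SCID-beige mice, Ncr1 was at 7.60 ± 2.91 CPM (SD, n = 5) in D2.1 tumors and 0.221 ± 0.307 CPM (n = 5) in D2A1 tumors, Prf1 at 11.8 ± 4.27 and 0.30 ± 0.207 CPM, and Gzmb at 11.7 ± 2.99 and 0.754 ± 0.534 CPM (exact permutation p = 0.0079 each). T cells left in these mice are argued against as their source, because the transcripts of Cd3e, Cd3g and Cd8a came to 0.0382 of those of Ncr1, Klrb1c and Prf1. More NK cells in D2.1 tumors is a hypothesis that stays open.

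Trp53 (ENSMUSG00000059552) was at 1989 ± 360 CPM (SD, n = 3) in cultured D2.1 cells and 89.2 ± 35.1 CPM (n = 3) in D2A1 cells, a log2 fold change of 4.48 (adjusted p = 1.9e-05, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and at 5.48 and 5.71 in tumors of BALB/c and SCID-beige mice. The paper does not report it. Reads of the overlapping gene Wrap53 are argued against, since its log2 fold change was -0.093. A list of 18 p53 target genes had a median log2 fold change of 0.55 in culture, with 13 genes higher (camera p = 0.0249; the lines did not overlap in Trp53, exact permutation p = 0.10), as a difference in p53 activity between the lines would give. In tumors, the median was 0.089 in BALB/c mice and 0.23 in SCID-beige mice, with 10 of the 18 genes higher in each, and the p was under 0.05 by fry but not by camera. A difference in p53 activity between the lines is a candidate explanation in culture and stays open in tumors. A variant of the gene in either line was not tested.

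Replicate 1 of the D2.1 tumors in BALB/c mice had 209.4 CPM of Csn2, where the highest value in the other tumors was 0.46, and 5 of the 6 genes of the normal mammary lumen list were highest in that tumor. Csn1s1 was at 124 CPM there. Replicate 4 had 50.8 CPM of Krt10, at most 10.6 elsewhere, and 5 of the 6 keratinocyte genes were highest in it. Normal mammary gland in replicate 1 and skin in replicate 4 are candidate explanations. The mean of the keratinocyte list was also high in replicate 1 (1.65 on the log2 CPM scale, and at most -1.34 in the other 16 tumors), so skin stays open there too. Cultured cells express 1 gene of each list. Replicate 4 also had 59.5 CPM of Glycam1, 13.7 times the highest value in the other tumors, so that inguinal lymph node in that sample is a candidate source of its B cell genes. No biological explanation was tested.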

How the results depend on the processing

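With a log2 fold change beyond 1 required as well, 2786 genes were called in cultured cells, 2939 between lines in BALB/c mice and 2610 in SCID-beige mice, against 5602, 4868 and 4607. With counts thinned to the smallest library total, which was chosen after seeing the data, these counts were 5534, 4867 and 4522, of which 5453, 4798 and 4446 were among the genes called without thinning, so depth alone changed few calls. The effect of depth on single genes near the floor, such as Foxp3 and Ctla4 in SCID-beige tumors, was not tested. With both the replicate block and the GC slope of each library, also chosen after seeing the data, 862 genes were called between lines in BALB/c mice, 778 of them among the 4868. The GC slope alone gave 7091 there and 5671 in SCID-beige mice. The cause of the lower number with both was not tested.

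The counts between hosts moved most. For D2.1 tumors, 133 genes became 588 with DESeq2 (133 shared), 71 with at least 10 counts in every tumor, 275 without a filter and 261 with all tumors in one fit. For D2A1 tumors, 170 became 517 with DESeq2 (170 shared) and 861 with the GC slope (168 shared), while that slope gave 136 for D2.1 tumors (111 shared). The interaction count of 3 became 105 with DESeq2 (3 shared), 6 with DESeq2's size factors (3 shared), 1 with at least 10 counts and 7 without a filter. The cause of these changes was not tested. Over the fits that each left out a tumor, the D2.1 count ranged from 26 without replicate 1 to 314 without replicate 2 of the BALB/c tumors (130 shared), the D2A1 count from 27 without replicate 4 of the BALB/c tumors to 172 without replicate 2 of the SCID-beige tumors, and the interaction count from 0 to 12. It was 0 without replicates 3 or 4 of the D2.1 tumors or 1 or 4 of the D2A1 tumors in BALB/c mice, with 1215, 1232, 1168 and 1109 genes at an unadjusted p under 0.05, and 12 without replicate 4 of the D2.1 tumors in SCID-beige mice.

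Leaving out each library in turn, the log2 fold change between lines in BALB/c mice ranged from 1.82 to 2.54 for Ctla4 and from 0.43 to 0.65 for Cdkn1b, and each lost the threshold in 6 of 8 fits, with adjusted p up to 0.0991 (without replicate 1 of the D2.1 tumors) for Ctla4 and 0.0791 (without replicate 3 of the D2A1 tumors) for Cdkn1b. The difference of Dkk3 between hosts in D2A1 tumors ranged from -0.0011 without replicate 2 of the SCID-beige tumors, the only reversed value, to 0.39. The mitochondrial ribosome family ranged from -0.34 to -0.11 and lost the threshold in 4 of 6 fits, up to an adjusted p of 0.182 without replicate 3 of the D2.1 cells. With fry, its median of -0.20 did not pass the threshold. The late distant metastasis profile had a normalized enrichment score of 1.33 with permuted tumor labels and did not pass the threshold. The cause was not tested.

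The share of the first principal component was 54.6% with variance-stabilized counts, 79.3% with the 500 most variable genes, 38.7% without a filter and 48.2% to 51.9% with a tumor left out. In the same order of settings, the median correlation was 0.971, 0.846 and 0.973 between hosts and 0.917, -0.018 and 0.951 between lines. At an FPKM threshold of 0.5, 137 genes in place of 84 were expressed in BALB/c tumors of both lines alone. The cause of these changes was not tested.

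With the replicate block, 7539 genes were called in cultured cells (5582 of the 5602) and 7116 between lines in BALB/c mice (4821 of the 4868), where the numbers were assumed to pair the libraries. Among the named genes, the block changed the call of Zeb1 in BALB/c mice (adjusted p = 0.0096), and it changed no other call of a named gene, family or list in these comparisons. In the other comparisons, the numbers were not assumed to pair the libraries. Deviations of equal numbers correlated at -0.16 to 0.34 for the lines in SCID-beige mice, -0.20 to 0.17 for D2.1 tumors between hosts and -0.44 to -0.19 for D2A1 tumors between hosts. The block gave 5311 genes in SCID-beige mice, 14 for D2.1 tumors between hosts, 0 for D2A1 tumors between hosts (893 at an unadjusted p under 0.05) and 3 for the interaction.

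Over 92 results for single genes outside those above, the other settings gave 276 values, of which 261 kept direction and call, 13 no longer passed the threshold and 2 newly passed it. The 13 came from the block in comparisons where the numbers were not assumed to pair the libraries. The 2 were Epcam with DESeq2 and Zeb1 with the block. With one library left out, 788 values comprised 719 that kept direction and call, 67 that no longer passed and 2 that newly passed, for 17 of the 92 results. With DESeq2's size factors in edgeR, 31 of 32 results kept direction and call or count, the other being the interaction count. Each alternative gave a value, although the mean of the fibroblast and endothelial lists as the measure of host content was already in use, because Xist was abundant in culture.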

Differences from the paper's values

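Of 15 values of the paper that could be set beside those computed here, 1 differs. The paper gives an adjusted p of 3.1e-108 for Dkk3 between D2.1 and D2A1 tumors of BALB/c mice, against 4.9e-07 here (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Of the alternatives set before the data were examined, DESeq2 closed the gap with 2.9e-108. DESeq2's size factors in edgeR (4.4e-07), the replicate block (7.7e-08) and each tumor left out in turn (6.0e-07 to 8.9e-06) did not.

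The paper's text describes the epithelial pattern of D2.1 cells as maintained in tumors. Krt18, which its Figure 2C also displays as lower in D2.1 tumors, had a log2 fold change of -3.49 in BALB/c mice. The legend of that figure describes its genes as differentially expressed, Itgb4, Epcam and Zeb1 among them. Their log2 fold changes were 0.39, 1.54 and 0.61, with adjusted p of 0.13, 0.064 and 0.22 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 called Epcam (adjusted p = 0.0146), as did the fit without replicate 2 of the D2.1 tumors (0.015). The replicate block called Zeb1 (adjusted p = 0.0096), and the fit without replicate 4 of the D2A1 tumors called Itgb4 (adjusted p = 0.049). Over its alternatives, the adjusted p ranged from 0.0146 to 0.238 for Epcam, from 0.0096 to 0.411 for Zeb1 and from 0.049 to 0.299 for Itgb4.

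The paper describes slower proliferation of D2.1 tumors in both hosts. In SCID-beige mice, the median of the cell cycle list was -0.21, without passing the threshold, and no setting called it. The paper used GSEA of proliferation gene sets there, which were not at hand. A list of 12 genes, of which 9 were lower, does not repeat that test. The paper describes Dkk3 of D2.1 tumors as higher in BALB/c than in SCID-beige mice, with a p of about 0.033 in Fig. 6B, read by eye. The log2 fold change was 0.83, with a p of 0.0348 before adjustment, close to that of the paper, and an adjusted p of 0.42 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment; exact permutation p = 0.063). No setting called it after adjustment over all genes, with adjusted p from 0.258 to 0.84 over the alternatives. The paper tested Dkk3 alone, without an adjustment over all genes. It also reports quantitative PCR of these tumors, which is not part of the deposited counts.

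The paper describes Foxp3 and Ctla4 as expressed in D2.1 tumors of BALB/c mice alone. Both were counted in D2A1 tumors of BALB/c mice too, with 9 to 35 and 1 to 15 counts per tumor, at least 5.65-fold and 2.52-fold above SCID-beige mice (exact permutation p = 0.0079 each). DESeq2 called both between hosts in D2A1 tumors (adjusted p of 0.0018 and 0.015), and the fit without replicate 3 of the D2A1 tumors in BALB/c mice called Foxp3 (adjusted p = 0.0298). At the FPKM threshold of 1, both were assigned to D2.1 tumors of BALB/c mice alone, as in the paper.

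The paper displays H2-K2 as higher in cultured D2.1 cells. It did not pass edgeR's filter, with 10 to 14 counts in D2.1 cells and 0 to 1 in D2A1 cells. DESeq2 called it (adjusted p = 0.0023), as did each fit that left out a D2A1 library (adjusted p of 0.0053 to 0.0098). The paper displays Epcam as higher in cultured D2.1 cells, where it had 7 to 16 counts against 1 to 4, did not pass edgeR's filter and had an adjusted p of 0.051 with DESeq2. The fits without replicate 3 of D2A1 cells (adjusted p = 0.0183) and without replicate 1 of D2.1 cells (0.0245) called it.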

Other observations

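The tests of library size, of Dkk3 per fibroblast transcript, of Dkk3 against its level in culture, of lymph node transcripts in single tumors and of the T cell list between hosts within each line were chosen only after the result was seen.

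The number of changed genes was set beside other splits of the same libraries. In cultured cells, 1 of the 10 splits, the real one, gave as many genes, and the other 9 gave 0. Still, 3 against 3 cannot give a lower share, so chance cannot be told apart there by the share of splits alone. The same holds for the list of Figure 2B (1 of 10 splits gave as many genes, and the other 9 gave 0) and for the families: matrix and adhesion, 1 of 10 splits with a median as far from 0; DNA replication, 3 of 10; tRNA synthetases and modification, 1 of 10; mitochondrial ribosome, 3 of 10. Of the 4 splits that part every pair of replicates, 1 reached that median for each of the 4 families, the real one. For the cell cycle list in culture, 5 of 10 splits were as far from 0. Gene length is argued against for the families, since 0%, 0.18%, 0% and 0.65% of random sets matched on length and expression had a median as far from 0, in the same order. A difference in library size is argued against for each of the 5 comparisons, since with every library thinned to the smallest total 97.3% of the genes called in culture stayed called, 98.6% between lines in BALB/c mice, 96.5% in SCID-beige mice, 99.2% between hosts for D2.1 tumors and 98.8% for D2A1 tumors. Replicate 3 of both cultured lines stood apart from replicates 1 and 2, and GC content as the cause in both is argued against, with a Spearman rho of 0.0173 in D2.1 cells and -0.23 in D2A1 cells. The difference also followed transcript length, with a rho of 0.28 in D2.1 cells and 0.46 in D2A1 cells, so transcript length stays open. No biological explanation was tested.

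Between the lines in BALB/c mice, 1 of 35 splits, the real one, gave as many genes (at most 533 in the others), and 1 of the 8 splits that part every pair. In SCID-beige mice, 1 of 100 splits gave as many. For the list of Figure 2C and the proliferation genes of Supplementary Figure 3F, 1 of 35 splits each gave as many genes. The median of the cell cycle list was as far from 0 in 1 of 35 splits in BALB/c mice and in 14 of 100 in SCID-beige mice, where chance stays open. Dilution of tumor cells by host cells stays open in BALB/c mice. Only 0.05% of sets of genes alike in culture and matched on expression had a median as low. These genes were not chosen to be absent from host cells, so their medians need not fall under dilution. A difference in proliferation between the lines stays a hypothesis.

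Between hosts, 3 of 100 splits gave as many genes for D2.1 tumors and 4 of 100 for D2A1 tumors. The splits that exceeded the real one followed the GC slope of the libraries. For D2.1 tumors, BALB/c replicates 1 and 2 with SCID-beige replicates 3 and 5 as a group gave 1616 genes, and BALB/c replicates 3 and 4 with SCID-beige replicates 1 and 2 gave 915. For D2A1 tumors, BALB/c replicates 3 and 4 with SCID-beige replicates 1 and 2 gave 5297 genes, and BALB/c replicates 1 and 2 gave 3519 with SCID-beige replicates 3 and 5 and 2909 with 4 and 5. With the GC slope as a covariate, 136 genes were called for D2.1 tumors and 861 for D2A1 tumors. The second principal component of the tumors, with 12.4% of the variance, is a related pattern: its loadings correlated with the GC content of the genes (Spearman rho of 0.42), so GC content is a candidate explanation. They also correlated with transcript length (Spearman rho of -0.48), which stays open beside it. A different share of host cells stays open for it too. Of 4 host lists, that of T cells had a mean loading that 0% of 10000 random lists reached. The fibroblast, endothelial and macrophage lists did not stand out, with 18.3%, 92.5% and 54.9% of random lists as far. A tumor under the wrong host is argued against, because the hosts did not overlap within either line in the T cell list mean. The gaps were 2.24 for D2.1 and 0.90 for D2A1 tumors on the log2 CPM scale. Over both lines, single genes were less clear. The lowest Cd3e count in a BALB/c tumor was 1.71 times the highest in a SCID-beige tumor, while the counts of Cd3g, Cd79a and Igkc overlapped between hosts. The lists of T cells, Tregs, B cells and plasma cells were higher in BALB/c than in SCID-beige mice for D2.1 tumors, with median log2 fold changes of 4.2, 2.14, 2.72 and 6.42. With genes of 3 counts or fewer in a group at their bound, the plasma cell median was 6.65. In D2A1 tumors, the T cell, Treg and plasma cell lists were higher in BALB/c mice too, with medians of 2.35, 1.32 and 4.1. Their adjusted p were 5.4e-07, 0.0081 and 0.0032 (camera). In D2.1 tumors, the erythrocyte (2.14), adipocyte (2.49), endothelial (0.61) and fibroblast (0.61) lists also rose by camera, the adipocyte and fibroblast lists not by fry. The macrophage (0.33) and neutrophil (-0.21) lists did not pass by either.

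T cell, B cell and Treg genes were higher in D2.1 than in D2A1 tumors of BALB/c mice. A lower share of tumor cells with the same mix of host cells is argued against by the endothelial list (-1.03). A lower share together with a different mix stays open. Inguinal lymph node in the samples cannot be told apart for the group as a whole, because 1 gene of the lymph node stroma list passed the filter. It cannot be told apart for the replicates other than 4 either. Foxp3 had an adjusted p of 0.00171 without replicate 4 (edgeR quasi-likelihood test), but leaving that tumor out does not show whether the others hold lymph node. The mean of the lymph node stroma list was -1.63, -2.18 and -1.86 on the log2 CPM scale in replicates 1, 2 and 3. D2A1 tumors of BALB/c mice were at -2.59 to -2.27. Replicate 2, with 106 Foxp3 counts, lay within the range of D2.1 tumors in SCID-beige mice (-2.55 to -2.11). A single tumor, on a list near the floor, does not decide the question. For the B cell genes of replicate 4, lymph node stays open, with 13.7 times more Glycam1 than in the other tumors. Foxp3 counts per Cd3 count were 0.153 ± 0.065 (SD, n = 4) in D2.1 tumors and 0.210 ± 0.066 (n = 4) in D2A1 tumors (exact permutation p = 0.257), and Ctla4 counts per Cd3 count were 0.0426 ± 0.0231 and 0.0829 ± 0.0447 (exact permutation p = 0.229). More T cells without a shift toward Tregs is therefore a candidate explanation of the rise in Foxp3 and Ctla4. The ratios rest on few counts in D2A1 tumors and do not exclude a shift. By flow cytometry, the paper reports more Tregs and a lower ratio of CD8 cells to Tregs in D2.1 tumors. Transcripts per Cd3 count are another measure than these cell fractions.

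Dkk3 in D2.1 tumors was set against host cells. More host fibroblasts with the level of Dkk3 that D2A1 tumors show are argued against between lines, since Dkk3 counts per fibroblast gene count were 0.259 ± 0.068 in D2.1 and 0.0802 ± 0.0187 in D2A1 tumors of BALB/c mice (n = 4 each, exact permutation p = 0.0286). D2.1 cells at the level they have in culture are argued against too, since the lowest FPKM of a D2.1 tumor in BALB/c mice was 78.7 times the highest in culture. What stays open is higher Dkk3 in D2.1 cells within tumors, or in host cells next to them. At the highest ratio of D2A1 tumors, the difference in summed fibroblast CPM between hosts would bring 9.93% of the Dkk3 difference in D2.1 tumors. At the highest ratio of D2.1 tumors, it would bring 31.5%. These shares assume a fixed ratio, and cultured cells also express 3 of the 7 list genes. The fibroblast list had a median log2 fold change of 0.61 between hosts in D2.1 tumors (adjusted p = 0.029 by camera and 0.112 by fry). Dkk3 per fibroblast count overlapped between hosts, at 0.187 to 0.322 in BALB/c and 0.092 to 0.229 in SCID-beige mice. A different share of host fibroblasts therefore stays open between hosts. Across the 9 D2.1 tumors, Dkk3 correlated with the mean of the fibroblast and endothelial lists (Pearson r of 0.716, permutation p = 0.033), with 0.585 within BALB/c and 0.572 within SCID-beige mice.

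For the late recurrence profile, 3 of 35 splits of the tumors had a score as far from 0, and for late distant metastasis 10 of 35. Among the 8 splits that part every pair, 1 and 3 did. Chance stays open for late distant metastasis (exact permutation p = 0.17 of the tumor labels). For late recurrence the count of splits does not exclude it either, while permuting the labels gave an exact permutation p = 0.029. The late recurrence profile also scored 1.91 in tumors of SCID-beige mice, where 26 of 49 genes were higher in D2.1 tumors. It scored 2.08 in cultured cells, so D2.1 cells carry the profile without host cells. How much of the tumor score came from host fibroblasts stays open, since the fibroblast list was higher in D2.1 tumors too. Host lymphocytes as the whole source of the late distant metastasis score are argued against, since the profile scored 1.48 in SCID-beige mice. It scored 1.33 in cultured cells (permutation p = 0.077), so that D2.1 cells as its source are not established.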
